# The continuum of *Drosophila* embryonic development at single-cell resolution

**DOI:** 10.1126/science.abn5800

**Published:** 2022-08-05

**Authors:** Diego Calderon, Ronnie Blecher-Gonen, Xingfan Huang, Stefano Secchia, James Kentro, Riza M. Daza, Beth Martin, Alessandro Dulja, Christoph Schaub, Cole Trapnell, Erica Larschan, Kate M. O’Connor-Giles, Eileen E. M. Furlong, Jay Shendure

## Abstract

**INTRODUCTION:**

Single-cell technologies are a powerful means of studying metazoan development, enabling comprehensive surveys of cellular diversity at profiled time points and shedding light on the dynamics of regulatory element activity and gene expression changes during the in vivo emergence of each cell type. However, nearly all such whole-embryo atlases of embryogenesis remain limited by sampling density—i.e., the number of discrete time points at which individual embryos are harvested and cells or nuclei are collected. Given the rapidity with which molecular and cellular programs unfold, this limits the resolution at which regulatory transitions can be characterized. For example, in the mouse, there are typically *6* to 24 hours between sampled embryonic time points—gaps within which massive molecular and morphological changes take place.

**RATIONALE:**

To construct an ungapped representation of embryogenesis in vivo, we would ideally sample embryos continuously. Although this is not practical for most model organisms, it is potentially possible in *Drosophila melanogaster,* where collections of timed and yet somewhat asynchronous embryos are easy to obtain, such that, at least in principle, one can achieve arbitrarily high temporal resolution. *Drosophila* could therefore serve as a test case to develop a framework for the inference of continuous regulatory and cellular trajectories of in vivo embryogenesis. Because *Drosophila* is a preeminent model organism that has yielded many advances in the biological and biomedical sciences, obtaining a single-cell atlas of *Drosophila* embryogenesis is also an important goal in itself. This includes its embryonic development, where the use of this model in conjunction with powerful genetic tools has transformed our understanding of the mechanisms by which developmental complexity is achieved, in addition to uncovering many general principles of both genetic and epigenetic gene regulation.

**RESULTS:**

We profiled chromatin accessibility in almost 1 million nuclei and gene expression in half a million nuclei from eleven overlapping windows spanning the entirety of embryogenesis (0 to 20 hours). To exploit the developmental asynchronicity of embryos from each collection window, we applied deep neural network-based predictive modeling to more-precisely predict the developmental age of each nucleus within the dataset, resulting in continuous, multimodal views of molecular and cellular transitions in absolute time. With these data, the dynamics of enhancer usage and gene expression can be explored within and across lineages at the scale of minutes, including for precise transitions like zygotic genome activation.

**CONCLUSION:**

This *Drosophila* embryonic atlas broadly informs the orchestration of cellular states during the most dynamic stages in the life cycle of metazoan organisms. The inclusion of predicted nuclear ages will facilitate the exploration of the precise time points at which genes become active in distinct tissues as well as how chromatin is remodeled across time.

## Abstract (summary)

*Drosophila melanogaster* is a powerful, long-standing model for metazoan development and gene regulation. We profiled chromatin accessibility in almost 1 million and gene expression in half a million nuclei from overlapping windows spanning the entirety of embryogenesis. Leveraging developmental asynchronicity within embryo collections, we applied deep neural networks to infer the age of each nucleus, resulting in continuous, multimodal views of molecular and cellular transitions in absolute time. We identify cell lineages; infer their developmental relationships; and link dynamic changes in enhancer usage, transcription factor (TF) expression, and the accessibility of TFs’ cognate motifs. With these data, the dynamics of enhancer usage and gene expression can be explored within and across lineages at the scale of minutes, including for precise transitions like zygotic genome activation.

Single-cell technologies are a powerful means of studying metazoan development, shedding light on the emergence of cellular diversity and the dynamics of gene regulation. However, nearly all such atlases of embryogenesis are limited in terms of the number of discrete time points and cells sampled per time point. Given the rapidity with which molecular and cellular programs unfold, this limits the resolution at which regulatory transitions can be characterized.

To more completely represent development, embryos would ideally be sampled continuously. Although impractical for most model organisms, it is feasible in *Drosophila,* where collections of timed and yet somewhat asynchronous embryos are easy to obtain, such that, in principle, one can achieve arbitrarily high temporal resolution. This sharply contrasts with mice, for which there are typically 6 to 24 hours between sampled time points, gaps within which massive molecular and morphological changes take place (1–4). Although sampling gaps can be computationally filled through the continuum of cell states represented in single embryos (4, 5), the asynchronous ages of *Drosophila* embryos within staged collections present an opportunity for more bona fide continuity—e.g., with seconds or minutes separating the developmental ages of consecutive embryos rather than hours or days. Moreover, because *Drosophila melanogaster* is a preeminent model organism that has yielded many discoveries and general principles of metazoan development and gene regulation, obtaining a single-cell atlas of *Drosophila* embryogenesis is an important goal in itself.

## Results

We set out to measure chromatin accessibility and gene expression from individual nuclei spanning a continuum of *D. melanogaster* embryogenesis. Staged embryos were collected in 11 overlapping time windows, collectively 0 to 20 hours, covering the entirety of embryogenesis at 25°C. Overlapping 2-hour collections were used to capture the rapid transitions during early stages, followed by overlapping 4-hour collections from 3 hours onward (Fig. 1A). From each collection, samples were split and separately processed for assay for transposase-accessible chromatin using sequencing (ATAC-seq) or RNA sequencing (RNA-seq). Although we hereafter refer to cells, all data were generated from nuclei. Single-cell profiling was conducted using three-level combinatorial indexing (sci-ATAC-seq3 and sci-RNA-seq3) with minor modifications (1, 6).

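Sci-RNA-seq3 labels the RNA of each nucleus by 3 rounds of indexing, and the index of the reverse transcription round records the collection window the nucleus came from. The deposited scRNA data came from 7 experiments, numbered 1, 2, 3, 4, 10, 11 and 12 by the authors, which each held nuclei of 4 to 10 of the 11 collection windows. According to the paper's methods, the authors mapped the reads to dm6, counted unique molecular identifiers (UMIs) per gene and cell, applied limits on UMIs, genes and ribosomal genes and removed doublets. The deposited matrix holds these UMI counts without normalization for 23932 genes, of which 5416 are transposable element entries with 0.297% of the UMIs. A deposited table of the cells gives each cell's experiment, PCR well, collection window, inferred age in hours, and the percent of its UMIs on ribosomal protein and mitochondrial genes. The matrix held 347601285 UMIs in 547805 cells, with a median of 399 UMIs per cell. The experiments held 83784727 (experiment 1), 16762823 (2), 17717606 (3), 3720108 (4), 100271762 (10), 73173368 (11) and 52170891 (12) UMIs. The cells lay in 1475 PCR wells, which hold random parts of the same pools of nuclei and were not taken as replicates.

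Cells of one experiment were not taken as replicates either. UMI counts were summed over the cells of one experiment and one collection window, and the 38 sums with at least 100 cells, here called pseudobulks, were compared between experiments. The 0- to 2-hour pseudobulks held 1629837 to 35733778 UMIs (median 21435068, n = 4 experiments), and those of 16 to 20 hours held 1944561 to 36032867 (median 8920030, n = 3). Over the other windows, pseudobulks held 462334 to 20161318 UMIs, with medians per window between 3053752 and 9251197. Genes were kept for a test by edgeR's filterByExpr, which left 12116 genes in the comparison of windows. Counts were scaled by TMM factors and fitted with edgeR's quasi-likelihood models, and p-values were adjusted by the Benjamini-Hochberg method. Fits made without TMM factors, without the filter, with only cells of at least 400 UMIs, without each experiment in turn and with DESeq2 were set beside these values. Errors below are standard deviations (SD) over experiments unless stated otherwise, and intervals cover counting error alone.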

Sci-ATAC-seq3 and sci-RNA-seq3 libraries were sequenced to generate 30 billion and 6.8 billion raw reads, respectively (fig. S1). After deduplication and application of quality filters, we obtained chromatin accessibility profiles for 976,460 cells [single-cell ATAC (scATAC): median 5206 nonduplicate reads per cell] and gene expression profiles for 547,805 cells [single-cell RNA (scRNA): median 399 unique molecular identifiers (UMIs) and 274 genes detected per cell]. Although our scRNA data have fewer UMIs per nucleus than previously obtained from *Drosophila* embryos (7), we profiled many more nuclei spanning many more stages of embryogenesis and complemented this with scATAC with a high number of unique reads per nucleus. Given the small size of the *Drosophila* embryo, such deep “shotgun cellular coverage” should effectively sample all tissue types during embryogenesis. The data did not appear to be confounded by batch effects (fig. S2, A to G).

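Windows that were collected in several experiments allowed the experiments to be compared at the same collection window. With window as a factor in the model, the terms for experiment taken jointly passed a false discovery rate (FDR) of 0.05 for 10363 genes (edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), or 85.5% of the genes tested. The terms for window in the same fit did so for 11460 genes. The gap between the highest and the lowest experiment term had a median of 1.72 on the log2 scale, and it reached 1 or more for 9386 of the genes called. Leaving out experiment 10 moved the count most, to 8827 genes. The models took account of the spread between pseudobulks, of which each experiment held no more than 1 per window.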

For both data modalities, integrating and visualizing single-cell profiles across all time points resulted in branching structures going from early to late stages, consistent with increasing complexity (Fig. 1, B and C). From the scATAC data, we identified 110,185 regions exhibiting accessibility at some point during embryogenesis. Collectively, these candidate regulatory elements cover 30.4 Mb (22%) of *Drosophila* euchromatin (dm6) and include 85% of known embryonic enhancers, based on overlap with nearly 5000 curated enhancers confirmed in transgenic embryos (Fig. 1D) (8–10). This, together with the high coverage of both bulk deoxyribonuclease (DNase) I hypersensitive site (DHS) peaks (87%) and scATAC-derived peaks (98%) from 2 to 12 hours (11, 12), supports the comprehensiveness of this compendium. Similar results were obtained computing overlaps on a per-base rather than per-element basis (fig. S2H). We additionally uncovered more than 40,000 distal accessible regions not identified in these previous studies (Fig. 1D) that are enriched for enhancer-associated histone marks, suggesting that they are previously uncharacterized developmental enhancers (fig. S2I). The compendium also recovered 94% of 8008 extensively validated mesodermal cis-regulatory modules (13) and 96% of nearly 1 million chromatin immunoprecipitation (ChIP)–defined binding sites across 233 transcription factors (TFs) (14) (fig. S2J).

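Expression was tested for a linear trend on the centre hour of the collection window across all scRNA pseudobulks. The trend passed an FDR of 0.05 for 9270 genes, or 76.5% of those tested, with 4561 rising and 4709 falling (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where DESeq2 called 6481 rising and 2571 falling. An absolute Spearman's rho of at least 0.8 between log2 CPM (counts scaled to a common total) and the centre hour was reached by 3025 of these genes, 1644 rising and 1381 falling, and of at least 0.9 by 750. These counts describe pseudobulks that share experiments and are not tests of their own. The fit without a filter on low counts moved the number of genes with a trend furthest, to 10846. Between the first and the last window, 9790 genes differed, 5572 higher and 4218 lower at 16 to 20 hours. For 8689 of them the pseudobulks of the windows did not overlap, which random splits of the pseudobulks give for 5.71% of genes. Only experiment 10 was in both groups, beside experiments 2, 11 and 12 at 0 to 2 hours and 1 and 3 at 16 to 20 hours. Differences between experiments can therefore part these windows too, and that rate does not cover them. With experiment as a blocking term the count moved by no more than 1.5 times. The median log2 fold change over all tested genes was 0.58 with TMM factors, 0.79 with library sizes alone and 2.01 with DESeq2, so the balance of rising and falling genes rests on the scaling. With DESeq2, 7017 genes were higher and 1961 lower at 16 to 20 hours. Gene positions are those of the BDGP6 assembly, which corresponds to dm6, and were matched by gene symbol.

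The maternal transcript tral (FBgn0041775, chromosome 3L, 12515059 to 12520954) fell from 5776 ± 2880 CPM (SD, n = 4) at 0 to 2 hours to 457 ± 122 CPM (SD, n = 3) at 16 to 20 hours, a log2 fold change of -3.66 (standard error 0.39, adjusted p = 1.66e-10 from edgeR). CycB (FBgn0000405, chromosome 2R, 22803521 to 22806948) fell from 5572 ± 1717 to 311 ± 68.5 CPM, a log2 fold change of -4.16 (standard error 0.45, adjusted p = 2.89e-10 from edgeR). Hr4 (FBgn0264562, chromosome X, 1941940 to 2007956) rose from 15.3 to 1468 CPM, a log2 fold change of 6.53 (standard error 0.54, adjusted p = 4.84e-13 from edgeR). With each experiment left out, the value for Hr4 ranged from 6.53 to 7.74. For tral the same range was -3.74 to -2.91, and for CycB -4.17 to -3.61. CG2962 (FBgn0030186, chromosome X, 10214858 to 10216642) rose from 5.62 to 2193 CPM with a log2 fold change of 8.51. The fat body gene apolpp (FBgn0087002, chromosome 4, 1060969 to 1077273) rose from 34.0 to 21389 ± 18991 CPM with a log2 fold change of 9.26, and its level at 16 to 20 hours differed between experiments by as much as its mean. Act57B (FBgn0000044, chromosome 2R, 20944021 to 20946431) rose from 19.3 to 2955 CPM with a log2 fold change of 7.21, which ranged from 6.96 to 9.23 with each experiment left out. The 10 genes with the largest changes among those whose pseudobulks of both windows did not overlap were Cpr65Ea, Osi17, CG14422, Cpr51A, TwdlB, CG14424, TwdlM, CG7201, CG12523 and TwdlW, all higher at 16 to 20 hours and with at most 7 UMIs each over all 0- to 2-hour pseudobulks. Of these, Cpr65Ea had no UMI at 0 to 2 hours and reached 73.9 ± 28.2 CPM at 16 to 20 hours, which is at least 1496-fold higher when set against 3 counts over all 0- to 2-hour pseudobulks after the same scaling (0.0494 CPM). Osi17 was at least 1343-fold, CG14422 at least 1017-fold and CG7201 at least 542-fold higher on the same measure, although CG14422 reached 50.3 ± 78.6 CPM, an SD above its mean. TwdlB, TwdlM and TwdlW belong to 1 gene family, between whose members the authors' counting could have split reads.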

In exploring these data, we identified thousands of genomic regions and transcripts whose accessibility and expression levels, respectively, were strongly correlated with the progression of developmental time (Fig. 1, E and F). 

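The spread of 5 changing genes over cells was measured, and these genes were chosen after their values were seen. Each cell was thinned to 250 UMIs, and the share of cells with a UMI of the gene was divided by the share that the same number of UMIs would give if spread evenly over the cells of the window. In cells of 0 to 2 hours, tral was detected in 67.2% of cells, with a ratio of 0.983 ± 0.016 (SD, n = 4 experiments), and CycB in 63.8%, with a ratio of 0.919 ± 0.066. In cells of 16 to 20 hours, Hr4 was detected in 27.4% of cells, with a ratio of 0.897 ± 0.052 (SD, n = 3 experiments). The ratio was 0.586 ± 0.17 for CG2962, which was detected in 24.6% of the 16- to 20-hour cells, and 0.449 ± 0.249 for apolpp, which was detected in 37.7%. In the 0- to 2-hour window, where these genes were near background, Hr4 was detected in 0.363% of the thinned cells, CG2962 in 0.129% and apolpp in 0.671%. These means rest largely on experiment 10, where the shares were 0.834%, 0.513% and 1.78%. In each of the other experiments they were at most 0.240% for Hr4, 0.00343% for CG2962 and 0.5525% for apolpp. The ratio also depends on the level of a gene, so it does not compare the spread of genes at different levels. No cell type was used for these ratios.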

Notably, not all of these correlations were cell type specific (fig. S3). The presence of such time-dependent elements and transcripts suggests that a dynamic process is unfolding across development, at least some aspects of which are cell type specific, whereas other aspects appear general to germ layers or the entire organism. We reasoned that we could leverage these correlations to build a model to predict absolute developmental age of any given nucleus with greater temporal resolution than our 2- to 4-hour collection windows.

### Predicting the absolute age of individual nuclei

In these data, the precise developmental age of each sampled nucleus is unknown—only the 2- to 4-hour collection window from which it derived. To estimate the age of each nucleus with greater precision, we fit a series of models using either the scATAC or scRNA data as input and predicting the center hour of the collection window from which any given nucleus was obtained (Fig. 2A). Specifically, we split a subset of each dataset, evenly subsampled with respect to time, into 11 partitions, 10 of which were used as training data to fit either a lasso linear (LL) model or a neural network (NN)–based model with 10-fold cross-validation across various test parameters. After selecting the highest performing parameterization, the NN-based models markedly outperformed LL models for both data types in predicting the developmental age of nuclei within the held-out 11th partition [for NN versus LL, mean squared error (MSE): ATAC = 5.26 versus 8.8, RNA = 2.54 versus 4.72; proportion correct: ATAC = 0.67 versus 0.53, RNA = 0.87 versus 0.65]. 

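The deposited inferred ages cover every cell, including those used to train the model, and the table does not mark the held-out partition, so values over all cells are no held-out test. The paper's methods select 2 models, fitted with different losses, and which of them gave the deposited ages is not given in the sources used here. Against the centre of each cell's collection window, the deposited ages had a MSE of 2.01, where the paper's value for its held-out RNA nuclei is 2.54. Inferred ages lay within the collection window for 89.2% of cells, against the paper's held-out fraction of 0.87. Over the experiments, the MSE was 1.81 ± 1.09 (SD, n = 7), from 0.436 in experiment 11 to 3.40 in experiment 3, and 89.9 ± 5.1% of cells lay within their window, from 80.6% to 95.8%. Leaving out experiment 10 moved the MSE over all cells most, to 1.74.

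How far a linear model carries over to nuclei of another experiment was measured with a ridge regression on log-normalized counts of 3000 genes, which predicted the centre hour of the window. From the 10 windows that at least 3 experiments shared, 69823 cells were sampled, at most 2000 from each experiment and window, of which 6886 were held out at random and the others fitted. On the held-out cells the MSE, averaged over experiments, was 4.80 ± 2.30 (SD, n = 7), beside the paper's value of 4.72 for its LL model. When each experiment was left out of the fit in turn, the MSE on its held-out cells was 5.93 ± 2.67. The error was greater for the left-out experiment in all 7 experiments, by a mean factor of 1.26 ± 0.15 (SD), ranging from 1.10 to 1.55. The share of cells placed within their window was 61.7 ± 7.2% for held-out cells and 57.5 ± 5.4% for left-out experiments. From the lower error of the NN-based models on held-out nuclei, the paper reasons that their age predictions should serve for the rest of its study.

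**Figure D1:**
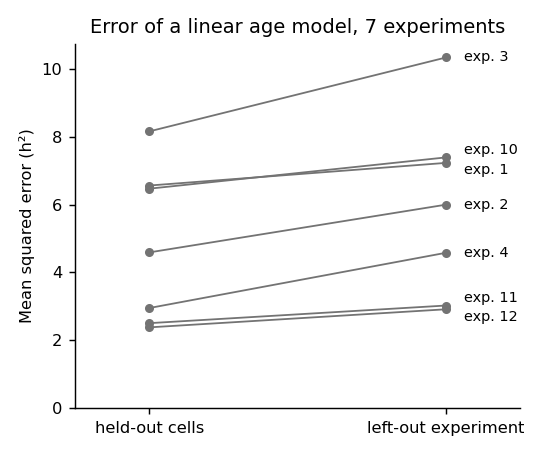
MSE (h², vertical axis) of a linear age model for each of the 7 experiments, on randomly held-out cells of the experiment (left) and on its cells when the whole experiment was left out of the fit (right). Each line joins both values of 1 experiment, and every line rises.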

We therefore moved forward with NN-based nuclear age predictions for the remainder of this study (Fig. 2B and fig. S4). Notably, the scRNA-based model was slightly more accurate than the scATAC-based model, likely leading to slightly older age predictions during early collection windows and slightly younger age predictions during late collection windows for scATAC ages compared with scRNA ages.

To further assess accuracy, we applied the scRNA-derived models to a bulk RNA-seq time course of staged embryos in 2-hour intervals (15) and found high concordance between predicted and actual developmental age (Fig. 2C). The scATAC-derived models were similarly able to order a time course of bulk DNase sequencing (DNase-seq) data from either whole embryos or specific fluorescence-activated cell sorting (FACS)–purified lineages (11) (Fig. 2D). To assess predicted ages at much finer time scales (minutes rather than hours), we focused on genes whose expression is activated at specific nuclear cycles during zygotic genome activation (ZGA) (16). 

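Slopes of expression on inferred age were measured over 15 pseudobulks of experiments 2, 10, 11 and 12, each holding the cells of a 30-min bin of inferred age between 0 and 2 hours. The age was inferred from the same expression, so genes that mark time can slope along it by construction. UMIs per cell also fell along it in each of these experiments. In experiment 11 the median went from 2447 below 0.5 hours to 398 from 1.5 to 2 hours. Because the paper's text does not list the genes of its source, 3 lists were fixed here before the data were examined: 17 zygotic, 10 maternal and 10 silent genes. The slope passed an FDR of 0.05 for 564 of 7230 genes, 397 rising and 167 falling (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With experiment as a blocking term the count rose to 3289, and without experiment 12 it dropped to 224. With the 0- to 2-, 1- to 3- and 2- to 4-hour collection windows in place of inferred age it was 3749, but these span more hours. The counts of 3289 and 3749 were the largest moves among the alternatives. The balance rests on the setting: 563 rose and 684 fell with 15-min bins, 1806 rose and 1483 fell with the blocking term, and 287 rose and 238 fell with DESeq2. All 17 zygotic genes rose and were called, over all genes and when adjusted over the list alone. Their median slope was 2.38 on the log2 scale per hour, from 1.41 for slam (chromosome 2L, 6372388 to 6377284) to 3.17 for Z600 (chromosome 3L, 15509061 to 15509513), above all of 10000 random lists of like expression. The maternal genes had a median slope of -0.11, at percentile 6.28 of such lists. None of them was called by edgeR over all genes or adjusted over the list alone, nor by DESeq2, and 1 of them, nos, had an unadjusted p under 0.05. Among the silent genes, 6 had enough counts to be tested (Mhc, Mlc2, Act57B, Osi7, apolpp and TwdlF). All 6 rose, with a median slope of 1.46 at percentile 97.5. None was called by edgeR over all genes or adjusted over the list alone, nor by DESeq2, although 5 had an unadjusted p under 0.05. With the blocking term, 5 of the silent genes rose and 4 of the maternal genes fell past the threshold. From 1 to 1.5 hours the highest silent gene, apolpp, was at 22.8 ± 6.95 CPM (SD), and the others at 8.36 CPM or less, where the called zygotic gene sisA was at 6.17 CPM.

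**Figure D2:**
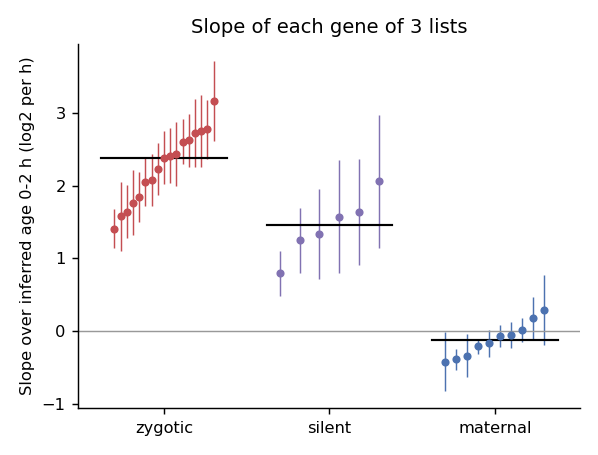
Slope of each tested gene over inferred age from 0 to 2 hours (log2 per hour, vertical axis) in the zygotic, silent and maternal lists, with its standard error, and the median of each list as a black line. All zygotic and silent genes lie above 0, and the maternal genes lie on both sides of it.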

Genes turning on during ZGA were dynamically up-regulated in association with predicted nuclear ages (scRNA-based; 5-min increments), whereas maternal and silent genes were not (Fig. 2E). Early dynamically accessible enhancers and promoters could similarly be predicted (scATAC-based; 1-min increments) (Fig. 2F), opening in the same order as previously observed by bulk ATAC-seq of hand-picked embryos at 3-min intervals (Fig. 2G) (17). To further illustrate the value of this framework, we note that pseudobulk profiles corresponding to collection windows lead to piecewise expression dynamics (Fig. 2H). By contrast, pseudobulk profiles based on model-predicted ages yield more continuous dynamics (Fig. 2I).

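The values behind these curves were averaged over all cells of a window or an age bin, after scaling each cell to 10000 UMIs and taking the natural logarithm of 1 plus the value. By collection window, smg (FBgn0016070, chromosome 3L, 8990317 to 8997989) fell from 2.55 at 0 to 2 hours to 0.117 at 12 to 16 hours. Its largest step between neighbouring windows, from 2 to 4 hours to 3 to 7 hours, was 63.9% of its range. Osi7 (FBgn0037414, chromosome 3R, 6248994 to 6251683) rose from 0.00138 at 2 to 4 hours to 2.50 at 16 to 20 hours, and its largest step, from 14 to 18 hours to 16 to 20 hours, was 60.7% of its range. Over 112 bins of 10 min of inferred age, the largest step was 7.98% of the range for smg and 12.9% for Osi7. With 30-min bins these shares were 15.5% and 23.1%. On a log2(CPM + 1) scale of summed counts, the largest 10-min step was 20.5% of the range for smg and 19.3% for Osi7, and the largest 30-min step 21.6% and 28.8%, against 60.7% and 46.1% by window. Steps between narrow bins, ordered by an age inferred from the same expression, can be smaller by construction alone. How much of the difference this makes was not measured. Between the pseudobulks of the first and last windows, smg dropped by 3.00 on the log2 scale (standard error 0.53, adjusted p = 4.61e-06 from edgeR), and Osi7 rose by 7.96 (standard error 1.40, adjusted p = 4.50e-06 from edgeR). The fall of smg was -1.19 with DESeq2 and not called (adjusted p = 0.056). Osi7 had no UMI in 2 of the 4 early pseudobulks, and its log2 fold change ranged from 7.73 to 16.4 with each experiment left out.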

Although there are similarities between the goal of our approach and the concept of pseudotime (18), a key advantage of inferred age is that, both in training and prediction, cells are anchored to absolute time, which enables more interpretable ordering of cellular processes as well as their synchronization across lineages. One concern is that contamination with embryos whose developmental age falls outside the collection window will have exaggerated confounding effects on early time points because older embryos contain vastly more nuclei. 

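The 0- to 2-hour window was collected in 5 of the experiments and held 78890 cells. An inferred age of at least 4 hours was given to 2190 of these cells, or 2.78% (95% Clopper-Pearson interval 2.66 to 2.89%). The share differed between experiments, and only the intervals of experiments 2 and 4 overlapped. It was 15.8% of 1490 cells in experiment 2 (14.0 to 17.7%) and 30.8% of 39 cells in experiment 4 (17.0 to 47.6%). In experiment 10 it was 7.90% of 19646 cells (7.53 to 8.29%). It was 0.214% of 29454 cells in experiment 11 (0.164 to 0.274%) and 1.16% of 28261 cells in experiment 12 (1.04 to 1.29%). Over the 4 experiments with at least 100 such cells, the mean was 6.26 ± 7.21% (SD). Of all older cells, 1552 came from experiment 10, and without this experiment the share was 1.08%. Without experiment 11 it was 4.30%. A threshold of 3 hours gave 3.89%, and 5 hours gave 2.15%.

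**Figure D3:**
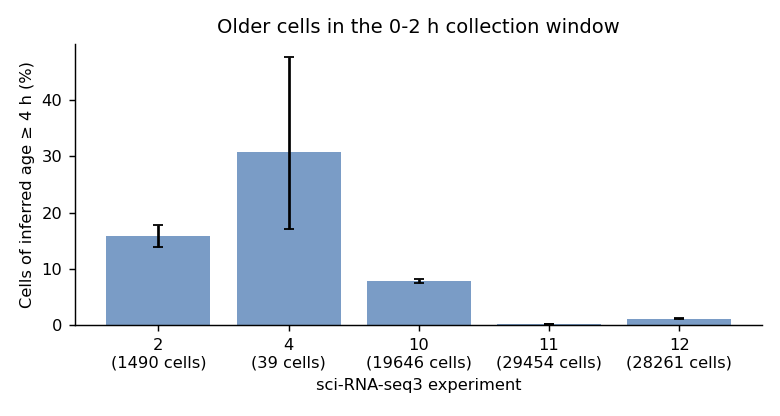
Share of 0- to 2-hour cells with an inferred age of at least 4 hours (percent, vertical axis) in each experiment that collected this window, with the number of cells under each bar and 95% Clopper-Pearson intervals. The bars of experiments 2, 4 and 10 stand above those of experiments 11 and 12.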

Consistent with this, our model predicted that 2.8% of the ~80,000 scRNA-profiled cells from 0 to 2 hours were at least 4 hours in developmental age. These older cells represent the majority of a discrete cluster in uniform manifold approximation and projection (UMAP) space (fig. S5A). Similar contamination is also observed with scATAC profiles from this early time window (12.7% of ~20,000 cells; fig. S5, B to D). Clustering and visualizing only the cells inferred to be 0 to 2 hours in age eliminates this developmentally advanced cluster (fig. S5E).

### Annotation and inference of diversifying developmental trajectories

To systematically track the emergence and diversification of developmental trajectories, we used inferred ages to separately process and cluster cells from a series of 2-hour nonoverlapping time windows. Clusters were then annotated by leveraging stage-matched information on gene expression from thousands of in situ hybridizations spanning embryogenesis as well as extensive enhancer activity data (12, 19, 20) (Fig. 3, A and B).

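An inferred age above 18 hours was given to 15746 cells. Uniform sampling of all cells over 20 hours would give 54780, of which the observed number is 71.3% fewer. With each cell spread evenly over its own collection window the expected number was 39842, and the observed number was 60.5% fewer. Of the cells after 18 hours, 15242 came from experiment 10, 452 from experiment 1 and 52 from experiment 3, the only experiments that collected the 16- to 20-hour window. Set against the number expected from each experiment's own windows, this was 46.5% fewer in experiment 10, 95.2% fewer in experiment 1 and 97.3% fewer in experiment 3. Without experiment 10, the number under uniform sampling was 98.7% fewer. Only 4 cells had an inferred age between 19 and 20 hours.

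**Figure D4:**
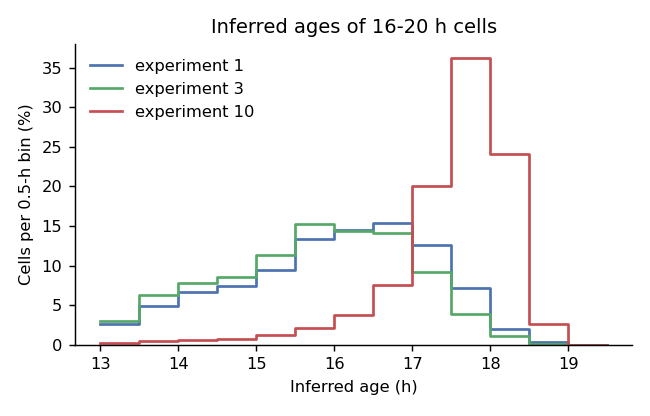
Distribution of the inferred ages of cells from the 16- to 20-hour window (hours, horizontal axis, from 13 hours) in experiments 1, 3 and 10, as the percent of each experiment's 16- to 20-hour cells per bin of 0.5 hours. Experiment 10 peaks between 17.5 and 18 hours and the other experiments between 15.5 and 17 hours.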

Notably, the last few hours of the time course had reduced numbers of inferred cells (e.g., after 18 hours, 61% fewer than would be expected under uniform sampling) and fewer identified clusters (fig. S6A). 

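At the start of the time course, 6168 cells had an inferred age below 0.5 hours. This was 55.0% fewer than uniform sampling gives, and 68.7% fewer than the number expected when each cell is spread evenly over its collection window. From 0.5 to 1 hour the number was 45933 cells. Over the first 2 hours together, 122331 cells were present, 123% more than under uniform sampling and 14.4% more than expected from the windows. From 2 to 4 hours, the number was 46.1% fewer.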

We suspect that this may be the result of edge effects of the model because we also observe reduced numbers of inferred cells for the first several hours, although there they have less effect because the data from early time points lack extensive structure. For this reason, we excluded cells with an inferred age of >18 hours from this set of analyses.

Here, we use cell state to mean an annotated cluster at a given time window. Altogether, we identified 171 cell states in sci-ATAC-seq data and 268 in sci-RNA-seq data across the nine time windows, each of which received one of 38 cell type annotations for ATAC or one of 54 cell type annotations for RNA (tables S1 and S2 and Fig. 3, A and B). Across time windows, we identified an average of 109 marker genes and 2469 marker accessible regions per cluster (tables S3 and S4).

The early stages of *Drosophila* embryogenesis, represented by our 0- to 2-hour time window, include 13 rapid nuclear divisions within a syncytium that generates 6000 nuclei, regulated by maternal genes. At ~2 hours and 20 min after fertilization, cellularization occurs and the zygotic genome is activated (21), followed by gastrulation to generate the three germ layers. Our single-cell data recapitulate these events, where the earliest time window (0 to 2 hours) has two large clusters annotated as maternal or unknown. At 2 to 4 hours, the maternal cluster is no longer present, and instead, pole cells and anlage clusters appear. A notable expansion in the diversity of cell types follows across 6 to 10 hours, matching expectations for when the major lineages in each germ layer are specified (Fig. 3, A and B).

To follow the emergence and diversification of cell lineages, we systematically linked cell clusters across developmental time, applying similar methods as in earlier studies (3, 22) to coembeddings of cells from adjacent nonoverlapping, inferred time windows (fig. S6, B and C). For cells of each state derived from the “child” time window, we calculated the median proportion of nearest neighbors from the “parent” window that were derived from each potential parental cell state and treated this as the weight of the corresponding edge. The maximum edge weights >0.2 were retained, resulting in acyclic, directed graphs, independently generated from scRNA and scATAC data (Fig. 3, C and D). Although these procedures were generated independently of our cell cluster annotations at each time window, they overwhelmingly yielded internally consistent results. For example, muscle clusters in one time window connect to muscle clusters in the next time window, and the same is true for other major lineages (e.g., central nervous system, peripheral nervous system, etc.) as embryogenesis proceeds. We note that some paths seem to terminate prematurely, potentially because of drastic increases in cell number in later embryogenesis, which were not matched by corresponding increases in our sampling, or because of unknown technical or biological factors. More generally, because these are inferences based on cellular state rather than lineage tracing, they may be prone to certain kinds of error (3).

To illustrate the potential of these data to facilitate exploration of specific lineages at finer resolution, we reanalyzed 59,012 cells annotated as neuroectoderm using scRNA data from 6 to 18 hours (Fig. 3E and fig. S7A). This revealed 20 subclusters, including a large group of early cells corresponding to the brain primordium and neural progenitors that express regulators of neurogenesis, such as *Notch* (*N*) and *Delta* (*Dl*), and neuroblast temporal TFs, such as *miranda* (*mira*) and *castor* (*cas*). Two additional neural progenitor clusters correspond to sensory progenitors, whereas immature neurons express low levels of both neural progenitor and pan-synaptic genes, including *cacophony* (*cac*) and *synaptotagmin 1* (*syt1*). Mature neurons are marked by higher levels of pan- and subtype-specific synaptic genes coupled with low or no expression of earlier developmental genes. Finally, midline cells, consisting of both neurons and glia cluster together, become evident at 6 to 8 hours; using the midline TF *single minded* (*sim*) and glial immunoglobulin family member *wrapper* as markers, we can follow them forward in time as they mature (fig. S7B). We can also follow the maturation of sensory neural progenitors, marked by *shaven* (*sv*), from 6 to 16 hours (fig. S7B).

To further explore neuronal diversity, we reclustered 6703 mature neurons, revealing 11 neuronal subtypes, which we manually curated (Fig. 3F). Among these, we identify four clearly separable sensory cell clusters. There are two types of *Drosophila* sensory neurons based on dendritic morphology: type I sensilla, which include both external sensory (ES) neurons and internal chordotonal (Ch) neurons, and type II multidendritic (MD) neurons. We can clearly distinguish MD neurons on the basis of expression of genes, such as dendritic arbor reduction 1 (*dar1*), which promotes their characteristic branching dendrites, and the pseudouridine synthase RluA-1, which was recently identified as a marker of MD neurons (23) (Fig. 3, F and G). Consistent with their nociceptive role, this cluster also specifically expresses the mechanical nociception degenerin/epithelial sodium channel subunits *pickpocket* (*ppk*) and *ppk26*. Mechanosensory ES neurons are specified by the TF *hamlet* (*ham*), which is specifically expressed in the middle sensory cluster (Fig. 3, F and G) (24). The adjacent cluster, likely Ch sensory neurons, is identified by expression of the mechanosensitive nonselective cation channel subunit *no mechanoreceptor potential C* (*nompC*) as well as fate-determinant *Rfx* and a number of as-yet uncharacterized genes specific to this cluster (25, 26) (Fig. 3, F and G). The final sensory cluster likely corresponds to Ch glial-like support cells based on the expression of glial markers, including *moody,* and *Cbl-associated protein* (*CAP*) and *nompA,* which promote the development and function of Ch support cells, respectively (Fig. 3, F and G). On the basis of vesicular neurotransmitter transporter expression, we also identify two clusters of central cholinergic neurons, a glutamatergic cluster that likely includes motor neurons, and monoaminergic neurons (Fig. 3, F and G). Finally, peptidergic neurons cluster separately and were identified on the basis of the expression of neuropeptides [*ion transport peptide* (*ITP*)], enzymes involved in their synthesis [*amontillado* (*amon*)], and receptors [*myosuppressin receptor 1* (*MsR1*)] (Fig. 3, F and G).

We validated the expression of uncharacterized long noncoding RNA (lncRNA) CR31451 as enriched in mature neurons as well as two genes, *complexin* (*cpx*) and *CG4328,* identified in our analysis as enriched in the monoaminergic cluster, which includes midline neurons (Fig. 3H). This neuronal subtype enrichment is unexpected for *cpx,* which encodes a presynaptic regulator of synaptic vesicle release, and may point to additional requirements for Cpx in midline monoaminergic neurons. In the course of exploring these fine neuronal subtypes, we also made an unexpected finding regarding *elav,* a classic marker gene for neurons. Specifically, we noticed lower-level expression of *elav* in clusters annotated as visceral muscle. 

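No cell type annotation was used here, so cells of each 2-hour window of inferred age were clustered and clusters were named by marker lists fixed before the data were examined, with elav left out of clustering and naming. The rule that turned marker scores into names was revised after clusters had been seen, so it was not fixed beforehand, and names end in -like for that reason. Within 8 to 16 hours, visceral muscle-like clusters arose at 10 to 12 and 14 to 16 hours and held 1258 cells of experiments 1, 3 and 10. The gene elav (FBgn0260400) lies on chromosome X from 509235 to 523226. After thinning each cell to 250 UMIs, 19.5 ± 3.1% of visceral muscle-like cells (SD, n = 3 experiments; median of 331 UMIs before thinning) had an elav UMI, at a level of 1203 ± 214 CPM. The share was 42.9 ± 6.3% in neuron-like cells and 42.1 ± 3.1% in neural progenitor-like cells. In the other non-neuronal classes pooled it was 11.8 ± 2.0% of 11178 cells. Whether these UMIs come from free RNA, mixed clusters or low expression was not tested. These classes ranged from 8.14% in salivary gland-like cells (median of 343 UMIs) to 14.1% in trachea-like cells (median of 349 UMIs), and visceral muscle-like cells were above the pool in 3 of 3 experiments. Midline-like cells, which were kept out of this pool, had 17.0 ± 6.8%. Across pseudobulks of experiment, class and 2-hour window, elav was higher in visceral muscle-like cells by 0.79 on the log2 scale (standard error 0.26, adjusted p = 0.0446 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 2085 genes, 6 against 46 pseudobulks). This call was lost without experiment 1 (log2 fold change of 0.81, adjusted p = 0.223), without experiment 3 (1.02, 0.0907) and without experiment 10 (0.59, 0.347), and with midline-like cells among the others (0.69, 0.117). The direction was the same in each.

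**Figure D5:**
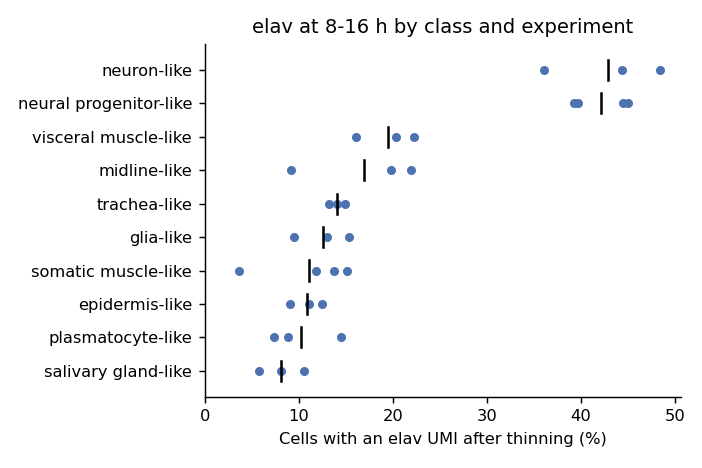
Share of cells with an elav UMI after thinning to 250 UMIs per cell (percent, horizontal axis) in each marker-named class of inferred age 8 to 16 hours. Each point is 1 experiment and each line the mean over experiments, with visceral muscle-like cells between the neural classes and the other classes.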

Performing double fluorescent in situ hybridization with a visceral muscle–specific marker gene (*biniou*) confirmed this unexpected finding (fig. S7C) and raises the possibility of a potential previously unknown role of this well-studied gene.

This deeper exploration of the neuroectoderm, validating and extending years of research from many groups, illustrates the depth of information that can be obtained from these data. We additionally performed a more detailed annotation of nonmyogenic mesoderm (supplementary note 1). A full exploration of all lineages represented in these data will require a community-wide effort by tissue experts (as done in this study for neuronal diversity).

In addition to delineating developmental trajectories, these data can also capture spatial differences arising during developmental patterning. Previous bulk ATAC-seq on embryo halves has shown variability in the accessibility of enhancers along the anterior-posterior (A-P) axis of the blastoderm embryo (27). Using label transfer to map anterior or posterior identities from a previous blastoderm dataset (12) onto our 2- to 4-hour data, we computed a positional accessibility skew score for validated enhancers with strict A-P activity (27). This indicates that accessibility of most A-P enhancers is skewed in the expected anterior or posterior cell group (fig. S7D), recapitulating the bulk data (27). Notably, we also identify differences among enhancers of the same gene. For example, in the *eve* locus, the stripe 1 enhancer has a much stronger skew for anterior accessibility compared with stripe 2, as has also been previously reported (27). Our single-cell data thus capture the biological variability in enhancer accessibility along the A-P axis, extending previous observations. We similarly could transfer labels from our sci-RNA-seq clusters to spatial coordinates from a spatial enhanced resolution omics sequencing (Stereo-seq)–based spatial study of *Drosophila* embryos at 14 to 16 hours and 16 to 18 hours of development (28). Using the assigned annotations of tissues from the spatial study, we observe a correspondence with our cluster annotations, which again suggests the spatial-relevant variability present in these data (fig. S7E).

### Tracing dynamic gene modules across development

To further leverage continuous views of unfolding trajectories, we next explored the gene regulatory modules active in germ layer–specific development. We focused on the mesoderm and its derivatives as a complex, well-characterized system that we and others have studied previously (11, 13, 29, 30). For this, we selected all cells corresponding to mesoderm-derived cell states, collectively 51,338 (scRNA) and 200,907 (scATAC) profiles across 4 to 20 hours and 2 to 20 hours of inferred developmental age, respectively (Fig. 4, A and B).

Focusing first on RNA, we selected the top 2000 most variable genes. After normalizing expression values to be comparable across time, we used dynamic time warp clustering to group genes into four clusters with distinct temporal regulation (Fig. 4C, fig. S8A, and table S6). These clusters define broad successive waves of gene expression during mesoderm development (Fig. 4D) and notably exhibit similarly ordered waves of chromatin accessibility (fig. S8, B and D, and supplementary note 2). Gene pathway enrichment suggests different functional roles for each cluster (fig. S8C). Cluster 1 genes (*n* = 571) are highly expressed from the beginning of mesoderm development (directly after gastrulation; 4 to 9 hours); are enriched for TFs (*P* = 1.4 × 10^−6^); and likely represent a mixture of genes involved in progenitor cells, mesoderm development, and transcriptional activation (Fig. 4D and fig. S8C). Cluster 2 genes (*n* = 433) peak at ~9 to 11 hours, during the subdivision of the mesoderm into different muscle primordia and their subsequent specification. This cluster is enriched for genes involved in mesoderm development, including myoblast fusion and myotube differentiation, while losing enrichment for stem cell and self-renewal terms (Fig. 4D and fig. S8C). By contrast, cluster 3 genes (*n* = 365) initiate expression at ~10 hours and steadily increase to the end of embryogenesis, whereas cluster 4 genes (*n* = 631) only switch on at ~15 hours, during muscle terminal differentiation. The last cluster lacks enrichment for TFs and rather includes genes involved in myofibril assembly and muscle assembly and maintenance as well as essential contractile proteins for differentiated muscle (Fig. 4D and fig. S8C). We validated the spatiotemporal expression of five poorly characterized genes by in situ hybridization, confirming that they are expressed in the mesoderm or muscle at the inferred time window (Fig. 4E).

The temporal and cell type–specific nature of these expression signatures for both the downstream effector molecules and their upstream regulators should provide the resolution to order genes into putative regulatory hierarchies. For example, several genes with essential roles in muscle differentiation, such as myosin heavy chain (*Mhc*), are present in clusters 3 and 4. Mhc protein plays a critical role in providing muscle-contractile force. Our scRNA data show increasing *Mhc* expression along the muscle lineages in cells with later embryonic ages (Fig. 4, A and F), matching the expression pattern of *Mhc.* Concomitantly, there is a gradual increase in open chromatin at characterized *Mhc* enhancers at later stages along multiple muscle trajectories (Fig. 4G).

Before the expression of *Mhc* and other muscle differentiation genes, we observe transient expression of mesoderm-associated TFs (cluster 2; Fig. 4C). One example is *Kahuli* (*Kah*), a TF associated with muscle development, which has peak expression at 10 hours of embryogenesis (cluster 2; Fig. 4, C, D, F, and G). To investigate the relationship between open chromatin and gene expression, we computed gene activity scores, defined as the sum of sci-ATAC-seq reads in the gene body and the 2 kb flanking the transcription start site (TSS). The gene activity scores for both *Mhc* and *Kah* recapitulate their sequential temporal patterns of expression, with *Kah*’s activity signature appearing earlier along the mesodermal trajectories compared with that of *Mhc* (Fig. 4, F and G). To determine the extent to which we could map the exact ordering of accessibility and expression changes, we overlaid the scaled expression values and gene activity scores averaged across bins with equal numbers of cells (Fig. 4G). Notably for *Kah,* gene expression temporally follows the trajectory of the corresponding gene activity score based on open chromatin, suggesting an ordering where first the gene body becomes accessible followed by accumulating levels of the corresponding transcript; however, this was not the case for *Mhc,* for which expression and accessibility increased in tandem (Fig. 4G). Kah binds to several characterized *Mhc* enhancers near the gene’s promoter, as observed in bulk ChIP sequencing (ChIP-seq) data (14), which suggests a regulatory link between Kah and *Mhc* expression (Fig. 4H).

To extend this analysis more globally, we searched for TF motifs enriched in putative enhancers (mesoderm-specific scATAC peaks 1 to 10 kb upstream of the TSS) of genes belonging to each of the four scRNA mesoderm expression clusters. This identified 458 TF motif-to-cluster enrichments (*q* < 1 × 10^−3^ and presence in >1% of target peaks; table S7) corresponding with 152 unique TFs. Of these, 31 are TFs whose expression changes along mesoderm differentiation and are thus included in the expression-based clustering (table S7). These 31 include many TFs essential for mesoderm development, including a number of direct target genes of the master regulator Twist (the functional ortholog of MyoD) at the beginning of mesoderm development (e.g., *hb, en, Ubx,* and *pb*), and concordantly expressed in the first temporal cluster. These factors have many functions, including setting up the segmentation of the mesoderm, regulating the expression of somatic muscle identity genes, establishing midgut constrictions in the visceral mesoderm, and heart patterning. Other examples from the second and third temporal clusters are genes required for cell fate specification of somatic muscle founder cells (e.g., *Six4* and *ap*) and heart development (e.g., *tup* and *Lim3*).

We note that this approach may miss the contribution of important TFs that were not variably expressed in mesoderm. In particular, if a TF is variably expressed and has corresponding variability in motif activity, this TF is likely active. However, this does not imply that all expressed TFs are active (e.g., there may be coactivators or posttranslational modifications that are required). This caveat notwithstanding, these analyses highlight the potential for further discovery of coregulated gene modules related to distinct germ layers or cell types.

### Nominating stage– and cell type–specific TF regulators

We next investigated whether we could leverage the diversity of cell states across embryogenesis to infer which TFs drive specific programs of cell type differentiation. For this, we used all scATAC clusters at all time points (in contrast to the scRNA-focused cluster analysis above) and searched for differential enrichment of TF position weight matrices (PWMs) within each cluster’s open chromatin regions.

We first characterized enrichments across clusters from the 10- to 12-hour time window based on predicted time (Fig. 5A). Encouragingly, hierarchical clustering of the enrichment profiles of all associated PWMs grouped each cluster roughly by germ layer (this was also observed in other time windows; fig. S9A). The nonmyogenic mesoderm (fat body) and myogenic mesoderm (somatic muscle) cluster together (Fig. 5A). Open chromatin regions in the myogenic clusters are enriched in motifs for many TFs known to play a role in muscle development, including Mef2 and Fork head (Fkh) TFs. The myogenic clusters also appear close to two neuronal clusters (Fig. 5A), which is driven by shared motif enrichment with neuroectoderm and glial cells, particularly many C2H2 zinc finger TFs, including Btd, CG7368, Crol, Sr, and Dar1. Many of these factors have known roles in neuronal development (e.g., Dar1), whereas Stripe (Sr) is essential for muscle tendon cell fate and muscle attachment in the epidermis at late stages of embryogenesis (31).

Because members of the same family of TFs typically recognize similar motif sequences (e.g., GATAe, GATAd, and pnr), it is often difficult from motif analysis alone to pinpoint the responsible TF. To address this, we leveraged our scRNA data to identify the most likely active TF on the basis of its expression within the clusters among all factors that share the same motif binding pattern. First, we used a regression-based framework to integrate the scATAC and scRNA datasets and identify links between the different cell clusters (1, 6). Specifically, we adopted a nonnegative least square (NNLS) matrix factorization approach that decomposes expression data as a mixture of components derived from proximal gene activity scores generated from the scATAC data. Despite possible temporal differences between accessibility and expression, NNLS identifies stronger links between clusters from the same 2-hour window compared with those from adjacent 2-hour windows (fig. S9B). We also inferred NNLS links in the opposite direction by decomposing proximal gene activity scores by gene expression associated with scRNA clusters. For each cluster of a given data type, the result of NNLS factorization is a mixture proportion of clusters from the other data type, where a higher value represents a stronger association between the scRNA and scATAC cluster (fig. S9, C to F, and table S8). This factor decomposition approach resulted in a strong linkage (NNLS-mixture coefficient of >0.1) of 120 cell state clusters present in the same inferred time windows, with most of the strongly linked clusters being from 4 to 6 hours onward. Upon manual inspection, many linked scATAC and scRNA clusters, which had been independently annotated, are from matching tissues. For example, from the 10- to 12-hour window, the epidermis cluster (cluster 0) in scATAC data was matched to the epidermis (cluster 3) in scRNA data. Altogether, of 21 ATAC clusters from the 10- to 12-hour window, 16 had a linked RNA annotation with a NNLS correlation value >0.1, of which 14 were between comparable tissue annotations.

These integrated scRNA and scATAC clusters, which span 0 to 18 hours of embryogenesis, enabled a more direct analysis of the role of specific TFs in different cell types’ differentiation. We reasoned that active TFs should be more highly expressed in cell types for which they have a functional role, and their associated PWM should be more enriched or depleted in accessible regions when the TF is activating or repressing expression (6). In line with this, correlation values between motif-associated accessibility and gene expression were shifted toward more positive values for TFs annotated [by gene ontology (GO)] as activators and toward more negative values for annotated repressors (Fig. 5B and table S9), a trend also observed in human fetal tissues (6). This approach of linking TFs’ cluster-specific expression and motif enrichments allowed us to nominate TFs as active at specific times in specific tissues (Fig. 5C). For example, this analysis predicts a specific role for Sage in salivary gland development, as the salivary gland is the only cell type exhibiting both high expression of the *sage* transcript and high accessibility of the Sage-associated PWM (Fig. 5C, top). This finding matches the essential role for *sage* in salivary gland development, as determined by genetic loss-of-function analysis (32). 

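Salivary gland-like clusters of inferred age 10 to 12 hours, named by markers other than sage itself, held 473 cells in experiments 1, 3 and 10. The gene sage (FBgn0037672) lies on chromosome 3R from 9262654 to 9264142. It had 38 UMIs in these cells, or 198.8 ± 95.8 CPM (SD, n = 3 experiments). In the other classes its mean was 64.3 CPM in neuron-like cells (1 UMI in 1 pseudobulk), 51.7 ± 15.7 in neural progenitor-like, 42.3 in midline-like, 32.9 in trachea-like, 21.3 in visceral muscle-like and 16.6 in epidermis-like cells, and plasmatocyte-like cells had none in 391 cells. Against all other classes, sage was higher by 2.93 on the log2 scale (standard error 0.64, adjusted p = 0.00144 from edgeR over 1663 genes, 3 against 18 pseudobulks). Each salivary gland-like pseudobulk had a higher CPM than each of the others (exact permutation test, p = 7.5e-04, the smallest that 1330 splits allow). The splits took no account of experiment, and experiment 1 gave 29 of the 38 UMIs. The separation is narrow: salivary gland-like cells of experiment 10 had 2 UMIs (98.99 CPM), and midline-like cells of experiment 1 had 3 (84.50 CPM). The gene fell below the filter on low counts and was kept in the test whatever its count, a choice made after this was seen. Without experiment 1 the log2 fold change was 2.43 and no longer past the threshold (adjusted p = 0.207 from edgeR). Accessibility of the Sage motif was not analysed here.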

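At an inferred age of 14 to 16 hours, Awh (FBgn0013751, chromosome 3L, 3846206 to 3861692) had 132 UMIs in 1702 epidermis-like cells of experiments 1, 3 and 10, or 231.6 ± 94.5 CPM (SD, n = 3 experiments). The classes beside it ranged from 22.4 CPM in glia-like cells to 107.6 CPM in visceral muscle-like cells by their means. In experiment 1, however, Awh was higher in plasmatocyte-like (186.9 CPM) and salivary gland-like cells (175.7 CPM) than in epidermis-like cells (159.2 CPM). Against all other classes, Awh was higher by 1.60 on the log2 scale (standard error 0.48, adjusted p = 0.0177 from edgeR over 2381 genes, 3 against 23 pseudobulks). An exact permutation test on CPM gave p = 0.0015 over 2600 splits, which took no account of experiment. The log2 fold change was 1.29 without experiment 3 (adjusted p = 0.469 from edgeR) and 1.72 without experiment 10 (adjusted p = 0.0683), so in both fits the call was lost. No cluster met the rule for a midgut name at 16 to 18 hours, and GATAe was not analysed here.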

Similar predictions were made for GATAe in the midgut at 16 to 18 hours and Awh in the epidermis at 14 to 16 hours (Fig. 5C, middle and bottom), matching the functional role for both TFs in midgut endoderm (33) and epidermis (34, 35) development, respectively.

To expand this analysis and systematically nominate TFs that potentially drive germ layer–specific differentiation programs, we fit a linear model that predicts a TF’s motif-associated chromatin changes from an estimated effect of an interaction term that includes the expression level of the TF in a specific germ layer and time window. Our model’s effect estimates can identify TFs with specific motif activity in particular germ layers and suggest time windows from which a TF initiates its activity. For example, the model refined the role of Sage as becoming active in the ectoderm germ layer specifically from 10 to 12 hours onward and the activity of GATAe initiating in the endoderm from 8 to 10 hours onward (Fig. 5D, top). Such a model encompassing germ layers across development time may also identify additional likely coactive TFs. For example, in addition to Sage, we found Fkh to be both coexpressed and coactive in the ectoderm—a TF reported to act together with Sage to activate salivary gland–specific genes (36).

This analysis also generated additional interesting findings for other time points and germ layers [e.g., Fruitless (Fru); supplementary note 4 and Fig. 5D]. Altogether, from eight high-level germ layer–associated tissue annotations and 316 TF motifs tested, we identified 1258 significant (Benjamini-Hochberg–corrected *P* < 1 × 10^−3^) TF-to-tissue relationships having both associated expression and chromatin activity at one or more of the nine time windows assessed. We note that in time windows with fewer clusters, the association effect estimates are susceptible to outliers and should be interpreted with caution. Notwithstanding this caveat, these putative assignments represent an extensive resource for future studies (table S10).

To demonstrate the potential of our approach to discover previously unknown putative roles for TFs, we selected four genes and validated whether they were expressed in the linked germ layer by fluorescent in situ hybridization. Although these genes were inferred to have effects in multiple germ layers, their function in either mesoderm (*CG5953* and *CG11617*) or neuroectodermal tissues (*Ets65A* and *CG12605*) was poorly characterized. We confirmed that these factors are in fact expressed in the tissue and time window predicted by our data (fig. S10), suggesting potential roles for these TFs in mesoderm and neuronal development.

To complement the NNLS, we applied a recently developed tool, FigR (37), to further facilitate gene regulatory network (GRN) reconstruction. Because multi-omic ATAC-RNA data from the same cell are required for this task, we first integrated our two independent assays for all cells from 10 to 12 hours using canonical correlation analysis (CCA), identifying the most likely ATAC-RNA cell pairs using geodesic distance–based pairing (37) within the common CCA space. Using these pairs as input for GRN inference with FigR, we linked ATAC peaks to their target genes based on peak-to-TSS accessibility correlation and then computed TF motif enrichments for the linked regions, which, together with the TF expression-accessibility correlation, allowed us to define hundreds of putative activators and repressors at this embryonic stage (fig. S11A). Ranking the TFs by their regulation score (fig. S11B) nominated many activators and repressors that we also identified in the NNLS analysis above, including *l(3)neo38, Lim3, lola, fkh,* and *fru* (Fig. 5D). Focusing on the targets of the regulatory networks across all cells at 10 to 12 hours, we found a large set of genes that appear to be extensively regulated (209 genes with >10 linked regulatory regions) (fig. S11C). We then used the inferred TF activities to explore the factors acting on these genes and their mode of regulation. For example, *tup,* a TF gene required for heart development, undergoes extensive self-regulation (highest motif-RNA correlation) besides being positively regulated by the pan-muscle TF Mef2 and repressed by Run and Opa (fig. S11D). Another top-ranking gene, *chinmo,* an essential neuronal TF, is activated by other nervous system TFs, such as Lim1 and Onecut, and is negatively regulated by Fru (fig. S11E), which we also identified as a neuroectoderm-specific repressor in our NNLS-based analysis (Fig. 5D and supplementary note 4).

Finally, we sought to exploit the fine-grained resolution of inferred nuclear ages to explore the dynamics of an early pioneer TF, Zelda, in regulating chromatin opening followed by transcription during ZGA. We recovered the expression of a set of genes that are Zelda dependent during ZGA (38) and, for each gene, aggregated accessibility at the linked Zelda-bound regions (39) in intervals of 1 min across 0 to 3 hours of embryogenesis (Fig. 5E). Clustering of gene expression identified two broad temporal clusters—a first group of early genes and a second group whose expression increases later, alter ~1.5 hours of embryogenesis. Notably, although accessibility at the Zelda-bound regions linked to the early cluster seems to mirror the temporal expression, regions linked to the late expression gene cluster gain accessibility much earlier, almost as early as the first cluster, which suggests that Zelda is opening these regions for future activation (Fig. 5F). To verify whether accessibility is reflective of Zelda binding, we retrieved Zelda occupancy by nuclear cycle (39), which confirmed that >70% of regions in both temporal clusters are already occupied by Zelda at nuclear cycle 8 to 9, regardless of the associated gene expression (Fig. 5G). Moreover, we found a partial Clamp TF motif match within the second temporal cluster (and no match for the first cluster of a TF that is also expressed), which corroborates its Zelda-paired role during ZGA (40). These results suggest that Zelda establishes chromatin accessibility at a large set of regulatory regions in the early embryo, independently of future gene expression, in agreement with its well-known role as a pioneer factor. In some cases, Zelda possibly also functions as the activator of gene expression (cluster 1), whereas in others it retains a pioneering role, and the gene’s expression is induced by later TFs (cluster 2).

## Discussion

This continuum of *Drosophila* embryogenesis builds on our previous work generating sci-ATAC-seq from three nonoverlapping time windows of embryogenesis (12) and complements other studies performed on specific tissues (30, 41–46) as well as scRNA from entire embryos at one specific stage (7) or on dissected tissues from adults (47). Despite the growing use of single-cell assays to generate large-scale atlases, characterizing fine-scale dynamics of chromatin accessibility and gene expression across developmental time remains a challenge. The large number of cell types and even greater number of cell states and branch points during embryogenesis requires extensive cell sampling at continuous stages to capture regulatory transitions, especially for rare cell types. This is very difficult if not essentially impossible to obtain in most model organisms.

In this work, sampling embryo collections from overlapping 2- to 4-hour time windows, coupled with NN-based inference of more precise nuclear ages, enabled continuous representation of *Drosophila* embryonic development. Other studies have attempted a similar ordering of embryos by developmental time over a 2-day window of mouse development (4). However, because only dozens rather than thousands of mouse embryos can practically be sampled, reliable inference at the scale of hours or minutes is challenging. Similarly, cell age was inferred in *Caenorhabditis elegans* using an independent time series of bulk RNA-seq from whole embryos (48). However, relying on such whole-embryo bulk data to predict developmental age in single cells risks inaccurate aging of rare or transient cell types, especially for more complex organisms.

Computationally, our NN-based inference of developmental age bears some similarity to the concept of pseudotime. As originally proposed, pseudotime aims to serve as “a quantitative measure of progress through a biological process” (18). Analogously, our inferred developmental age tracks the progression of nuclei through development. However, the advantage of pairing an experimental design including overlapping yet tightly defined time windows with temporal ordering is that we can anchor inferred ages to fixed time points, which can potentially lead to a more accurate representation of developmental age for complex cellular trajectories. Put another way, inferred ages are interpretable as units of absolute time that are synchronized across all tissue trajectories. With such a continuum of cellular states, we can begin to infer cell type trajectories that more closely capture the continuous processes of cellular differentiation unfolding within a complex, developing multicellular organism.

There remain further possible improvements to our experimental framework. The alignment or anchoring to real time could be refined with sampling of more tightly staged windows. Multi-omic methods for characterizing multiple data types from the same nuclei may facilitate a joint model that can link paired gene expression and chromatin accessibility (and other modalities) to developmental age inference. There are cases where technical features of the data can lead to increased uncertainty of model predictions. For example, we found that cells annotated as germ cells, from the first collection time window, or with low read count were associated with greater prediction error (fig. S11F). 

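Cells were ordered by UMI count and parted into 5 groups of like size. The inferred age lay outside the collection window for 14.4% of cells with 251 to 291 UMIs, 12.5% with 292 to 353, 10.6% with 354 to 462, 8.61% with 463 to 732 and 7.90% with 733 to 7497 UMIs. The difference between the first and the last group was 6.49 percentage points, and between 5.29 and 7.15 with each experiment left out. It had the same direction in 6 of 7 experiments, and was -4.12 points in experiment 4. Within single windows of an experiment, the group with fewest UMIs had more cells outside the window in 27 of 38 cases. The median distance to the window edge was 0 in every group, because most cells lay inside. Among cells outside, it was 0.836 hours for the group with fewest UMIs and 0.266 hours for the group with most. Germ cells were not analysed here, since no annotation was used.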

Moving forward, we suggest caution for interpreting findings solely on the basis of inferred nuclear ages from clusters with these features.

The extensive scATAC data, with deep coverage across almost a million cells, likely captured most regulatory elements active during embryonic development and provides a comprehensive resource of potential enhancers for almost any cell type in the embryo. By contrast, our scRNA data had relatively low unique reads per cell and will likely miss some differentially expressed genes in specific cell types. As a result, some delicate analyses remain challenging. For example, we found transcriptional velocity estimates to be unstable with sparse scRNA data, although this issue was mitigated by constructing metacells before velocity analysis (fig. S11G), which may be useful for pursuing targeted questions. 

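Counts of X-linked transcripts and of roX1 and roX2, the noncoding RNAs of the male dosage compensation complex, show what the scRNA data hold on the sex of a nucleus. Among 161074 cells of inferred age 12 to 18 hours, thinned to 250 UMIs each, 50.2% had a UMI of roX1 or roX2. The share varied between experiments from 24.1% to 59.1%, with a mean of 43.0 ± 15.6% (SD, n = 4 experiments). Without thinning it was 57.9%. In thinned cells of inferred age 0 to 2 hours it was 3.33%, and at 4 to 6 hours 64.4%, with 83.9% in experiment 1. At 4 to 6 hours nearly all of this was roX1, with a UMI in 64.41% of cells against 0.118% for roX2. What gives this early share was not tested, and the share that free RNA adds at later ages was not measured. A nucleus without a UMI at this depth is not thereby female, so these shares are not shares of male nuclei.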

In scATAC data, we were able to distinguish XX versus XY nuclei from the proportion of chrX-mapped reads (fig. S11H); however, this was challenging for the scRNA data, again as a result of data sparsity. These shortcomings are to some degree compensated by the large number of cells profiled, as shown by our ability to recapitulate aspects of previously documented heterogeneity even for highly dynamic or restricted phenomena—e.g., ZGA (Fig. 2E).

Overall, this *Drosophila* embryonic atlas provides broad insights into the orchestration of cellular states during the most dynamic stages in the life cycle of the organism. Our results represent a rich resource for understanding precise time points at which genes become active in distinct tissues as well as how chromatin is remodeled across time. The annotation of cell types within these data is an ongoing process and one that is much more challenging at early and mid-stages of embryogenesis as compared with late time points or in adults with differentiated tissues. A comprehensive annotation of embryonic cell states will require a collective effort from the *Drosophila* community. To support these ongoing efforts, we provide information on expression and peaks from all clusters (Fig. 3, A to D) in addition to all intermediate and raw data for further exploration. Although larval stages remain insufficiently profiled, we hope that these data and methods, together with the recently released large-scale adult atlas (47), bring us closer to the community-wide goal of a multimodal *Drosophila* atlas spanning a continuum from zygote to adulthood.

## Materials and methods summary

A detailed version of the materials and methods is provided in the supplementary materials. In brief, *D. melanogaster* embryos were acquired for each of 11 collection windows, and then each pool of embryos was divided, with each half being extracted and fixed for either sci-RNA-seq3 or sci-ATAC-seq3. Libraries were sequenced deeply, and the resulting reads were mapped to dm6 and then processed with a uniform processing pipeline that included quality control (QC) filters for low read depth or high proportions of reads mapping to the mitochondria or ribosomal genes and extensive doublet removal. Between the two data modalities, we obtained profiles for ~1.5 million nuclei, although unique read depth per nucleus was considerably lower for scRNA than scATAC data.

Using the center hour of the collection window, we used several machine learning approaches to fit a model that could infer the age of a nucleus with either gene expression or chromatin accessibility information. Both LL regression and neural networks were fitted to the same training data, with a held-out subset used for model validation and comparison. Given its consistently superior performance, we then relied on specific parameterizations of NN model–inferred ages to reposition nuclei in time. To zoom into fine-scale time points, we binned data by small increments to explore the regulatory dynamics of ZGA. Then, using 2-hour adjacent windows of cells, we computed clusters of similar cells and performed extensive manual review to annotate each cluster’s likely germ layer and cell type. We then used an iterative approach for constructing an acyclic tree of differentiation by identifying the likely precursor cluster for each cluster in a given time window.

Neuroectoderm was iteratively analyzed for deeper annotation of neuronal subtypes, whereas mesoderm was picked for analyses focused on identifying coregulated genes and accessible regions, which were then subjected to ontology and TF motif enrichment analysis. To connect scATAC cell clusters with scRNA cell clusters, we used a regression-based approach (NNLS). Such connections between ATAC and RNA clusters enabled a series of analyses, such as correlating expression with motif accessibility, applying GRN analysis pipelines, etc.

Several additional analyses were performed. We used probabilistic label transfer to map likely cluster annotations from these data to spatial information from patterned DNA nanoballs. We also found it is possible to infer the sex of cells from the proportion of chrX-mapped scATAC reads using a Gaussian mixture model to classify cells. Although RNA velocity was challenging to apply to sparse scRNA data, it yielded more sensible results when subsets of cells were first aggregated to metacells.

The expressions of several genes were verified by fluorescent in situ hybridization: specific neuronal genes active in identified clusters, unexpected coactivity of the *elav* with *binou,* genes active at specific mesoderm time points, and putative active TFs with less-characterized roles in tissue development.

Raw data are available through the Gene Expression Omnibus (GEO). Additional scripts and intermediate files, including bigwigs and a custom web app to visualize UMAPs, are available through our data-sharing website.

## Supplementary Material

Supplementary materials

Supplementary tables

## Figures and Tables

**Fig. 1.**
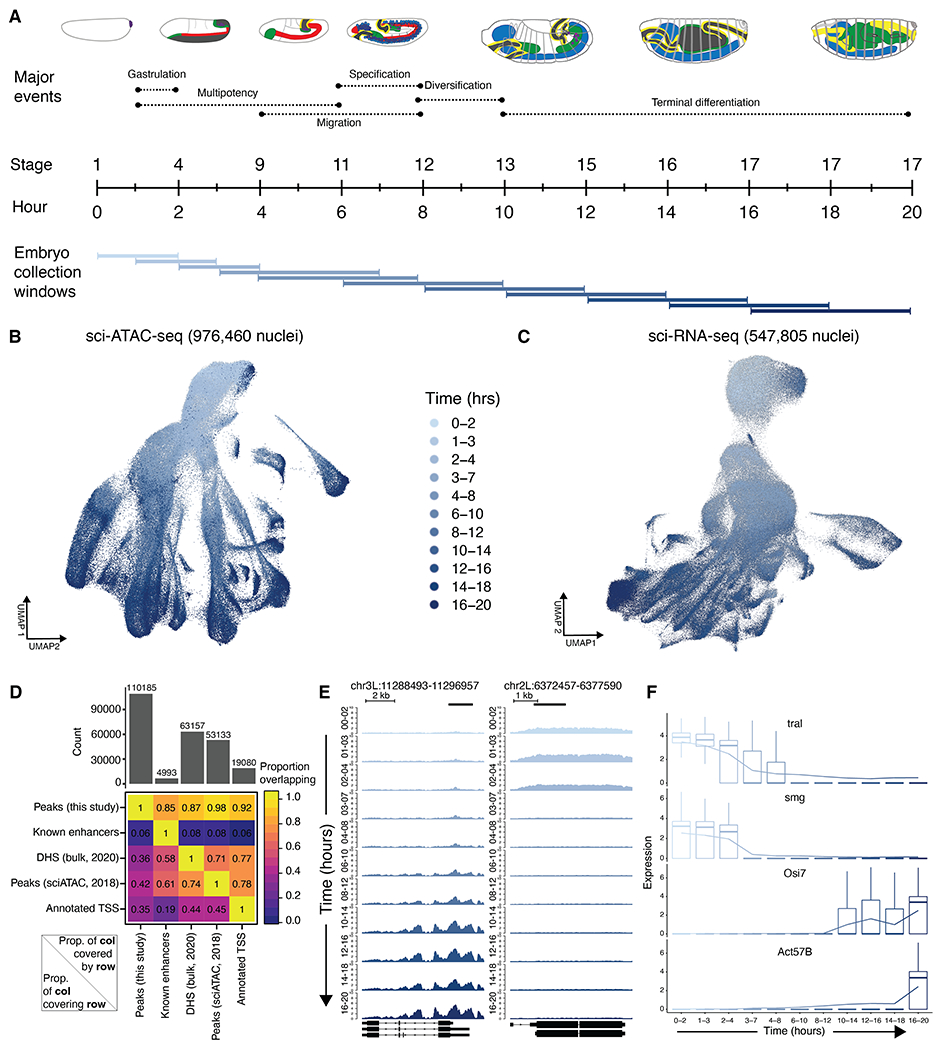
Single-cell profiling of chromatin accessibility and gene expression throughout *Drosophila* embryogenesis. (**A**) Eleven overlapping collection windows that collectively cover embryogenesis. (**B**) UMAP visualization of cell-x-peak matrix of evenly time-subsampled sci-ATAC-seq nuclei that passed QC. (**C**) Same as (B), but for sci-RNA-seq. (**D**) Heatmap showing proportion of our scATAC peaks overlapping ~5000 curated enhancers (8–10), bulk DHS peaks from 2 to 12 hours (11), scATAC peaks from 2 to 12 hours (12), or annotated TSSs (49). (**E**) Chromatin accessibility, normalized by counts per million reads, across representative regions exhibiting time dependence across 11 collection windows. (**F**) Gene expression of representative genes exhibiting time dependence across 11 collection windows. Read counts were normalized, multiplied by a scale-factor, log-transformed after the addition of a pseudocount, and averaged across all cells within each window.

**Fig. 2.**
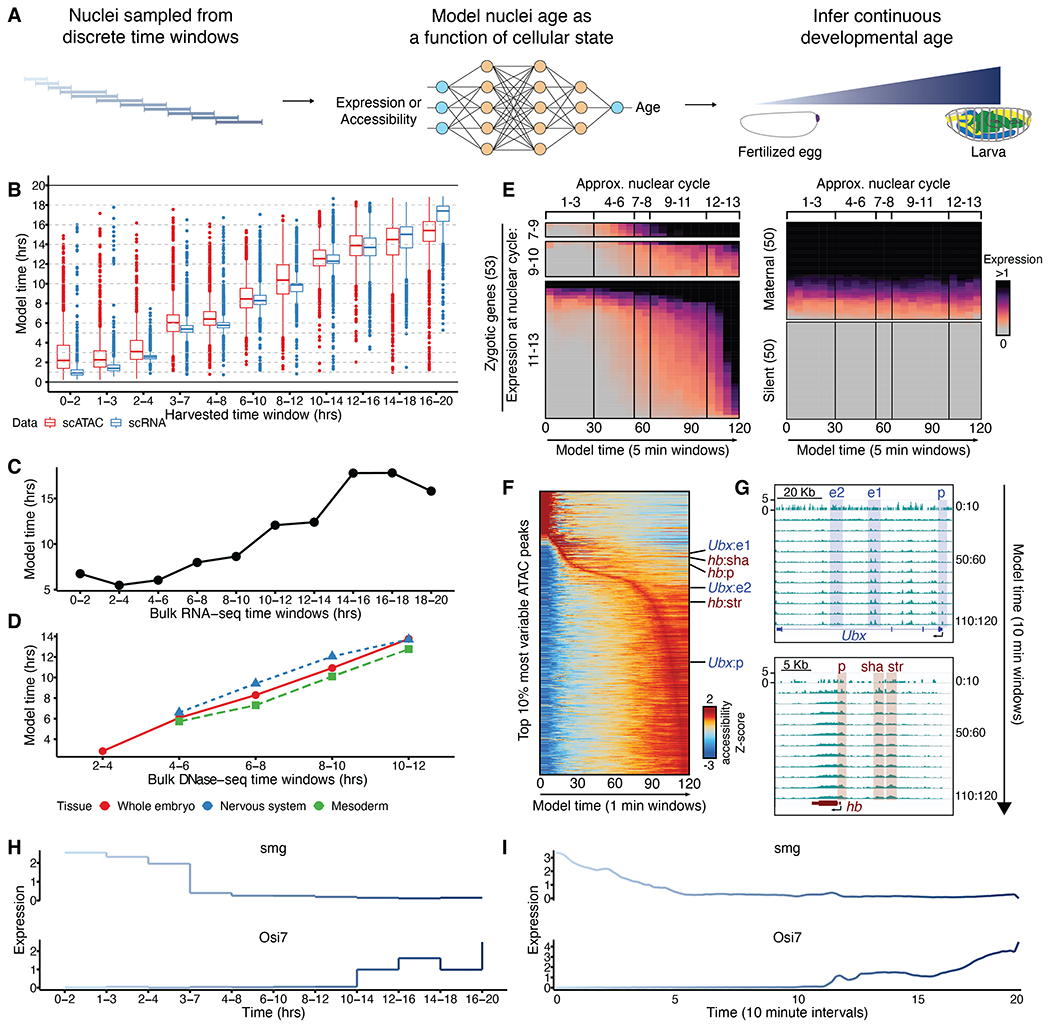
Inferring developmental age from cellular state. (**A**) We fit a NN-based model that uses either gene expression or chromatin accessibility to predict the center hour of the time window from which each nucleus was sampled. The inferred nuclear ages make up a continuum. (**B**) NN model–predicted developmental ages (*y* axis) of test set nuclei, equally sampled from discrete time windows (*x* axis) and not included in model training. (**C**) NN model–predicted developmental ages (*y* axis) of bulk RNA-seq samples (15) collected from 2-hour windows (*x* axis). (**D**) NN model–predicted developmental ages (*y* axis) of bulk DNase-seq samples from either whole-embryo or purified tissues collected from 2-hour windows (*x* axis). (**E**) Expression of zygotic (left), maternal (top right), or silent (bottom right) genes in nuclei from predicted age windows in 5-min increments across 0 to 2 hours of development. (**F**) Accessibility of most variable scATAC peaks from predicted age windows in 1-min increments across 0 to 2 hours of development. Labels indicate regions illustrated in (G). (**G**) Examples of cis-regulatory regions known to exhibit dynamic accessibility in early embryos (17). (**H** and **I**) Examples of time-associated genes, with expression values averaged across all nuclei from indicated collection windows (H) or from predicted age windows in 10-min increments (I).

**Fig. 3.**
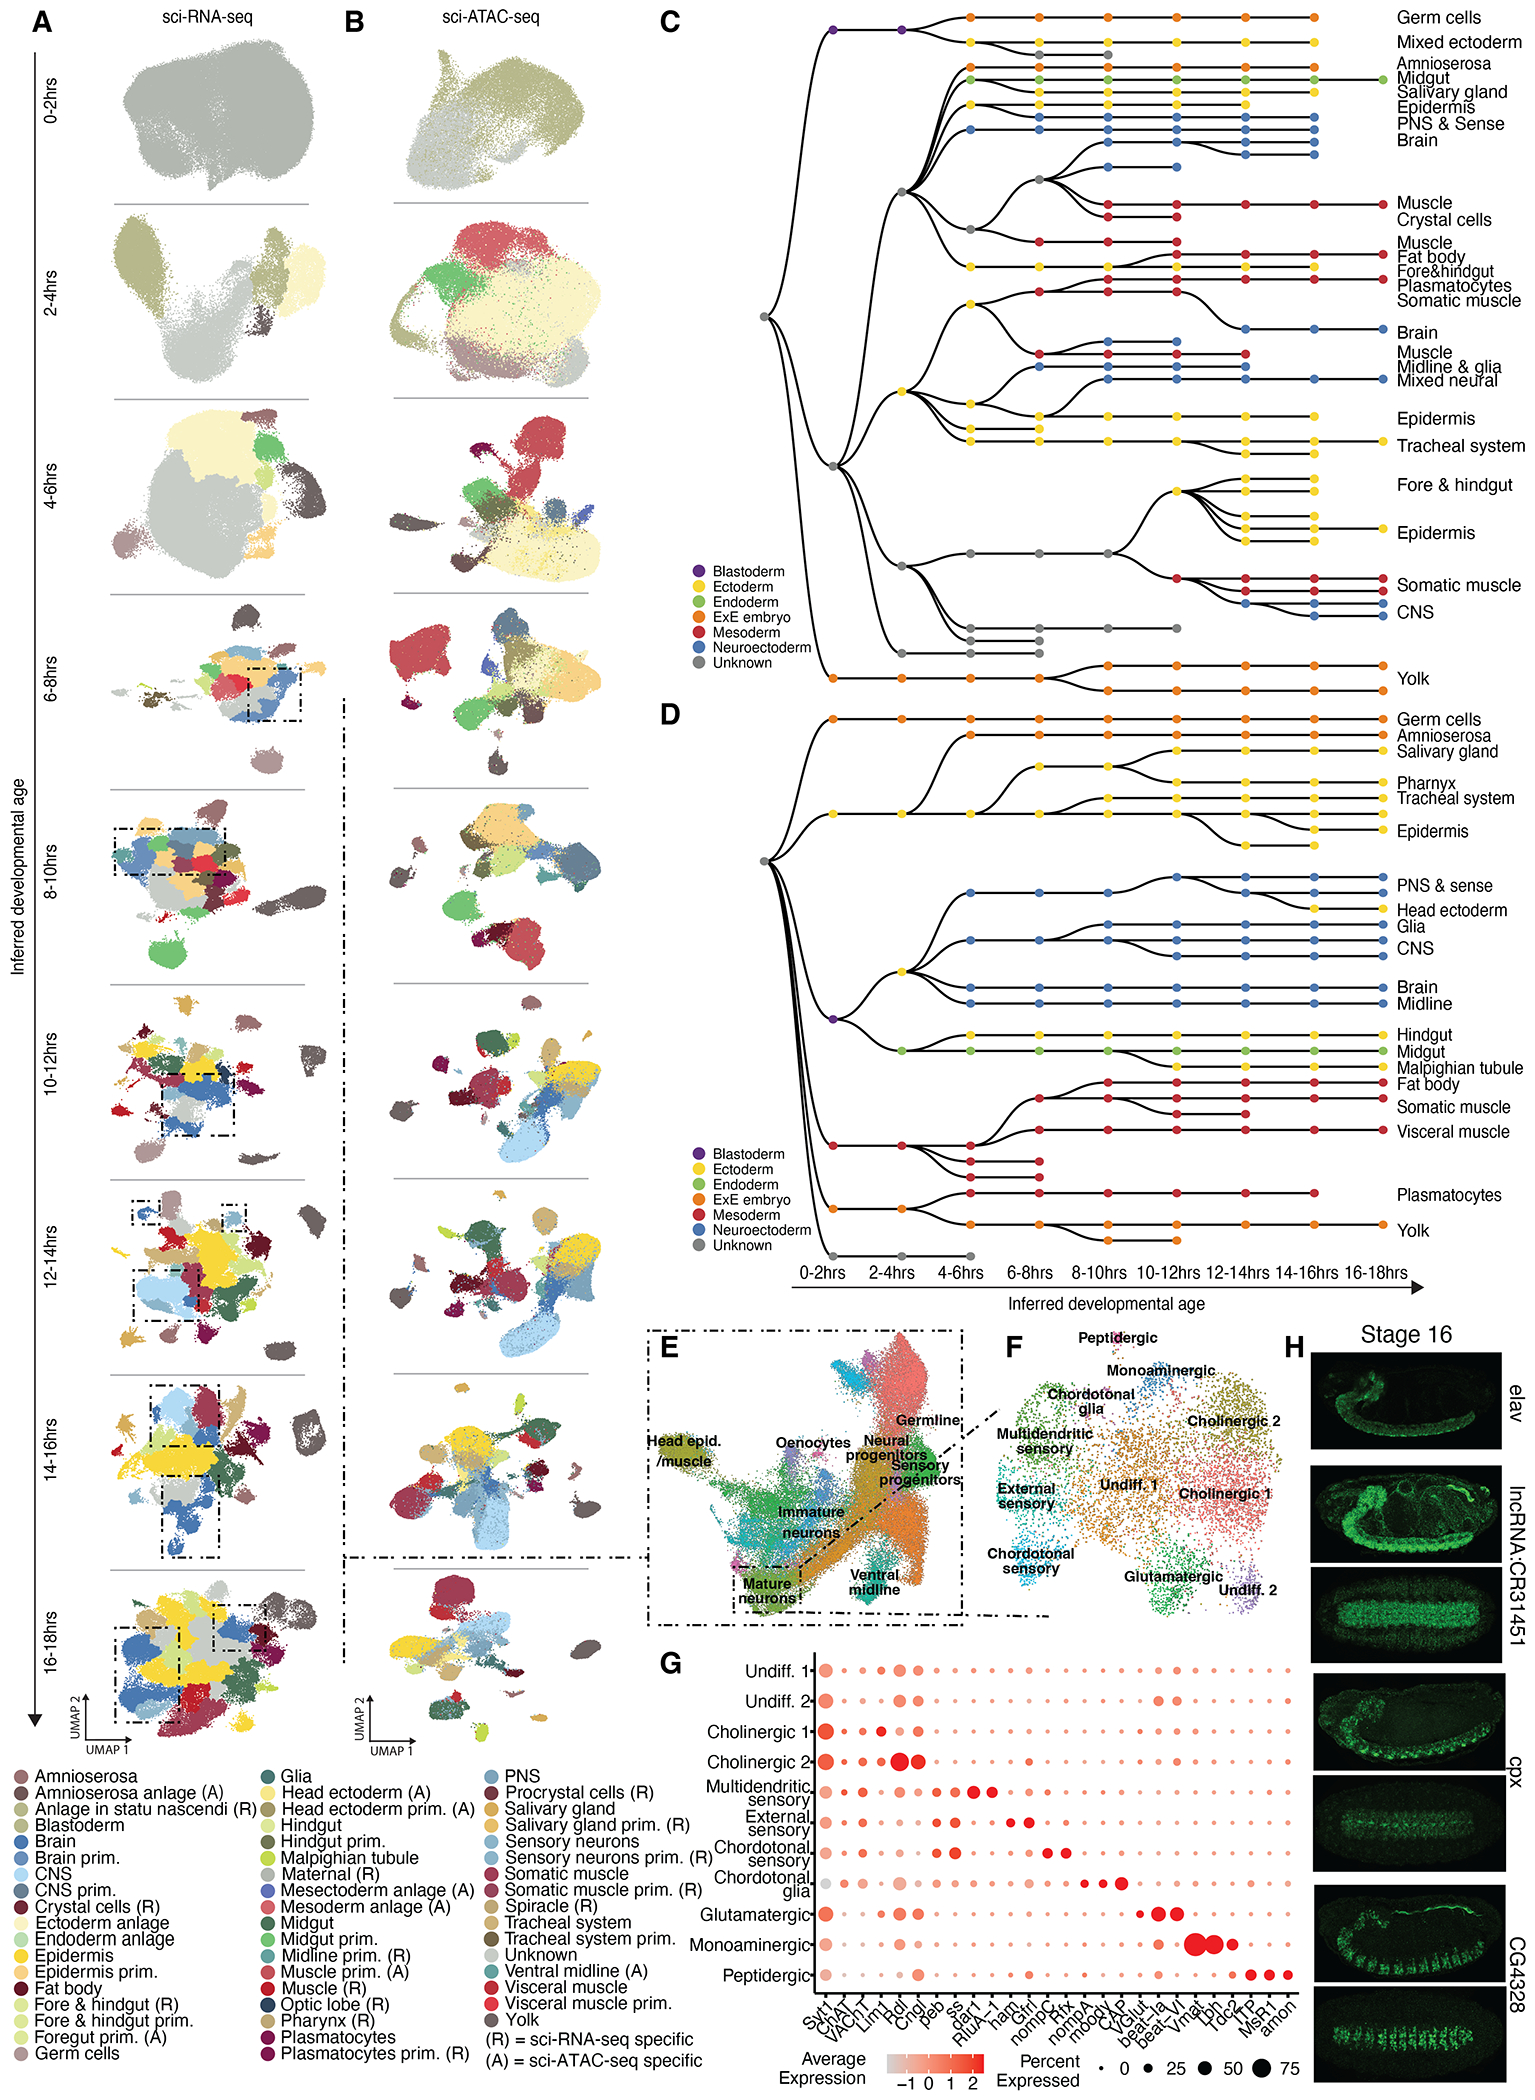
Annotation of diversifying developmental trajectories. (**A**) UMAP visualization of non-overlapping, inferred 2-hour time windows for scRNA clusters colored by cell state annotation. Dashed boxes highlight neuroectodermal clusters. (**B**) Same as (A), but for scATAC data. PNS, peripheral nervous system; CNS, central nervous system. (**C**) ScRNA-based acyclic directed graph representation of clusters linked through nonoverlapping time windows. (**D**) Same as (C), but from scATAC data. (**E**) UMAP of scRNA data for ~60,000 annotated neuroectodermal cells—i.e., cell states highlighted in (A) with dashed boxes, colored by cluster. (**F**) UMAP of ~6000 mature neurons, colored by cluster. The chordotonal glia cluster includes Ch and ES organ glial-like support cells. (**G**) Dot plot showing marker gene expression for annotated clusters in (F). (**H**) In situ hybridization of stage 16 embryos, showing the expression of lncRNA *CR31451, cpx*, and *CG4328* in the nervous system. A tissue marker (*elav*) is provided in the top panel. A lateral and ventral embryo view is shown for each gene.

**Fig. 4.**
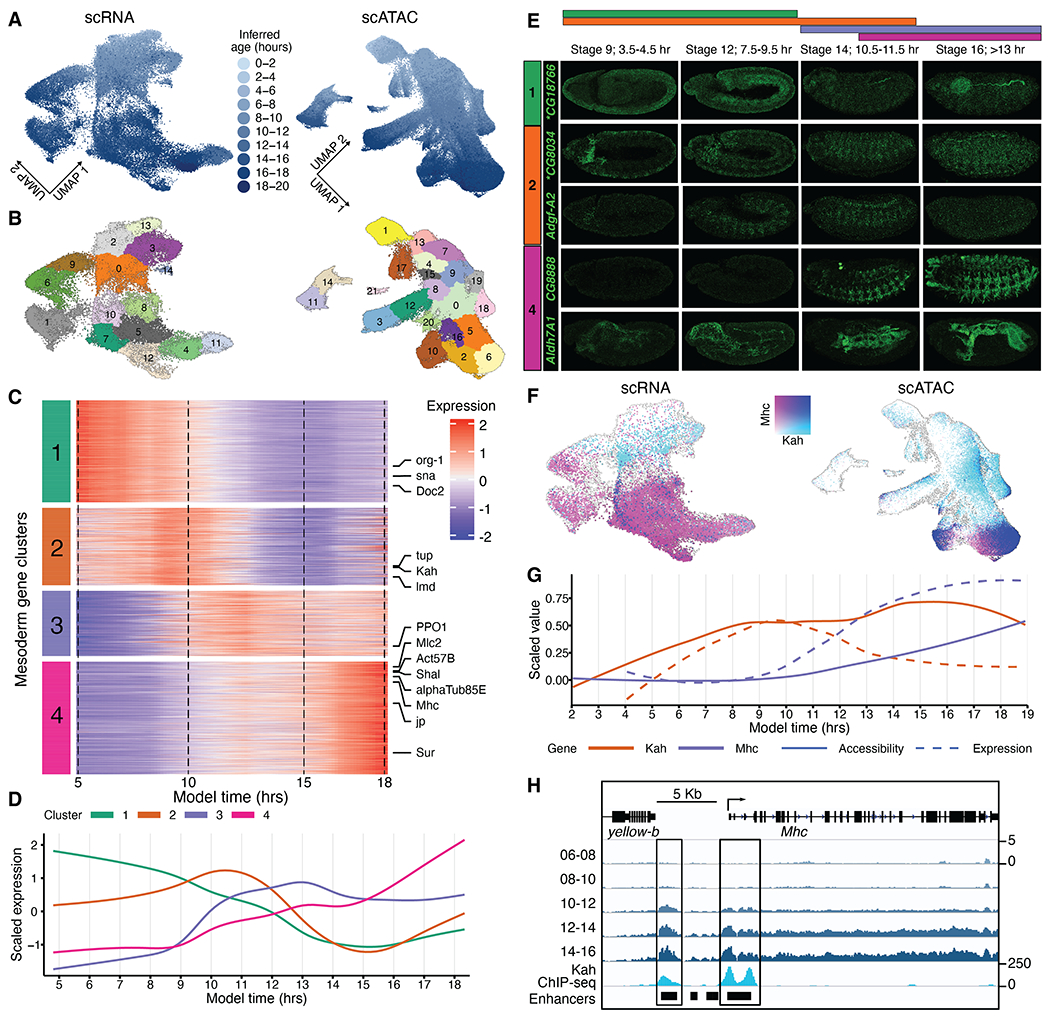
Dynamic regulation of mesoderm-specific gene modules. (**A**) UMAP of scRNA (left) or scATAC (right) data for all mesodermal cells, colored by inferred developmental age. (**B**) Same as (A), but colored as reprocessed leiden-based clusters. (**C**) Normalized expression of mesoderm genes across inferred developmental time. (**D**) Average expression of the gene modules across inferred time. (**E**) In situ hybridization experiments validating temporal expression of selected genes with predicted expression in mesoderm and muscle (asterisks indicate see supplementary note 3). (**F**) Same as (A), but expression of *Kah* (cyan) and *Mhc* (purple) is overlaid. Points from cells that express both *Kah* and *Mhc* are colored dark blue. (**G**) Comparison of gene activity score (solid line) and gene expression (dashed line) over the continuum of inferred developmental age for *Kah* (cluster 2) and *Mhc* (cluster 3) in mesoderm-annotated cells. Gene activity scores and expression were binned into 100 equal partitions by inferred age, averaged, and scaled to 0 to 1 with min-max values. (**H**) Chromatin accessibility profile surrounding *Mhc* for pseudobulk mesoderm cells from 6 to 16 hours inferred time in 2-hour increments, along with Kah ChIP-seq generated from 0- to 16-hour whole embryos (14).

**Fig. 5.**
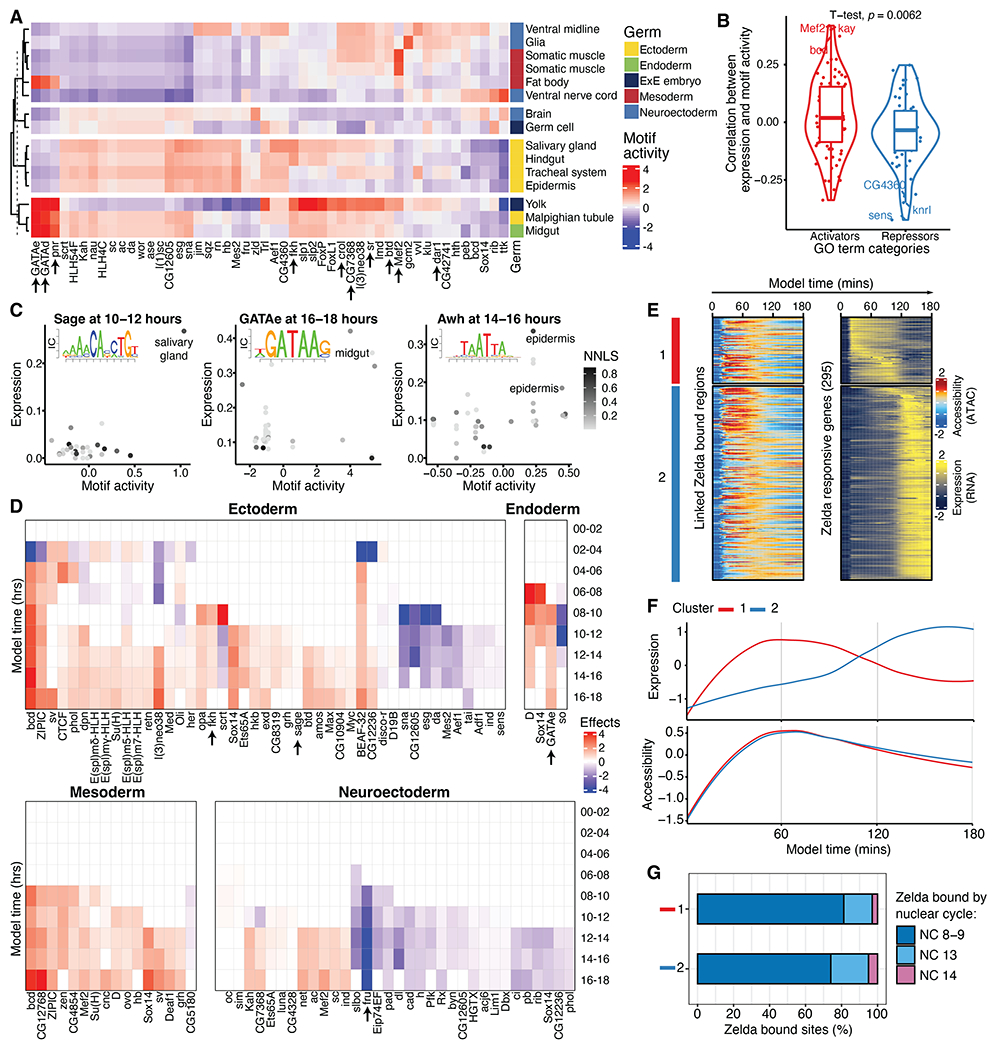
Integration of scRNA and scATAC data to identify TFs with potential regulatory roles across differentiating tissues and developmental time. (**A**) Heatmap with averaged chromatin accessibility differences associated with the 50 most variable TF-specific motifs from all cells in annotated ATAC-seq clusters from 10 to 12 hours. Arrows indicate TFs discussed in the main text. (**B**) Correlation between expression and motif-associated accessibility grouped by expression activation- or repression-associated GO categories. TFs in GO pathways for gene activation are linked to increasing chromatin accessibility. (**C**) omparison of gene expression (*y* axis) and motif-associated chromatin accessibility (*x* axis) across NNLS-linked clusters for the TFs Sage (left), GATAe (middle), and Awh (right). Each TF’s corresponding PWM is inset in each plot, with the size of each base scaled by information content. (**D**) Heatmaps of estimated effects of gene expression at predicting motif-associated chromatin accessibility changes through time in different germ layers. Displayed TFs had three or more consecutive time windows with a significant (*P* < 1 × 10^−3^) and sign-consistent effect. Arrows indicate TFs discussed in the main text. (**E**) Heatmap of expression at Zelda-responsive genes (right) and aggregated chromatin accessibility (left) at their Zelda-bound cis-regulatory regions (38, 39). Values were averaged in 1-min windows over 0 to 3 hours of development. The red and blue bars to the left indicate two temporal clusters of expression of Zelda-responsive genes. (**F**) Smoothed average expression and accessibility for the two Zelda temporal clusters from (E). (**G**) Proportion of accessible regions from (E) that are bound by Zelda in clusters 1 and 2 in ChIP-seq data (39) from different nuclear cycles (NCs).

## Data Availability

All other data are in the main paper or the supplementary materials. All raw data are available through the GEO series GSE190149. Additional scripts and intermediate files, including bigwigs for all time windows and clusters, and a custom web app to visualize UMAPs are available at https://shendure-web.gs.washington.edu/content/members/DEAP_website/public/. We downloaded the Kah ChIP-seq data from the ENCODE portal with identifier ENCSR161YRO.

# Supplementary material for: The continuum of Drosophila embryonic development at single-cell resolution
**Source:** Science. Author manuscript; Available in PMC 2022 Aug 11.
**Supplement:** Supplementary materials

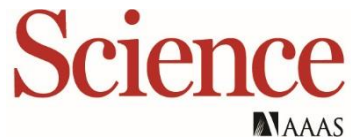

## Supplementary Materials for

### **The continuum of *Drosophila* embryonic development at single-cell resolution**

Diego Calderon *et al.*

*Science* **377**, eabn5800 (2022)  
DOI: 10.1126/science.abn5800

#### **The PDF file includes:**

Materials and Methods  
Supplementary Text  
Figs. S1 to S11  
References

#### **Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S13  
MDAR Reproducibility Checklist

## Materials and Methods

### Drosophila embryo collections

*Drosophila melanogaster* wild-type embryos from Canton S flies were collected as previously described (12, 50). Briefly, embryos were collected on apple-agar plates in two-hour or four-hour windows, following three one-hour pre-lays to clear the females and synchronize the collections. After aging the embryos at 25°C to the specified time window (**Fig. 1A**), the embryos were collected from the plates, cleaned with water and dechorionated in 50% bleach for 2 min. Collected embryos for sci-ATAC-seq were fixed immediately, while embryos for sci-RNA-seq were flash-frozen and stored at -80°C until nuclei isolation. Embryo illustrations adapted from (51).

### Nuclei isolation and fixation for sci-RNA-seq

Embryos were dissociated in an ice-cold hypotonic lysis buffer (20mM Hepes pH 7.5, 10mM KCl, 1.5mM MgCl<sub>2</sub>, 1% Suprase IN RNase inhibitor) with a Dounce homogenizer, then incubated on ice for 3 minutes, and filtered through a 40µm cell strainer into a tube that contains 2ml of 1.5 mg/ml DSP or DSS cross linker (Thermo Fisher Scientific). Homogenizer and pestle were washed with an additional 0.5 ml hypotonic buffer, to increase nuclei yield, and the buffer filtered through the cell strainer and added to the cross-linking reaction. Nuclei were cross-linked on ice for 30 minutes, with gentle mixing every 5 minutes. After 30 minutes, 9 ml ice-cold methanol was added (to a final concentration of 80% methanol), and nuclei were further incubated on ice for 15 minutes. Nuclei were rehydrated with 15 ml nuclei purification buffer (NPB) (10mM Hepes pH 7.5, 90mM KCl, 40mM NaCl, 200 ng/ml BSA, 1% SupraseIN), by adding the buffer drop-wise while gently mixing. Nuclei were collected by centrifugation, and separated from debris by sucrose cushion centrifugation (0.3M sucrose-PBS-triton over 1.4M sucrose-PBS-triton 2000 x g 20 min 4°C). Isolated nuclei were resuspended in 1ml of NPB + 50% glycerol, flash frozen and kept at -80°C until use.

### Embryo fixation and nuclei isolation for sci-ATAC-seq

Embryos for sci-ATAC-seq were formaldehyde fixed in cross-linking solution (50 mM Hepes, 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl, pH 8, 1.8% formaldehyde v/v) with a heptane layer for 15 min with shaking at room temperature. Formaldehyde was quenched with PBS/glycine/triton solution (125 mM glycine + 0.1% Triton in PBS), after which the embryos were washed once in ice-cold PBS, dried and stored at -80 °C in ~1 gram aliquots until further use. Embryo dissociation and nuclei isolation were performed as previously described, using a dounce homogenizer and a 22G needle (steps 1-10) (52). Nuclei were then pelleted at 2,000g at 4°C, resuspended in nuclear freezing buffer (50 mM Tris at pH 8.0, 25% glycerol, 5 mM Mg(OAc)<sub>2</sub>, 0.1 mM EDTA, 5 mM DTT, 1× protease inhibitor cocktail (Roche), 1:2,500 superasin (Ambion)) by trituration and flash frozen in liquid nitrogen.

### In situ hybridization experiments.

Whole-mount *Drosophila* embryo fluorescent *in situ* hybridization (FISH) was performed as previously described (53). Briefly, overnight embryo collections spanning all stages of embryogenesis were fixed in 4% formaldehyde (Polysciences #18814-10) for 20 minutes, stained by double fluorescent in situ hybridization, mounted in ProLong Gold Antifade reagent (Thermo Fisher Scientific # P36931) and imaged with a Zeiss LSM780 confocal microscope using a Plan Apochromat 20x/0.8 objective. Images were then visualized in Fiji (54).

## **Sci-RNA-seq methods**

### **sci-RNA-seq3 library construction and sequencing**

We performed sci-RNA-seq3 as previously described (1). Several experiments were done and each one included samples from multiple time windows. Associated time-windows for nuclei batches were tracked through specific wells. Additionally, for a subset of the data we included mouse nuclei to serve as a control to determine the rate of cell doublets.

### **Read processing, nuclei filtering, and doublet removal**

The read alignment and gene count matrix generation was performed as previously described (1, 55). With the single-cell gene count matrix cells with fewer than 250 UMIs, more than 10,000 UMIs, reads mapping to more than 7000 genes, or more than 10% of read counts mapping to ribosomal genes were excluded. 

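The deposited cells held 251 to 7497 UMIs and 13 to 2997 genes, and the UMI and gene sums of all cells equalled those in the table of the cells. Their ribosomal percent, which equals the percent of UMIs on 92 genes named RpL or RpS, was above 10% in 44153 cells, or 8.06%, and reached 24.9%. On this reading a limit of 10% would leave 503652 cells. Read as UMIs on 138 genes with rRNA in their name, the percent was above 10% in 382 cells and reached 31.4%.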

Each nuclei was mapped to its original time window from which it was extracted by using the RT barcode.

We performed standard processing of the data split by experiments as recommended by Seurat v3 (56) documentation including NormalizeData, FindVariableFeatures (with method set to 'vst'), ScaleData, RunPCA, RunUMAP (with dims set to 1:50 and n.components to 2), FindNeighbors (with reduction set to UMAP and dims set to 1:2), FindClusters. For detection and removal of doublet nuclei we relied on an iterative strategy described in (1). We used a modified version of DoubletFinder (57) that could handle large data sets to document for each cell the proportion of neighbors that were simulated doublets. This version uses the first 30 principal components, along with pN of 0.2 and pK of 0.005. The number of nuclei classified as doublets was based on estimates of the count of doublets (barnyard estimate multiplied by recovered nuclei) and were chosen to be the top rank nuclei with the greatest proportion of nuclei that were simulated doublets. Unfortunately, this process alone did not remove all putative doublets that may have been lost among different clusters of cells. Therefore, following clustering of the global dataset, we individually processed each cluster identified and sub-clustered the data. We then eliminated subclusters that were at least 15% classified as doublets. Following removal of all the initial nuclei identified as doublets and subclusters with a large proportion of doublets, we reprocessed the global dataset.

### **Dimensionality reduction, clustering, and identifying cluster-specific marker genes**

The standard seurat processing pipeline, as described in the previous section, was performed on each non-overlapping inferred age window separately. We found that the default Seurat clustering resolution parameter did not capture the dynamics of the presence of different cell types across development. So for each time window we clustered the data with a variety of resolutions (from 0.1 to 1.5 in increments of 0.3) and then computed the within cluster sum of squares (WSS). Visualizing WSS across increasing resolutions we chose the resolution in which there was a visible plateau in the decrease of WSS. The selected set of resolutions are listed in **Table S11**. Finally we clustered the data for each inferred age time window using the per-window choice of resolution parameters. From these clusters we used Seurat's FindMarkers to iteratively loop through all clusters and identify marker genes (with only.pos=T) which were used for cluster annotation. For the set of marker genes used for lineage annotation we excluded genes with 'log.FC < 0.25' or 'min.pct < 25'.

### Annotating cell types and tissues

For cluster annotation, we used the Berkeley Drosophila Genome Project (BDGP) database, which includes gene expression patterns of approximately 8600 genes in drosophila staged embryos as detected by *in situ* hybridization (20, 21, 58). The BDGP database gives a stage-specific expression pattern (“term”) for each tested gene during embryogenesis. We used Fisher’s test to look for enrichment of BDGP gene expression terms in each cluster’s marker genes. Top ten terms per cluster were examined. To pick a specific term out of the top ten, we further examined the BDGP terms of the top 20 marker genes for each cluster.

### Clustering genes

Inferred-time associated co-regulated genes specific to certain germ layers were determined with an unsupervised clustering approach. First, we subset the full seurat object that included cells from all time windows to only those cells annotated as a specific germ layer. For example, in analyses shown in **Fig. 4**, we focused on mesoderm. As described previously in the standard seurat processing pipeline, we scaled gene expression values and subsetted to the 5000 most highly variable genes. We constructed 100 bins of roughly equal numbers of cells across inferred time, and then smoothed expression values by computing the average expression of each gene in each window, after trimming 10% of the outlier genes, along with all expression values for cells in time proximal bins from a sliding window across inferred time. Once again we subsetted the genes to the top 2,000 that were highly variable across these smoothed time windows and then these variable expressed genes were scaled and centered to have mean=0 and sd=1. Finally, we performed dynamic time warp clustering with the ‘tsclust’ function from dtwclust v5.5.10 with type=‘partitional’, distance=‘dtw\_basic’, and centroid=‘pam’ on these scaled gene values to identify co-regulated genes (59). To choose the number of clusters (k) we performed clustering with all k values from 2 through 35 and then selected the earliest k at which several metrics of clustering metrics began to plateau (**Fig. S8**). We downloaded the Kah ChIP-seq data from the ENCODE portal (60) with the following identifier: ENCSR161YRO.

### Gene pathway enrichment analysis

We were interested in relating various gene sets to known biological processes. For this task we used FlyEnrichr to perform gene set enrichment analyses (61, 62). Gene sets were uploaded to the FlyEnrichr server with the enrichR version 3.0 package for R available on CRAN. We restricted our results to enrichments in the “GO Biological Process 2018” database and the “RNAi Screens from GenomeRNAi 2017” database.

### RNA velocity analysis

We randomly sampled 20,000 cells from 3 adjacent time windows (10-12 hr, 12-14 hr, and 14-16 hr) and then randomly grouped cells into 100 meta cell bins and aggregated all reads per meta cell bin. We then used the scVelo software package version 0.2.2 (63) and the standard processing pipeline to estimate the RNA velocity graph, which we then visualized as a directional vector in the first two principal components space, thus preserving the linear interpretability. The script for performing this analysis is included in our data sharing page.

### Sci-ATAC-seq methods

### sci-ATAC-seq3 library construction and sequencing

To create the sci-ATAC-seq3 libraries, we followed the protocol from (6). As previously described, frozen fixed nuclei were thawed, re-permeabilized in Omni lysis buffer (64), and diluted in ATAC-resuspension buffer (RSB) buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>) supplemented with 0.1% Tween-20. We profiled 11 samples corresponding to developmental time windows in 2 experiments and one barnyard sample per experiment. For each time window, 50,000 cells were deposited across wells of a LoBind 96-well plate, 8 time windows per experiment (across 11 wells) in addition to a barnyard sample (across 8 wells) which is a mixture of mouse CH12-LX and human GM12878 cell lines. Re-permeabilized nuclei were tagged with Tn5 enzyme at 55°C for 30 min then stop reaction buffer (40 mM EDTA with 1 mM Spermidine) were added afterwards and incubated at 37°C for 15 min. Pooled tagged nuclei from each time window were pooled, pelleted and washed. Phosphorylation master mix [1X polynucleotide kinase (PNK) buffer, 1 mM rATP, T4 PNK] was added to the washed tagged nuclei and incubated at 37°C for 30 min. Next, ligation master mix [1X T7 ligase buffer, N5\_splint, T7 DNA ligase enzyme] was added directly to the phosphorylation reaction followed by 384 distinct N5\_oligos then incubated at 25°C for 1 hour. Stop reaction mixture was added to the ligation reaction and incubated at 37°C for 15 min. All wells were pooled then transferred into a 50-ml falcon tube, pelleted and washed with ATAC-RSB with 0.1% Tween-20. N7 ligation master mix [1X T7 ligase buffer, N7\_splint, T7 DNA ligase] were added to the washed pellet and aliquoted into four 96-well LoBind plates. 384 distinct N7\_oligos were added across four plates of N7 ligation and incubated at 25°C for 1 hour, then stop reaction mix were added for another 37°C for 15 min incubation. Afterwards, all wells were pooled and transferred to a clean 50-ml falcon tube then washed in ATAC-RSB with 0.1% Tween-20 before resuspending in Qiagen EB buffer. The ligated and washed nuclei were counted and aliquoted at 1000-3000 nuclei per well across four 96-well LoBind plates. Proteinase K and 1% SDS were added to the nuclei to reverse crosslink and incubated at 65°C for 16 hours. To determine the optimal cycle number, a test amplification was performed and monitored with SYBR green on a handful of wells of a reversed crosslink plate. The remaining plates were processed on the basis of the test PCR result. PCR amplifications were performed using NEBNext High Fidelity 2X PCR Master Mix, BSA [bovine serum albumin], indexed P5 oligo, and indexed P7 oligo. All wells were pooled and purified with Zymo Clean & Concentrate-5 and further purified with 1X AMPure bead to get rid of any remaining primers and adapter dimer. Purified libraries were quantified on an Agilent 4200 TapeStation System using D5000 reagents and screentape. Libraries were then diluted to 2 nM for sequencing using a custom recipe and primers on a NextSeq 500 to assess library complexity then further sequenced on an Illumina NovaSeq 6000 sequencer with custom sequencing recipe and primers.

### Data processing for sci-ATAC-seq3

The sci-ATAC-seq3 raw reads were processed using the pipeline described in (6). Reads were mapped to the dm6 reference genome. The non-duplicate fragments are used for peak calling with MACS2 (65) in each sample, and then merged together with bedtools (66). We generate sparse matrices counting reads falling into each 5 kb window in the genome for cells passing a sample-specific threshold for each sample. We also generated sparse matrices counting reads falling into the merged peak set and into gene bodies plus 2kb upstream regions (proximal gene activity matrices). The barnyard sample was mapped to the merged hg19-mm9 reference genome to estimate the collision (two cells receiving the same barcode by chance) rate in the experiment.

### Dimensionality reduction and clustering

The downstream analysis steps also closely follow the pipeline described in (6). We binarized the window-by-cell matrices for downstream analysis. We merge the binary matrices for time windows profiled in both experiments. We exclude peaks on sex chromosomes and peaks accessible in less than 1% of cells. We use latent semantic indexing with log-scaled term frequency to normalize the binary matrices. We use singular value decomposition on the normalized matrices to generate principal components (PCs). Retaining the 2nd through 50th PCs (discarding the 1st PC, which is generally correlated with read depth) and applying L2-normalization on the PCA matrix, we generate a low-dimensional representation for each time window. The normalized PCA matrices are used for Louvain clustering and UMAP (min.dist=0.3) as implemented in Seurat v3 (56). For the Louvain clustering, we used resolution of 0.3 for the first round clustering and we varied the resolution parameter per time window for the final clustering after cluster specific peak calling. To select the clustering resolution parameter for the scATAC-seq clustering in each time window, we computed clusters with various clustering resolutions and selected the one at which the proportion of variance explained by the clustering plateaued (elbow method). We did not observe batch effects between the two experiments (**Fig. S2C**) in any developmental time window and thus did not run batch removal algorithms.

### Doublet identification

The individual experiments had low estimated rates of doublets (**Fig. S2**). Based on the barnyard samples we expect 1.8% of doublets within our dataset (**Fig. S2**). We use a modified version of the scrublet algorithm (67) to calculate a per cell doublet score and set a threshold of the 95th percentile. For each developmental time window, cells with doublet scores above the threshold and clusters with over 25% cells of above the threshold are removed. The remaining cells for each developmental time window are re-embedded and re-clustered using the pipeline described above.

### Cluster-specific peak calling

In order to generate a comprehensive set of peaks, we split the fragments files by cells in each Louvain cluster and call cluster-specific peaks with MACS2. The summit of each peak is extended to 150bp and then merged into a master peak set with bedtools. The peak-by-cell matrices are re-counted with the new peak set, and the cells for each developmental time window are re-embedded and re-clustered using the pipeline described above. In total, we identified 110,185 peaks (median length = 217 bp) that collectively cover 22% of the dm6 genome. We compared this peak set with sets of known elements, including annotated TSS sites (extended 2 kb upstream and 200 bp downstream), peaks identified in (12), curated set of known embryonic enhancers (Bonn et al. 2012, Kvon et al. 2014, Rivera et al. 2018), and bulk DHS peaks (Reddington et al. 2020). For each pair of sets of elements, we calculate the portion of elements overlapping elements in the other set by 1 bp overlap, and vice versa. The peaks in this study overlap over 85% of each set of the known elements, while the known elements overlap less than 50% of the peaks in this study.

### Global embedding

In order to visualize global trends of development based on the regulatory landscape, we randomly sampled 20,000 cells from each 2-hour developmental time window and 40,000 cells

from each 4-hour developmental time window, merged the chromatin accessibility profiles and embedded the cells together using the pipeline described above.

### Cell type annotation

To transfer cell type labels from the sci-ATAC-seq dataset in (12), we use the integration pipeline implemented in Signac V1 (68) on five developmental time windows (2-4, 4-8, 6-10, 8-12, 10-14) that overlap one of the three time windows (2-4, 6-8, 10-12) profiled in (12). We collapse the cell type subsets (e.g. CNS A, CNS B to CNS) in (12) to a set of 37 cell type labels and count the number of cells in our dataset with each cell type label in each cluster. We assigned the most prominent cell type label to each cluster. For most clusters we could unambiguously assign a cell type label. We propagate the cell type labels to all developmental time windows through connections identified in the developmental tree described in the ‘Reconstruction of the developmental tree’ section. Since our study generated a much larger dataset, we expect to observe cell types that are not identified in (12). Therefore, we also refined the transferred labels based on differentially accessible (DA) peaks and differentially expressed (DE) genes. DA peaks are calculated from the binary peak matrix with the FindMarkers() function as implemented in Seurat V3 with test.use=‘LR’ and logfc.threshold=0.1. Peaks with a p-value less than 0.05 from the test are included in the foreground set and the remaining are included in the background set. The two sets of peaks in each sample are overlapped with a previously compiled embryonic enhancer database (CAD; Bonn et al. 2012, Kvon et al. 2014, Rivera et al. 2018) of the closest matching time stage. We use a Fisher’s exact test to look for ‘terms’ in CAD that are enriched in the foreground set compared to the background set. We used terms with adjusted p-value less than 0.05 to refine the transferred labels. DE genes are calculated from the proximal gene activity matrix with the FindMarkers() function as implemented in Seurat V3. We look for ‘terms’ in the BDGP that are enriched with the same procedure as in sci-RNA-seq annotation.

### Motif analysis

We calculate a per-cell motif activity score for known motifs with PWMs in the CisBP database (69) using chromVAR (70). Within each cluster, chromVAR calculates a bias-corrected deviation of accessibility of each cell from the average accessibility in all the cells. We also use Homer (71) to identify motifs enriched in the mesoderm-specific gene regions. We take the peaks open in over 2% of mesoderm cells and that overlap the 1kb-10kb region upstream of the TSS of the four clusters of genes in **Fig. 4C** as the target, peaks open in less than 2% of mesoderm cells and overlapping the 1kb-10kb region upstream of the TSS of non-mesoderm genes as the background, and run *findMotifsGenome* with the parameters *-cpg -size given* (**Table S7**).

### Data analysis

#### Inferring developmental time

To estimate the developmental time stamp for each single cell, we trained lasso linear and neural net-based models using the window-by-cell read counts matrix for sci-ATAC-seq and the expression read count matrix for sci-RNA-seq to predict the midpoint of each developmental time window (e.g., 7 for the 6-8 hours developmental time window). First, we equally subsampled cells for each time window to normalize the number of included cells per hour of collection time (i.e. 4 hour windows had twice as many nuclei as two hour windows). Following even subsampling, all genes and peaks that were constant values were removed. Then, we split the equally time

subsampled data into 11 partitions of cells. The first 10 partitions were used for 10-fold cross validation to test many different model parameter choices (outlined below for each model type) and the final held out 11th partition was used as a test data set to evaluate the final models. To be clear, all model fitting described below was performed with the first 10 partitions of cells.

The lasso model was trained with `cv.glmnet()` as implemented in `glmnet` (72). In this case, the only parameter being fit by `cv.glmnet()` is the strength of the lasso penalty. We use the trained model to infer the developmental time for all the cells with `predict()`, setting `s='lambda.min'`.

We used tensorflow v 2.6.1 (73, 74) to fit all neural net models using a fully connected, feedforward 6-layer (4 hidden) neural network. For the first hidden layer we included variable l1 or l2 regularization with the 'kernel\_regularizer' parameter, and in the last layer we optionally constrained the output to within 0-20 with either a sigmoid or tanh activation function. All hidden layers used relu activation functions. The ATAC and RNA model were very similar, and only differed in the number of units per hidden layer. For ATAC there were 10, 100, 60, 20, and for RNA there were 5, 100, 50, 20, 1 units per hidden layer. Moreover, the RNA model input was scaled with a 'Normalization' layer from tensorflow, whereas the ATAC model was not. Finally, we used 'SparseTensor' to encode the ATAC data.

For fitting these models we optionally used either the standard mean squared error from the center hour of the collection window (MSE) or a custom loss function based on MSE except the error is set to 0 if nuclei are placed within the correct collection window. We used 10-fold cross validation to estimate the generalization error of these models with a variety of parameterization choices for the L1 penalty [values=1, 0.1, 0.001, 0.0001, 0.00001, 0.000001, 0], L2 penalty [values=1, 0.1, 0.001, 0.0001, 0.00001, 0.000001, 0], activation function (linear, sigmoid, tanh), and loss (MSE, custom). We selected the two best performing models (one using MSE and the other using the custom loss) based on the best median MSE and the proportion of nuclei placed into the correct collection window across all the 10-folds.

We split the developmental time frame of 0-20 hours into 10 non overlapping 2 hour inferred time windows and reassign cells to each inferred time window based on their inferred times. The cells for each inferred time window are re-embedded and re-clustered using the pipeline described above.

Scripts for arranging the data and fitting the models can be found on our supplementary data sharing website.

Initially, when we tested these time inference models with bulk RNA/ATAC/DNase-seq libraries, the age estimates were outside the hour range of this experiment even though they produced the correct temporal ordering. We suspected that these large inferred time values were due to the differences in the read depth of the bulk libraries versus single-cell nuclei. To address this we simulated subsampling reads the median number of reads per nuclei (377 UMI for RNA; 5294 unique reads for ATAC) with the 'rmultinom' function from base R with the parameter 'prob' set to the read counts of the bulk library. To integrate over sampling error, from each bulk library we repeated the subsampling process 100 times and then averaged over the model-inferred

predictions. This process of adjusting the read distribution of the bulk libraries to match the single-cell nuclei resulted in time predictions that were in the same scale as our time course experiment.

### Inferring nuclei sex

To infer whether each nuclei was XX or XY we used the proportion of chrX-mapped sci-ATAC-seq reads as a summary statistic and identified two distinct populations **Fig. S11H**. After filtering out nuclei with 0 chrX-mapped reads or if they were in the tails of the distribution ( $\text{prop. } X > 0.07$  and  $\text{prop. } X < 0.22$ ), we fit a gaussian mixture model with the ‘normalmixEM’ function from the mixtools package version 1.2.0 (75) and the parameter ‘k’=2. The gaussian mixture model was successfully able to separate these two populations of cells into a set with likely XX genotype (more proportion of chrX-mapped reads) compared to a set of cells that were likely XY genotype (less proportion of chrX-mapped reads). To verify that these classifications were accurate, we could validate that the XY genotyped cells were indeed male cells by verifying that they were enriched for reads mapping to the Y chromosome. Cells with a >95% probability of being classified as XX, based on this mixture model fit, only 8% of these nuclei had 0.05% or more proportion of Y-mapped reads. In contrast, for confidently predicted male cells (*i.e.* cells with >95% probability of being classified as XY), 42% had 0.05% or more Y-mapped reads. The full annotations of nuclei genotype are now included in the supplementary tables. Unfortunately, this analysis was not possible with the sci-RNA-seq data likely due to dosage compensation and too few reads per nuclei.

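In cells of inferred age 12 to 18 hours, 19.0% of the UMIs on genes that could be placed on a chromosome came from 2588 genes on X, beside 14310 genes on the large autosome arms. Over cells, this share had an SD of 3.83 percentage points, where counting alone would give an SD of 2.18. Cells with and without a roX UMI had X shares of 19.4 and 19.5% in experiment 1, 18.6 and 19.7% in experiment 3, and 18.7 and 18.4% in experiment 10. The direction differed between experiments, so the X share did not part these cells.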

### Reconstruction of the developmental tree

To connect each cell state observed in a predicted time window with its most probable ancestor cell state from the previous predicted time window, we use the k-NN approach described in (76). We took cells from neighboring predicted time windows and co-embedded them using the pipeline described above. For cells in the later inferred time window, we identify ten k-NN cells in the previous inferred time window based on 50 PCs. The edge weights connecting the clusters in each inferred time window to clusters in the previous inferred time windows are set to the percent of cells in each cluster that has majority k-NNs from a cluster in the previous inferred time window. Edge weights < 0.2 are removed. Branches with only one leaf and nodes in the 18-20 hours inferred time window are pruned for the developmental tree shown in **Fig. 3C-D**.

### Spatial analysis

A tranche of spatial data was recently released including a study on *Drosophila* using SpaTial Enhanced REsolution Omics-sequencing (Stereo-seq) (29), which was collected from late-stage embryos and all stages of larvae. The late-stage embryos were from corresponding windows as our embryo samples 14-16 h and 16-18 h after egg laying. This technology is not single-cell based, but instead patterned DNA nanoballs are placed on a slide that then capture RNA transcripts which are then sequenced and associated back to the slide spatial position of the nanoball slide spatial position. With an anchor-based integration *FindTransferAnchors()* and *TransferData()* from Seurat v3 (56), we performed probabilistic label transfer to assign our cluster labels to each patterned nanoball’s spatial location. Using the assigned annotations of tissues from the original study as reference above, we observe a correspondence with our cluster annotations (**Fig. S7E**).

### Connecting cell states in the sci-ATAC-seq dataset to those in the sci-RNA-seq dataset

In order to identify matching cell states in the sci-ATAC-seq and sci-RNA-seq datasets, we implemented the non-negative least squares (NNLS) approach as described in (1, 6). For the sci-RNA-seq dataset, we calculate an aggregate expression vector for each cluster in each time window by summing the log-transformed normalized UMI counts of all cells in that cluster. For the sci-ATAC-seq dataset we take the proximal gene activity matrix and calculate a similar aggregate activity vector for each cluster. Then we apply non-negative least squares (NNLS) regression to predict gene expression in a target cluster in the sci-RNA-seq dataset based on the gene activity of all clusters in the corresponding time window in the sci-ATAC-seq dataset. The resulting  $\beta$  matrix is denoted  $\beta_{ra} \in R^{i \times j}$  where  $i$  and  $j$  are the number of RNA and ATAC clusters respectively. We then repeat the analysis predicting gene activity with gene expression to obtain  $\beta_{ar} \in R^{j \times i}$ . For each pair of clusters from the two datasets, we calculate a final beta value based on the element-wise multiplication of the two beta value matrices from NNLS:  $\beta = 2(\beta_{ra} + 0.001)(\beta_{ar}^T + 0.001)$ . Similar clusters, based on patterns of gene expression and the sum of ATAC-seq reads around a gene, in the two datasets have higher beta values.

#### Determining the relationship between TF expression and associated motif accessibility for NNLS-linked clusters

Relying on the NNLS-based links between clusters of ATAC and RNA data, we next set out to determine correlation between TF-associated motif accessibility and TF-associated gene expression. Presumably TFs with strong correlations are active, with positive correlations indicating TFs likely to be activators of gene expression and negative correlations indicating TFs likely to be repressors of gene expression. For each cluster we averaged the expression of each TF across all cells and averaged the associated motif accessibility score (as described previously) across all cells. Next for each RNA cluster we chose the best associated ATAC cluster as determined through NNLS analysis. For comparison we also performed the vice versa association pairing each ATAC cluster with the top associated RNA cluster and the inferred correlations were similar (**Fig. S9G**). We then computed the spearman correlation and Pearson's R correlation between motif accessibility score and gene expression for each TF with a known associated motif. Additionally, we computed these correlations for each gene at each two hour inferred time window. For the analysis visualized in **Fig. 5D** we fit a linear regression model with 'lm()' in R that predicts the TF motif-associated ATAC-seq activity (from chromVAR) from an interaction term including the expression of the related TF, the germ layer of the cluster, and time window. Prior to fitting this model, the TF expression values were scaled and normalized to have 0 mean and an sd of 1 with 'scale()'. Additionally, we weighed the model observations by the NNLS correlation value representing the strength of the link between the ATAC and the RNA cluster. Intuitively, weighting the observations will increase the contribution from clusters that are strongly linked compared to clusters that have a weak link between ATAC and RNA.

#### Gene regulatory network analysis

To integrate our transcriptome and chromatin accessibility data, we first created subsampled Seurat objects (5,000 cells) for cells at 10-12 hr and log normalized the RNA counts and ATAC gene activities. We identified variable features for each object using Seurat 'SelectIntegrationFeatures' function and used the features to perform Canonical Correlation Analysis (CCA) with Seurat RunCCA function, in order to create a common embedding for our independently-assayed ATAC and RNA modalities. In CCA space, we used FigR 'pairCells' function to identify pairs of ATAC-RNA cells by geodesic distance-based pairing (38). Gene

expression and peak accessibility counts from paired cells were used as input for FigR ‘runGenePeakcorr’ in order to identify significant ( $p$ -value < 0.05) peak-gene associations. The ‘runGenePeakcorr’ function was slightly modified to accept the *Drosophila melanogaster* dm6 genome (Bioconductor library BSgenome.Dmelanogaster.UCSC.dm6) as a valid input. At this point, the DORC scores and the original RNA counts were smoothed with FigR function ‘smoothScoresNN’, and fed together with the original ATAC peak counts and the significant peak-gene associations into FigR function ‘runFigRGRN’, for inference of the gene regulatory networks. The ‘runFigRGRN’ was slightly modified to accept *Drosophila melanogaster* CisBP PWMs as a valid input. For generating the plots presented in **Figure S11**, we ranked TFs by average regulation score using the FigR function ‘rankDrivers’, while TFs regulating individual genes were retrieved with the function ‘plotDrivers’. Domains of regulatory chromatin (DORCs) were identified with FigR function ‘dorcJPlot’ with ‘cutoff’ = 10 (at least 10 significantly linked peaks to be called a DORC) (**Fig. S11C**).

## Supplementary Text

### Supplementary Note 1: Diversification of non-myogenic mesoderm

We examined the diversification of the non-myogenic mesoderm trajectories in more detail. The non-myogenic mesoderm includes the fat body and haemocyte lineages, which in the embryo includes plasmatocytes and crystal cells. Previous genetic studies demonstrated that the fat body develops from the trunk mesoderm (77), similar to the somatic muscle, while the embryonic haemocytes originate from the head mesoderm (78). In agreement with this, and without any prior knowledge, the scATAC-derived graphs suggest that the fat body shares a developmental origin with somatic muscle, whereas the haemocytes originate from a separate mesodermal trajectory.

To explore these trajectories at finer resolution, we isolated and re-clustered all cells annotated as plasmatocytes, fat body and crystal cells, using scRNA data from 6-18 hrs. This revealed 17 subclusters, with a large group of early cells (right, clusters 1, 4, 13, 6, 7), that diversifies at 8-12 hrs. The early clusters are defined by the expression of several transcription factors (TFs) including Ultrabithorax (*Ubx*), restricted to the earlier stages, and homothorax (*hth*) and Zn finger homeodomain 1 (*zfh1*), expressed from early to late stages in development. All branches express common haemocyte and fat body marker genes such as the collagenase *Col4a1*, the procollagen lysyl hydroxylase *Plod* and the extracellular matrix gene *Tig*. These branches correspond to sub-trajectories for plasmatocytes (clusters 8, 9, 12, 14), fat body (clusters 0, 3, 10, 11, 16), and additional two muscle clusters (cluster 2, 5). Finally, the crystal cells (a relatively rare cell type, expressing the marker genes *Lozenge*, *PPO1*, *PPO2*) are clearly separated and disconnected from the rest (cluster 15), suggesting that they may have a different developmental origin or, alternatively, that they deviate from a common precursor population earlier than 6 hrs.

Plasmatocytes represent ~90% of the embryonic haemocytes, and are phagocytic cells involved in clearing apoptotic cells (79), which requires the expression of the scavenger receptors *crq* and *drpr* (80, 81). We observe both genes, in addition to other scavenger receptors (e.g. *Nimrod* *C4* and *NimB4*, specific to later embryonic stages), expressed along the plasmatocyte sub-trajectory. The second function of plasmatocytes is the secretion of extracellular matrix (ECM) proteins, which is also evident from our single cell trajectory revealing dynamic expression of a large repertoire of ECM proteins, such as Papilin (*Ppn*), Peroxidase (*Pxn*), Glutactin (*Glt*), Tigrin (*Tig*), basement membrane-associated SPARC, laminin A (*lanA*), and two collagenase IV

molecules - *Col4a1* and Viking (*vkg*). The second major branch is the fat body, which is thought to have similar roles to the mammalian liver and adipose tissues, in addition to having an essential role in immune responses, as the main source of antimicrobial peptides (AMPs) (82). We identified 289 genes significantly associated with specific subclusters that highlight the dynamic differentiation of the fat body. For example, the expression of genes involved in lipid transport (e.g. *apolpp* and *apoltp* (83, 84)), increases with the maturation of the fat body cells.

#### Supplementary Note 2: Tracing dynamic gene modules across development

The analysis steps associated with mesoderm gene clustering of **Fig. 4** were motivated to identify the TFs driving mesoderm-specific expression variability and determine whether we were capable of ordering putative regulatory events (e.g. Kah/Mhc). Of course, there are different directions to approach this or related questions. Therefore, we performed a complementary analysis by clustering accessible regions variable in the mesoderm tissue (**Fig. S8D**). The clustering approach was the same as in **Fig. 4** but using variable chromatin accessibility regions from the set of mesoderm annotated nuclei. This analysis identified a similar set of 4 clusters of accessibility elements that are likely involved with regulatory patterning linked to mesoderm differentiation. Additionally, we performed a motif enrichment analysis on these peaks and found 483 significant associations between a peak group and TF ( $q$ -value  $< 1 \times 10^{-3}$  and a match present in at least 1% of target peaks) from 192 unique TFs. Tying this back to the mesoderm expression analysis, we found that 40 of these TFs were in the set of genes that were variably expressed in the mesoderm tissue. These significant TF associations and the clustered peaks are available from our supplementary data website and **Table S12-S13**.

#### Supplementary Note 3: Clarification of selected in situ genes

The five genes that we selected for follow-up in situ validation were based on results from our initial nuclei age inference model that used lasso regression to order cells. However, the two genes indicated with an asterisk in **Fig. 4E** (CG18766, CG8034) were missing from the mesoderm gene clustering analysis based on an updated nuclei age model that used deep learning as they were not present in the initial stringent mesoderm subset based on the top 5k variable genes. Upon manual inclusion of these two missing genes into the set of 5k variable genes (so now 5,002 genes), the genes were highly variable following normalization and averaging across time windows (they were included in the second set of 2k variable genes) and were grouped into the correct temporal cluster. Therefore, we have included these genes in **Fig. 4E** grouped by the original mesoderm clustering (based on the initial lasso-based age inference model).

#### Supplementary Note 4: Nomination of fruitless as a repressive regulator in neuroectoderm

In the neuroectoderm, Fruitless (Fru) is associated with decreasing chromatin accessibility; i.e. increasing *fru* expression led to chromatin regions containing the Fru motif to become less accessible (**Fig. 5D**, bottom). Intriguingly, Fruitless is associated with specifying the molecular determinants of male courtship behavior by ‘masculinizing’ specific neurons (85–87). However, only recently have studies shown that Fru likely acts through the repression of chromatin accessibility at specific regulatory elements (88–90).

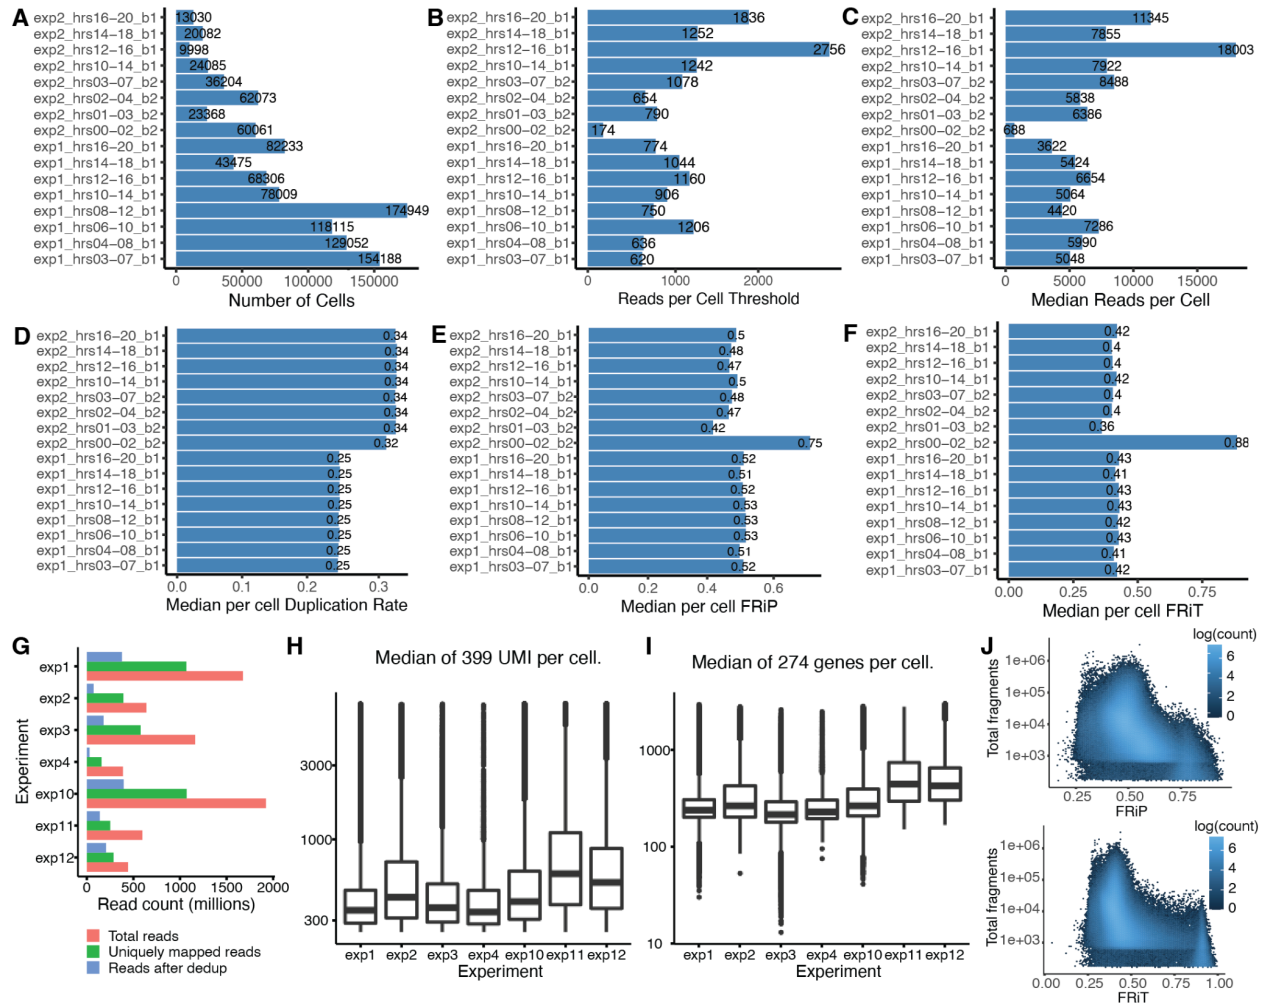

**Fig. S1.**

**QC/stats of the sci-ATAC-seq and sci-RNA-seq datasets.** (A) Barplot showing number of cells passing threshold in each sample in the sci-ATAC-seq dataset. Samples are labeled by the experiment (exp1/2), developmental hours of the nuclei collection, and the batch in which the nuclei were collected in (b1/2). (B) Barplot showing reads per cell threshold for each sample in the sci-ATAC-seq dataset. (C) Barplot showing the median reads per cell for each sample in the sci-ATAC-seq dataset. (D) Barplot showing median duplication rate per cell in each sample in the sci-ATAC-seq dataset. (E) Barplot showing median fraction of reads in peaks (FRiP) per cell in each sample in the sci-ATAC-seq dataset. (F) Barplot showing median fraction of reads in TSS sites (FRiT) per cell in each sample in the sci-ATAC-seq dataset. (G) Barplot showing the total number of reads, uniquely mapped reads and reads after deduplication in each experiment in the sci-RNA-seq dataset. (H) Boxplot showing the number of UMIs per cell in each experiment in the sci-RNA-seq dataset. 

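The median number of UMIs per cell was 347 in experiment 1, 422 in experiment 2, 360 in experiment 3, 341.5 in experiment 4, 399 in experiment 10, 597 in experiment 11 and 528 in experiment 12, a mean of 427.8 ± 98.4 (SD, n = 7). Experiments 11 and 12, with the highest medians, collected no window past 7 hours. Experiments 1 and 10 together held 62.3% of all cells.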

(I) Boxplot showing the number of genes per cell in each experiment in the sci-RNA-seq dataset. 

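Over all cells the median was 274 genes per cell. By experiment, it was 237 genes in experiment 1, 265 in experiment 2, 215 in experiment 3, 230 in experiment 4, 265 in experiment 10, 443 in experiment 11 and 425 in experiment 12 (297.1 ± 95.4, SD, n = 7).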

(J) Hex bin plot showing distribution of nuclei FRiP (top) or FRiT (bottom) scores by total unique fragments.

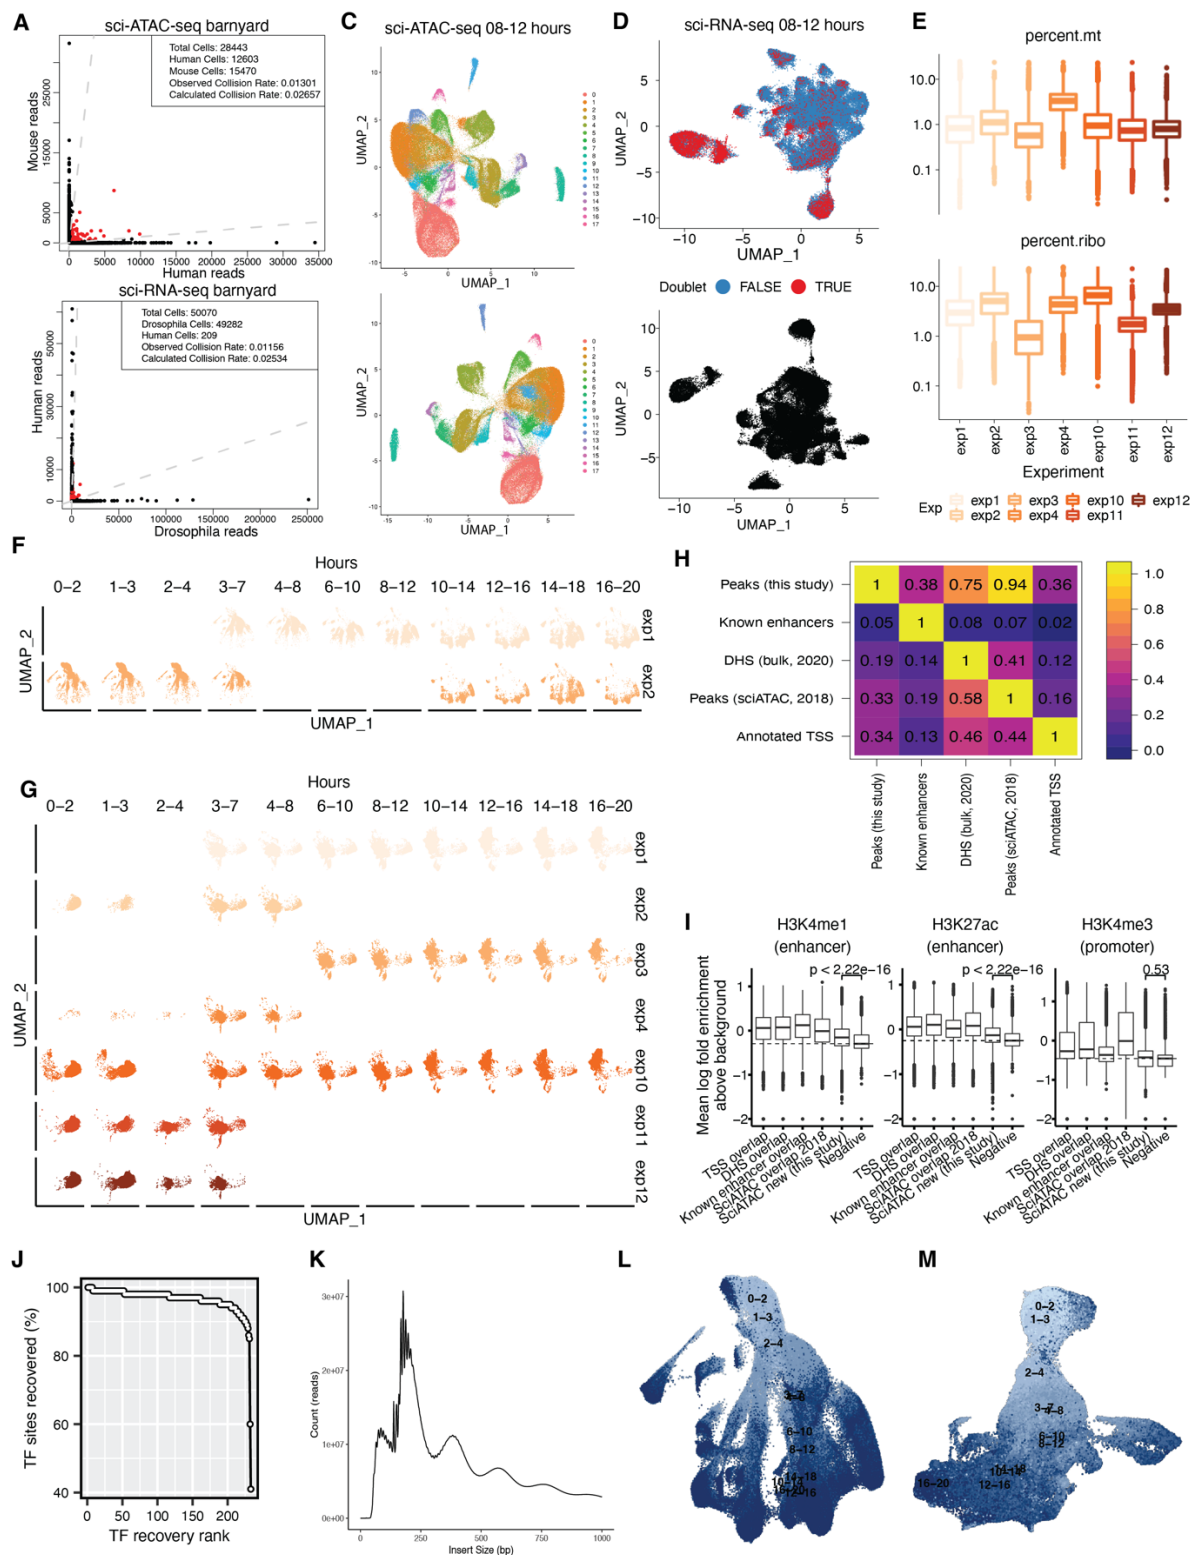

**Fig. S2.**

**Data filtering, evaluating batch and technical effects, and assessing overlap with known enhancers and enhancer-associated biochemical marks. (A)** Scatterplot showing estimated

doublet rates from a human-mouse barnyard experiment for the scATAC data. **(B)** Scatterplot showing estimated doublet rates from a human-drosophila barnyard experiment for the scRNA data. **(C)** UMAPs for the scATAC data from the 8-12 hr time window before (top) and after (bottom) doublet removal. 

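The median percent of UMIs on ribosomal protein genes was 2.91% in experiment 1, 4.99% in experiment 2, 0.698% in experiment 3, 4.37% in experiment 4, 6.73% in experiment 10, 1.73% in experiment 11 and 3.47% in experiment 12. On mitochondrial genes, the medians were 0.682%, 0.997%, 0.199%, 3.24%, 0.816%, 0.694% and 0.772% in the same order. Cells above 10% on ribosomal protein genes made up 19.5% of experiment 10 and 7.26% or less of each of the others.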

The clusters are visibly more separated after doublet removal. **(D)** UMAPs for the scRNA cells from the 8-12 hr time window before (top) and after (bottom) doublet removal. **(E)** Barplots of percentage of scRNA reads from ribosomal genes or mitochondria per experiment. **(F)** Global scATAC UMAP faceted by time window and experiment. **(G)** Global scRNA UMAPs faceted by time window and experiment. 

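The pseudobulk profiles give a measure of likeness between experiments that does not rest on a UMAP. Across genes, the log2 CPM of pseudobulks of the same window from different experiments correlated with a median Pearson's r of 0.935 (52 pairs, from 0.852 to 0.985). Adjacent windows of the same experiment had a median r of 0.941 (29 pairs), and adjacent windows of different experiments 0.909 (88 pairs, from 0.830 to 0.981). These r are across genes, which are not independent replicates, and the ranges overlap.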

The lack of UMAP clusters that are specifically deriving from one experiment suggests a lack of strong batch effects. **(H)** Same as **Fig. 1D** but displaying percent overlap of bases between two sets of peaks. **(I)** Log fold enrichment of corresponding ChIP-seq histone modification signal in different peak classes. Newly identified peaks exhibit histone modifications similar to enhancer elements. **(J)** Proportion of TF ChIP-seq binding sites that overlaps with peaks from our data for the full set of 233 TFs included in modERN. **(K)** Insert size distribution across all experiments. **(L)** Same as **Fig. 1B** but including labels of the time window placed at the median of all nuclei collected from this time window. **(M)** Same as **L** but for RNA-seq data.

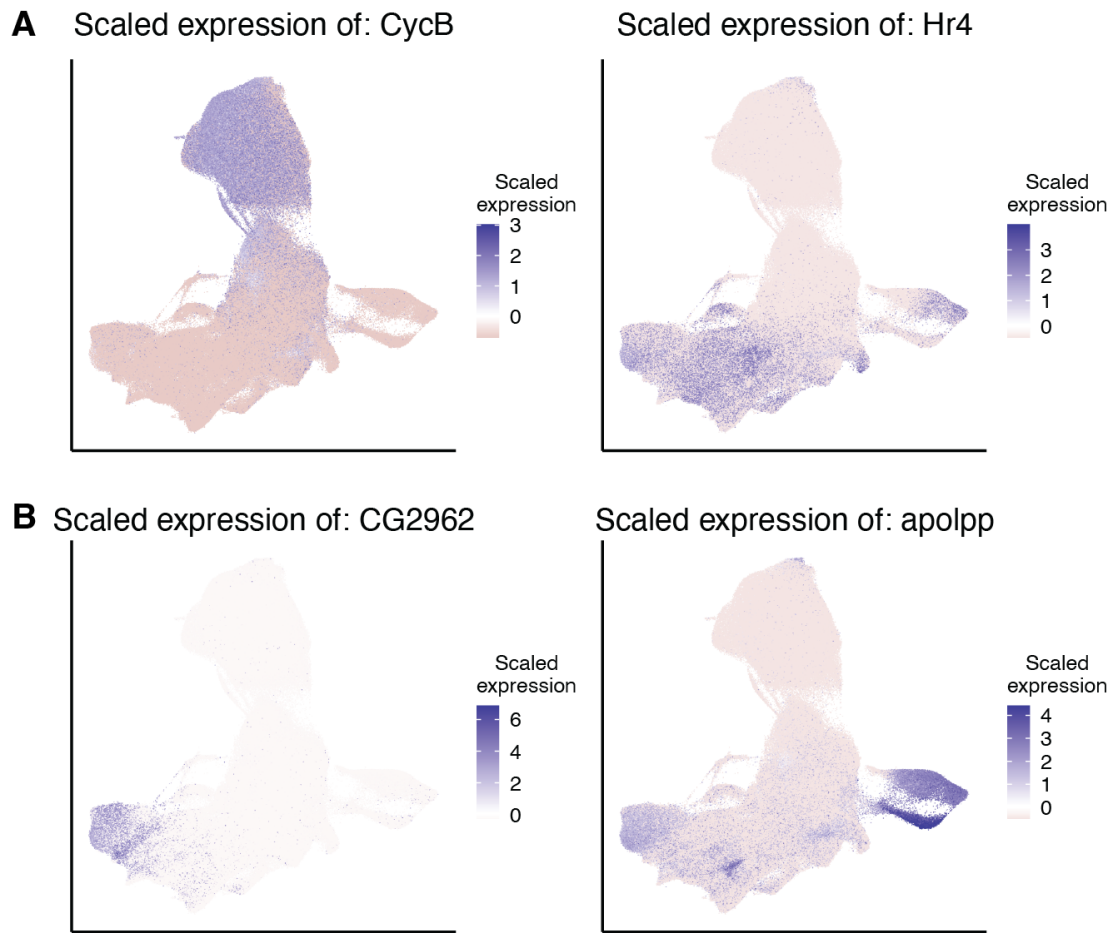

**Fig. S3.**

**Examples of time-dependent genes, some of which appear universal, others of which are specific to certain clusters. (A)** Two examples of genes that are associated with general expression in cells from early (left) or late (right) time windows. Scaled expression values overlaid on a global UMAP of scRNA data. This is similar to the UMAP shown in **Fig. 1C**, but here with all cells included instead of an evenly time subsampled dataset. **(B)** Similar to panel **A**, except that these time-dependent genes tend to be expressed in later time windows in restricted subsets of UMAP clusters.

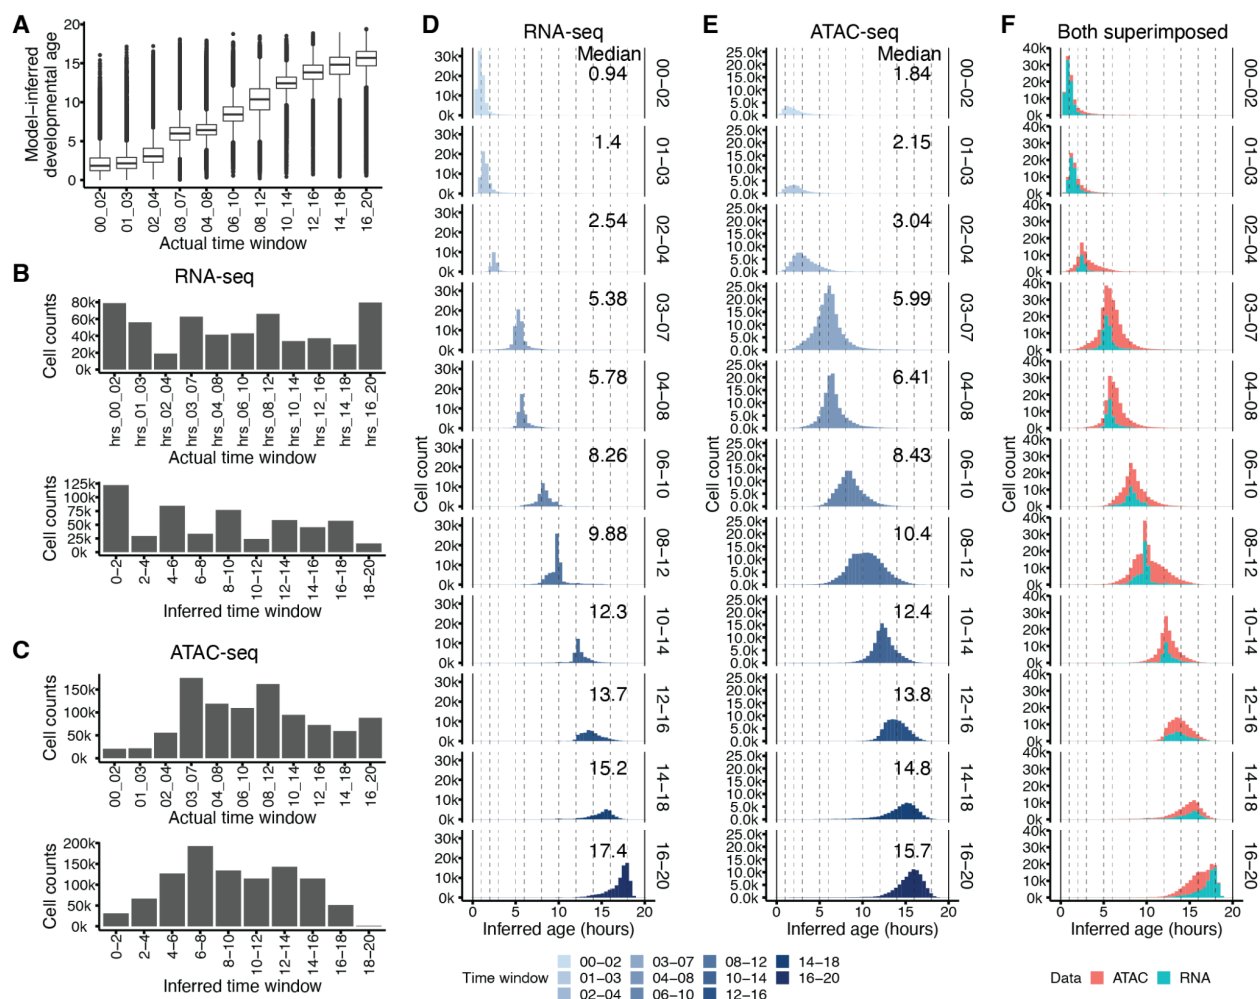

**Fig. S4.**

**A neural network-based model for inferring cellular developmental ages.** (A) The distribution of model-inferred developmental age for nuclei from the scATAC model across actual time windows (x-axis). (B) Counts of cells in scRNA data per actual 2-hr time window (top) and equivalent set of inferred 2-hr time windows (bottom). (C) Same as panel B except for counts of scATAC nuclei from actual vs. inferred time windows. (D) Distribution of inferred ages for cells stratified by the actual time windows from which the cells were collected. Dotted lines correspond to centers of each time window. 

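Median inferred ages of the deposited scRNA cells were 0.936 hours for the 0- to 2-hour window, 1.40 for 1 to 3, 2.54 for 2 to 4, 5.38 for 3 to 7, 5.78 for 4 to 8, 8.26 for 6 to 10, 9.88 for 8 to 12, 12.3 for 10 to 14, 13.7 for 12 to 16, 15.2 for 14 to 18 and 17.4 hours for 16 to 20 hours. For 16 to 20 hours, the median was 16.1 hours in experiment 1, 15.7 in experiment 3 and 17.7 in experiment 10. Of the 16- to 20-hour cells, 52.0%, 42.6% and 94.2% lay within their window in these experiments.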

The median age of cells per actual time window are listed to the right. (E) Same as panel D but for scATAC data. (F) Similar as E and D but superimposing model-inferred ages from both data types.

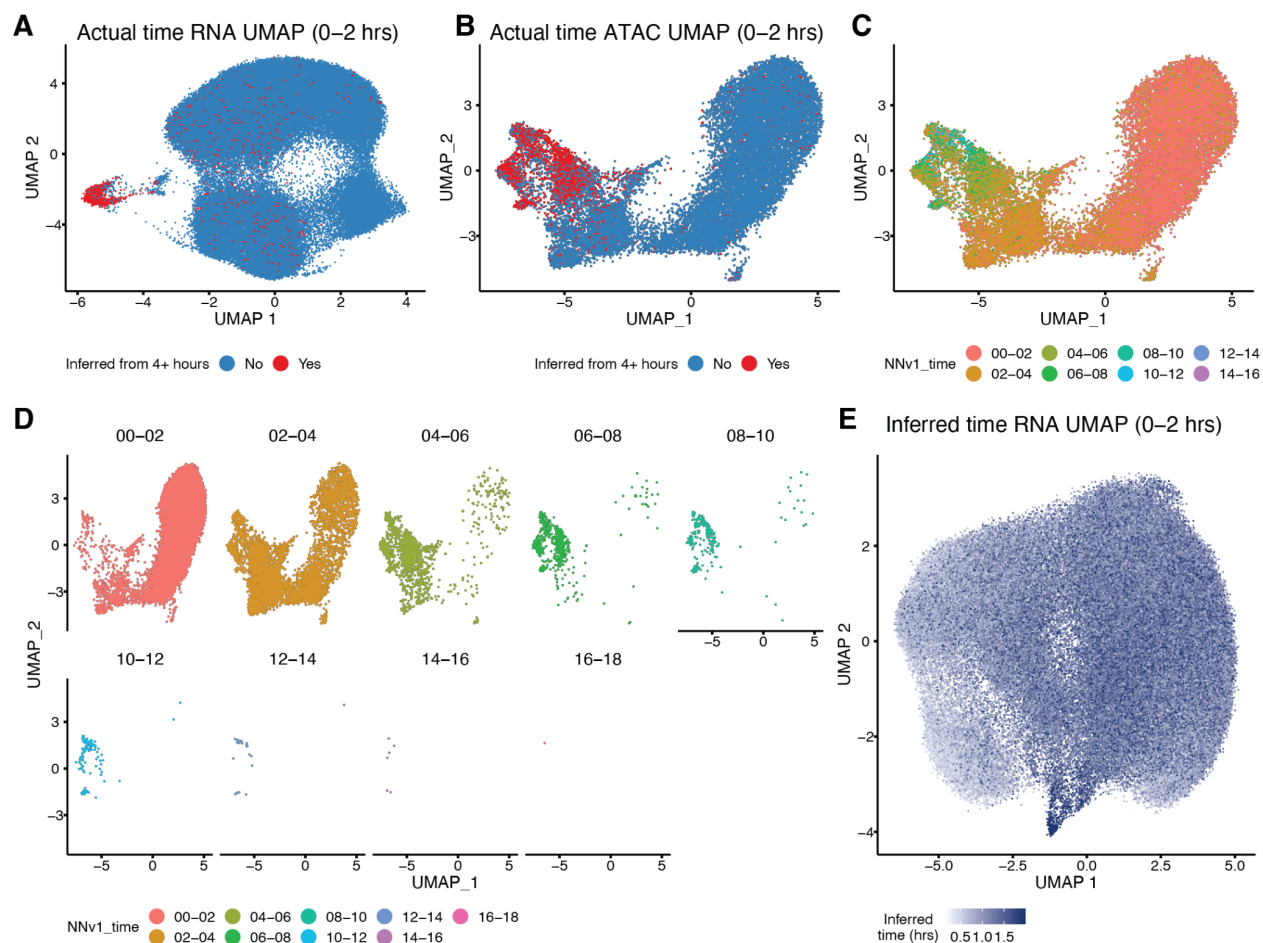

**Fig. S5.**

**Model of developmental ages identifies “contaminating” older nuclei in the earliest collection window.** (A) UMAP of scRNA data of cells from the 0-2 hr actual time window. Cells inferred to be over 4+ hours in developmental age by the model are highlighted in red. (B) Same as panel A but visualizing the scATAC data. (C) Same as panel B but cells are colored by model-inferred time. (D) Same as panel D but cells are split by model-inferred time. (E) UMAP of scRNA data of cells inferred to be up to 2 hrs in developmental age.

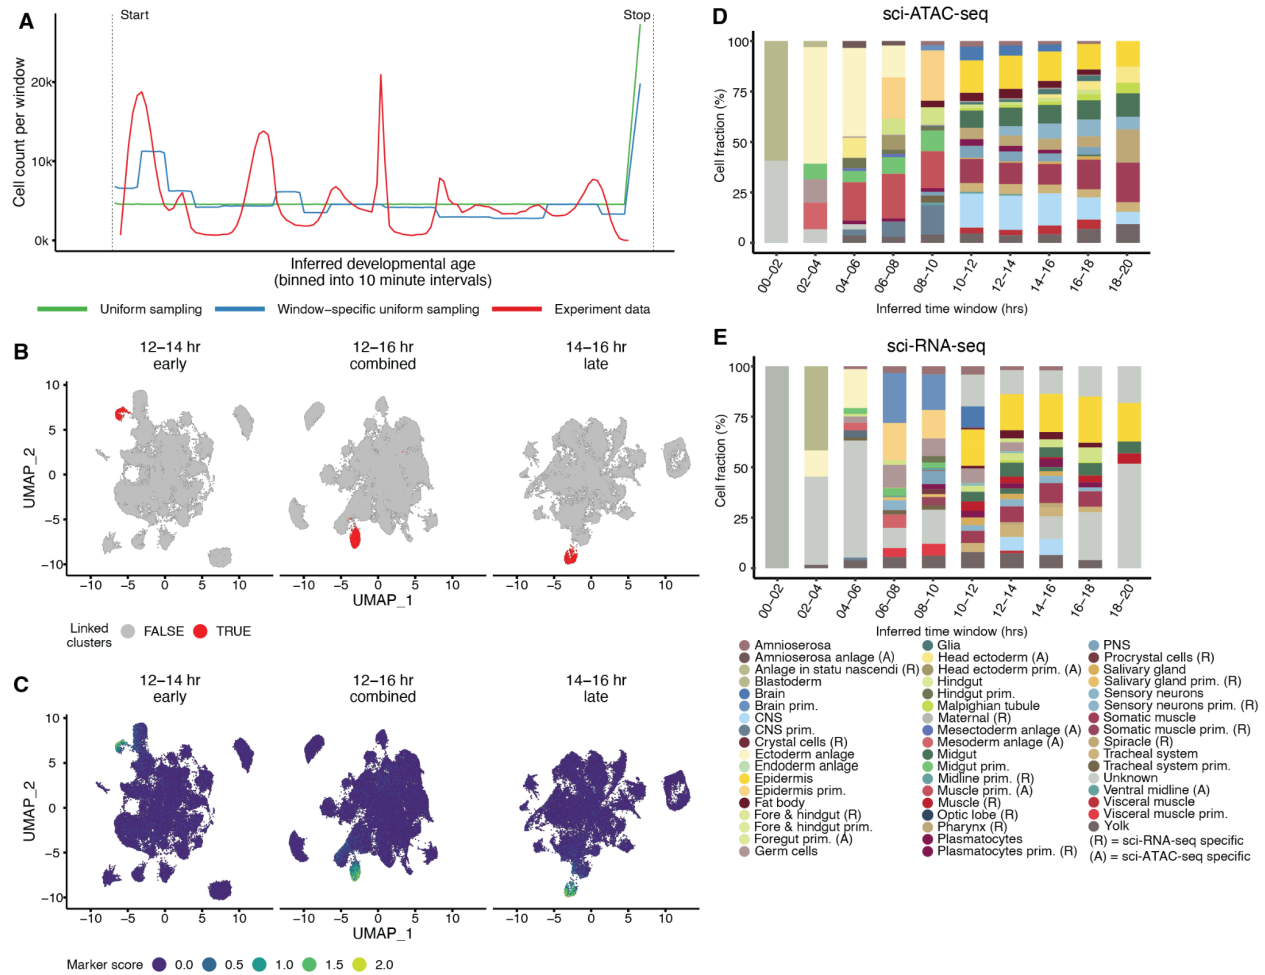

**Fig. S6.**

**Distribution of cells and cell states through inferred time.** (A) Cells were binned into 10 minute intervals based on their inferred developmental ages. The counts of cells per window are displayed on the y-axis. Counts of cells from the actual distribution of inferred ages for all nuclei are highlighted in red. 

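Counted in 2-hour bins of inferred age, the deposited cells alternated between fuller and emptier bins. There were 84626 cells from 4 to 6 hours, 33412 from 6 to 8, 77035 from 8 to 10, 24073 from 10 to 12 and 58550 from 12 to 14 hours. From 10 to 12 hours, this was 56.1% fewer than uniform sampling over 20 hours gives.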

We wanted to compare the distribution of inferred ages to what might be expected under different potential cell sampling strategies. A uniform sampling of all 547,805 cells across 10 min bins is visualized in green. Alternatively, uniformly sampling cells from actual time windows into 10 min bins is visualized in green. This strategy accounts for different numbers of cells that were collected from different actual time windows. 

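With each cell spread evenly over its collection window, the expected numbers were 52136 cells from 4 to 6 hours, 57910 from 6 to 8, 54586 from 8 to 10, 50036 from 10 to 12 and 35491 from 12 to 14 hours. The observed numbers were 62.3% above, 42.3% below, 41.1% above, 51.9% below and 65.0% above these in turn.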

(B) Illustration of the process of linking clusters from adjacent time windows. Clusters eventually found to be linked are highlighted in red in adjacent windows (left, right panels), in the co-embedded UMAP space that includes nuclei from both time windows the linked cells are mapped to the same cluster. (C) Same UMAP embedding as panel B, however cells are colored by their marker gene score defined by marker genes identified from just the 12-14 hr time window linked clustered. (D) Cell type proportions in each 2 hour inferred time window of the scATAC data. Cell type colors match those in Fig. 3A-B. Cell types annotated as unknown are excluded from the bar graph. (E) Same as panel D but for the scRNA data.

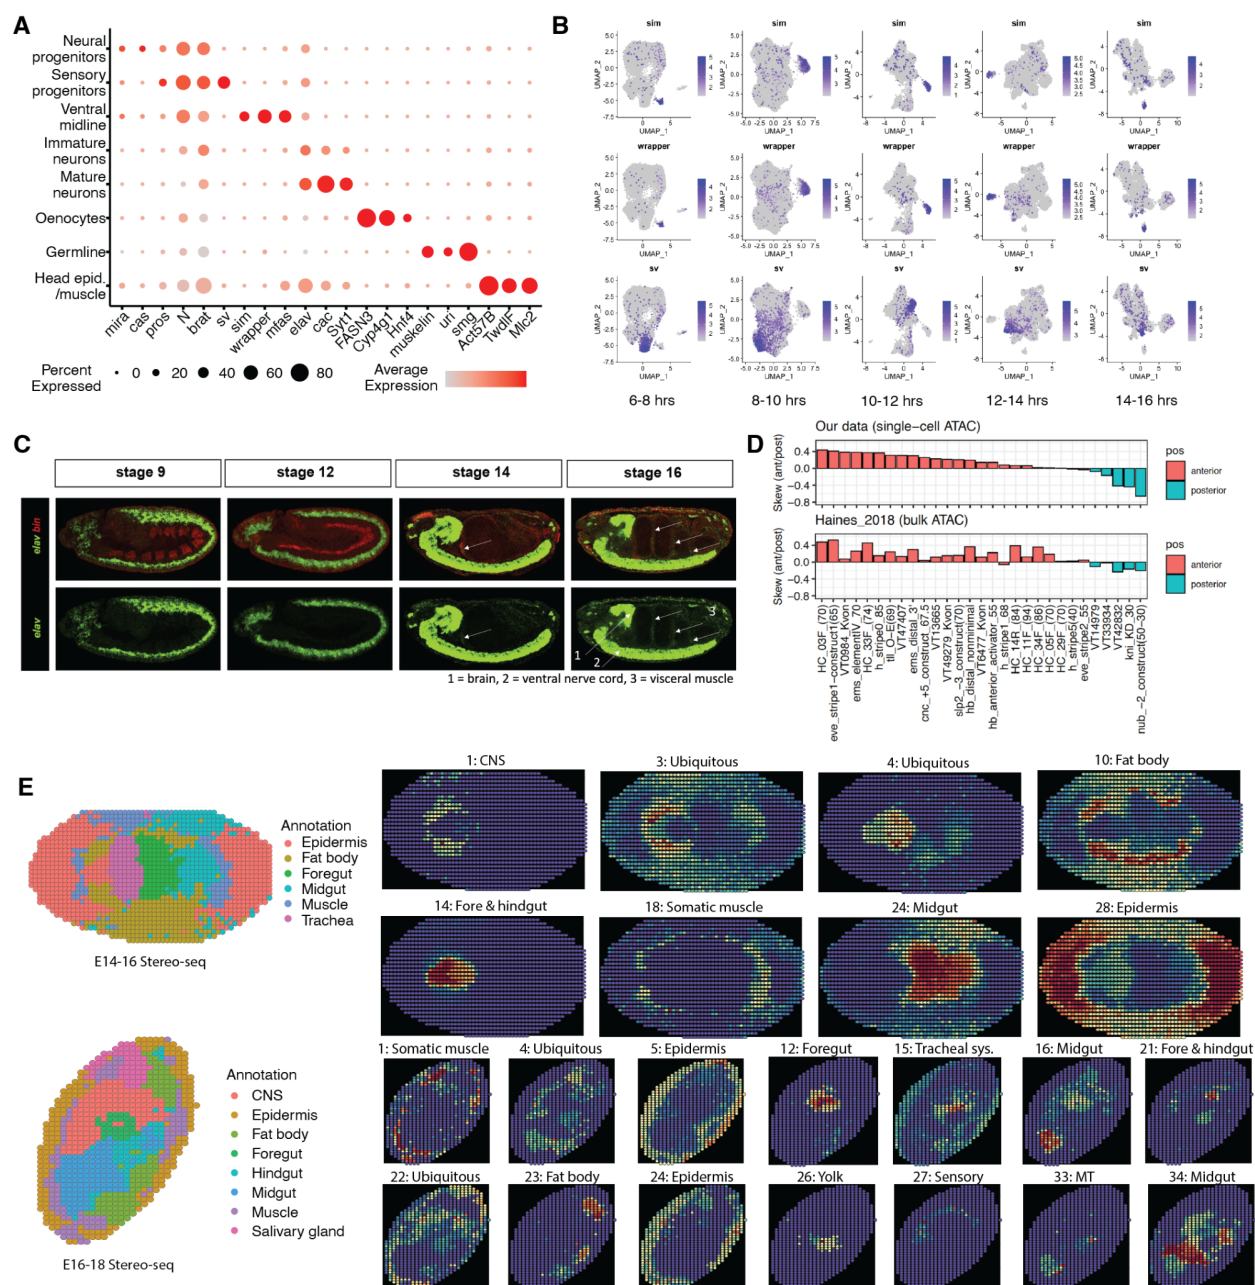

**Fig. S7.**

**Visualizing the expression of neuronal marker genes, unexpected *elav* expression, and spatial analysis.** (A) Marker gene expression in the neuroectodermal tissues. (B) scRNA UMAPs of marker gene expression in the neuroectodermal tissues. (C) *In situ* hybridization showing the expression of *elav* (green) in the nervous system (expected) and in the visceral muscle (unexpected), together with the visceral muscle marker *biniou* (red). (D) Positional accessibility skew ( $[(\text{anterior} - \text{posterior}) / \text{total}]$ ) at enhancers with validated A-P activity, for aggregated anterior or posterior cells (our data, top panel) and anterior or posterior embryo halves (bulk ATAC-seq from (37), bottom panel). Accessibility is anteriorly skewed for enhancers active in the anterior half of the embryo (light red bars) and posteriorly skewed for

posterior enhancers (light blue bars). (E) Reference annotations of *Drosophila* embryos at two time windows (left), and visualization of label transfer probabilities to spatially-located DNA nanoballs (right). The label transfer probabilities are plotted on a blue to red color scale, where large label transfer probabilities are visualized as increasingly red.

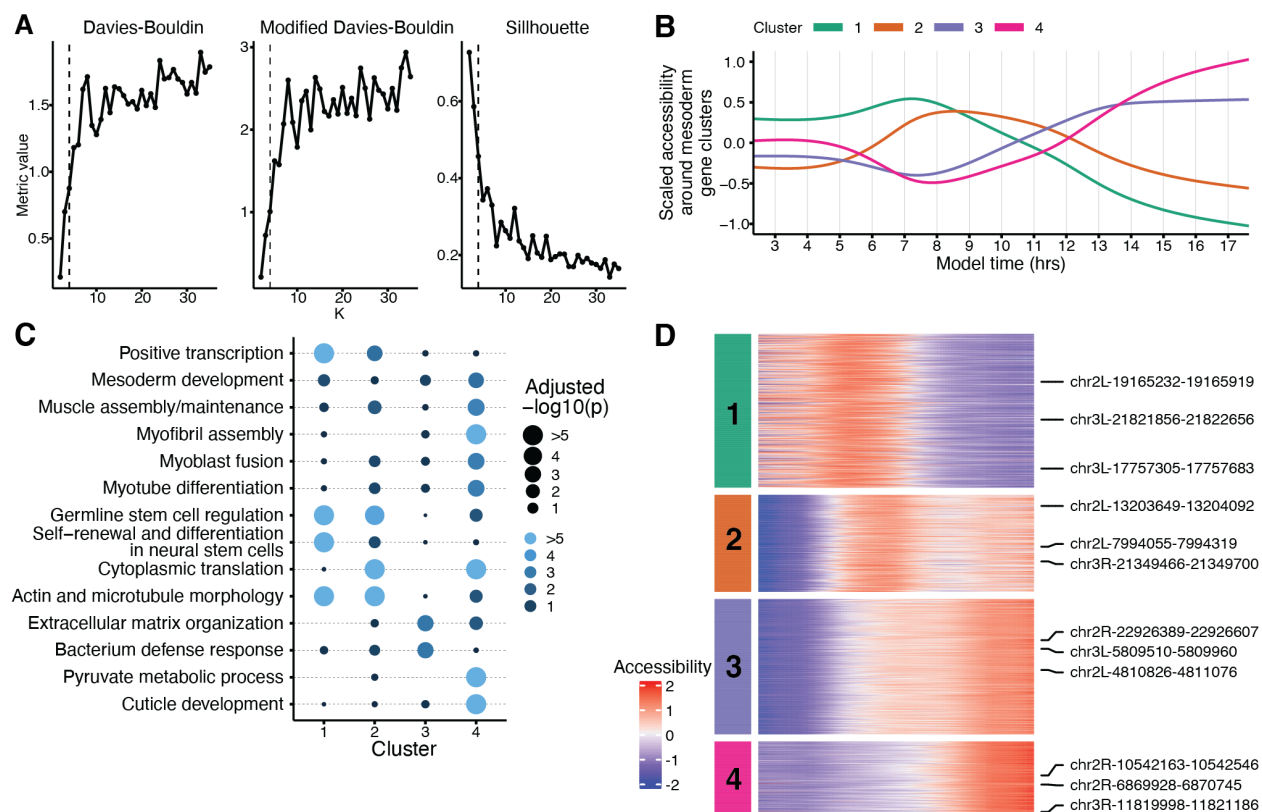

**Fig. S8.**

**Figure S8: Choosing the number of clusters for clustering of variable mesoderm genes, and additional ATAC mesoderm clustering.** (A) Visualization of several metrics for evaluating different choices of  $k$  for clustering. The dotted line indicates our choice of  $k=4$  for clustering mesoderm genes. (B) Scaled accessibility around genes that were included in the four mesoderm clusters. (C) Results from gene pathway enrichment of genes in the mesoderm-upregulated gene cluster. (D) Heatmap of clustered mesoderm accessibility regions using a similar approach as in Fig. 4C.

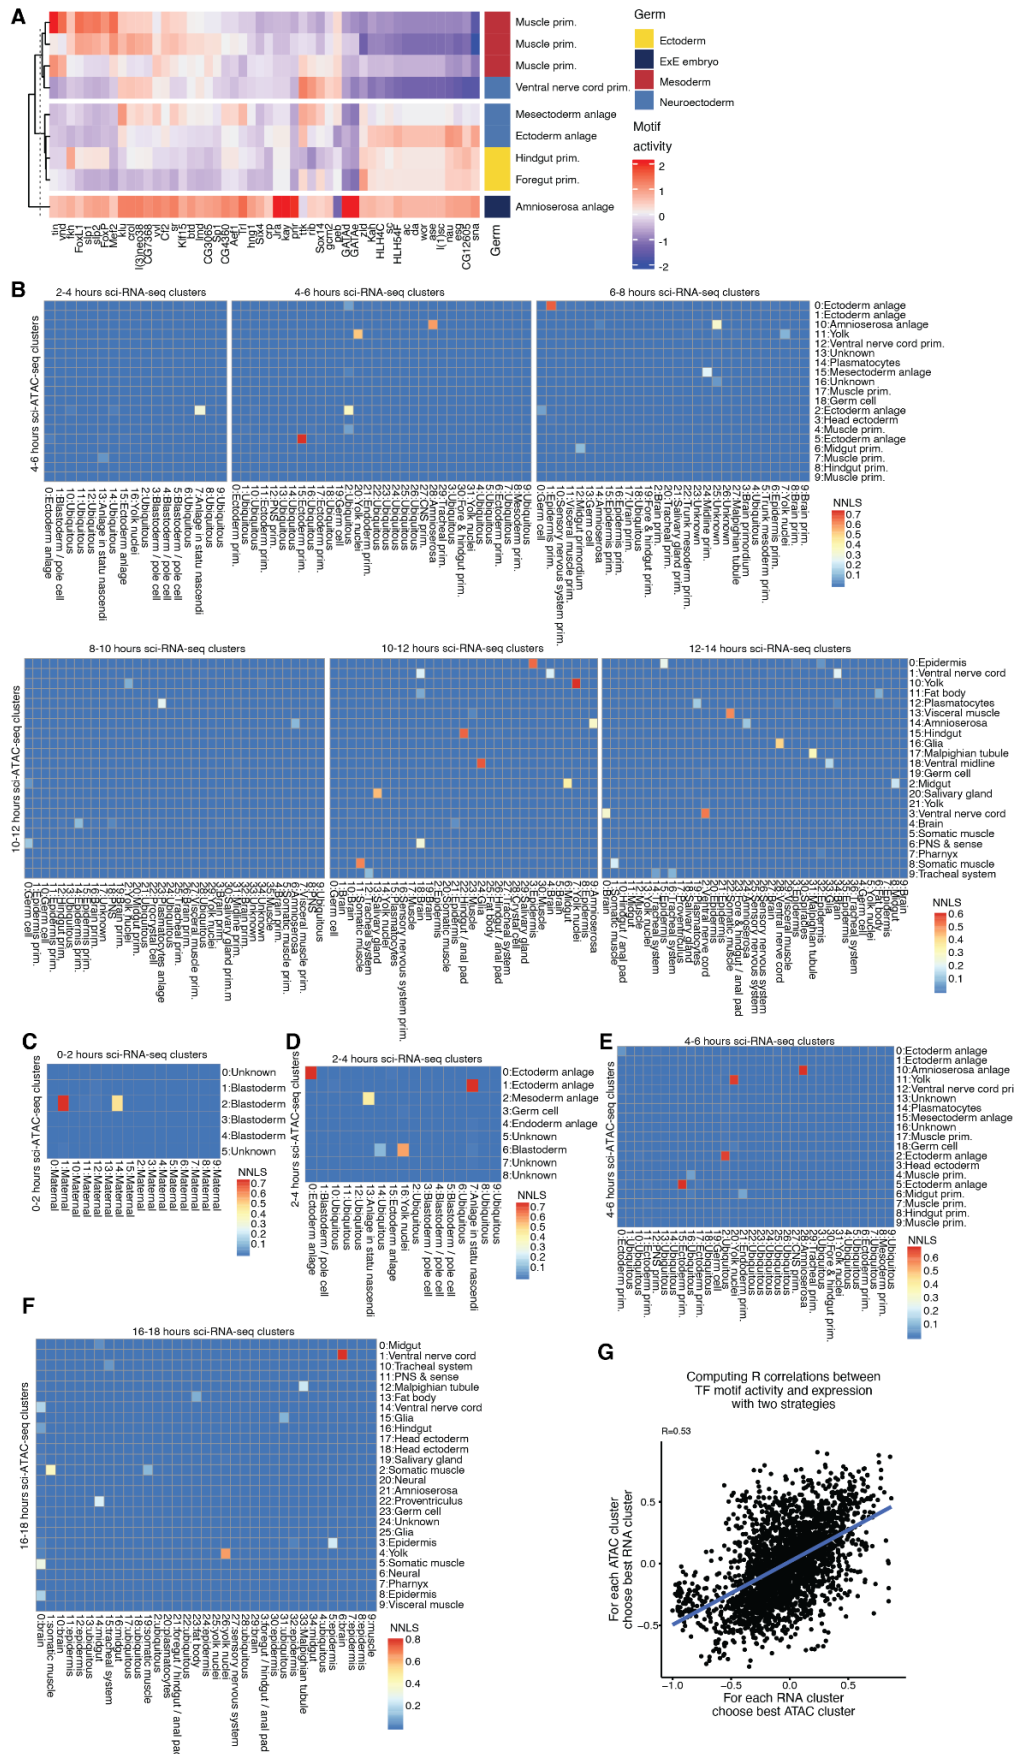

**Fig. S9.**

**Motif activity and linking of scATAC and scRNA-derived clusters with non-negative least squares (NNLS).** (A) Same as **Fig. 5A**, except for the 6-8 hr time window. (B) NNLS results for between scATAC annotations and connections to an earlier 2 hr window (left), the matching hour window (middle) and a later 2 hr window of scRNA annotations. (C-F) Heatmaps visualizing the NNLS analyses derived coefficients linking scATAC (rows) and scRNA (columns) clusters in several 2 hour inferred time windows. A larger NNLS coefficient indicates higher similarity between the clusters. (G) Comparing the Pearson's R correlation values computed between motif-associated chromatin accessibility and TF expression using two distinct strategies of linking ATAC and RNA clusters. On the x-axis, for each RNA cluster we choose the ATAC cluster with the highest NNLS correlation then computed Pearson's R. On the y-axis, for each ATAC cluster we choose the RNA cluster with the highest NNLS correlation. Both strategies resulted in similar correlation values. Blue line indicates a linear regression fit.

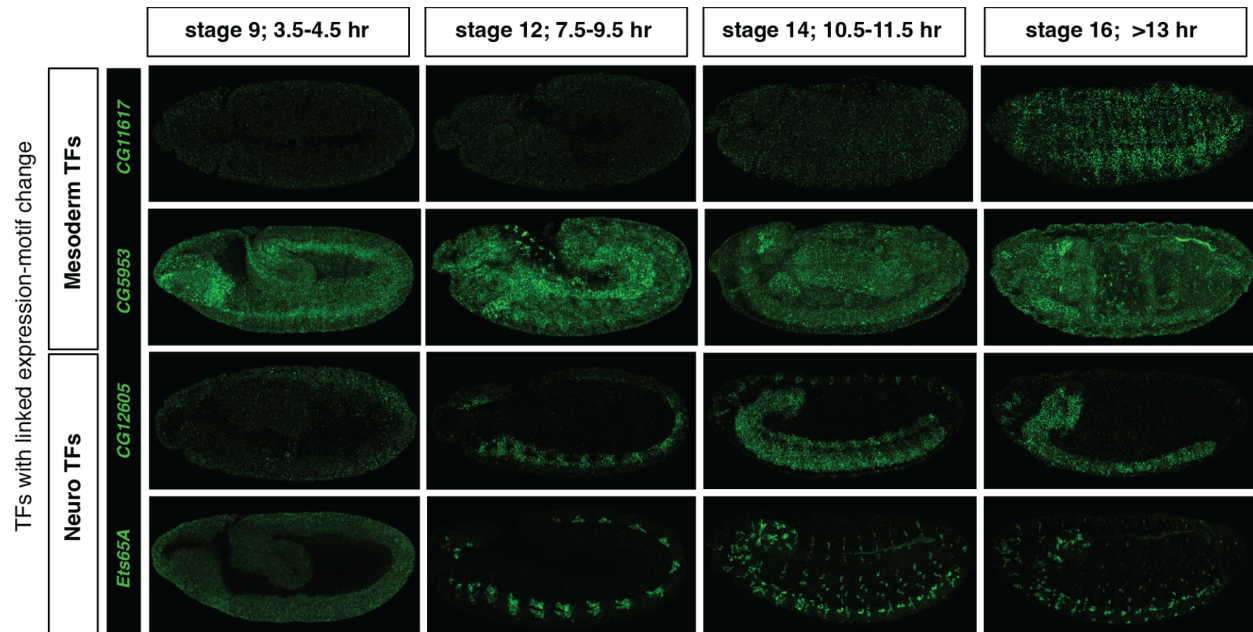

**Fig. S10.**

**Expression validation of putative mesodermal and neuroectodermal TFs by in situ hybridization.** *In-situ* hybridization demonstrates the expected temporal and tissue expression of four TFs in the mesoderm / muscle (CG11617, CG5953) or neuroectoderm (CG12605, Ets65A).

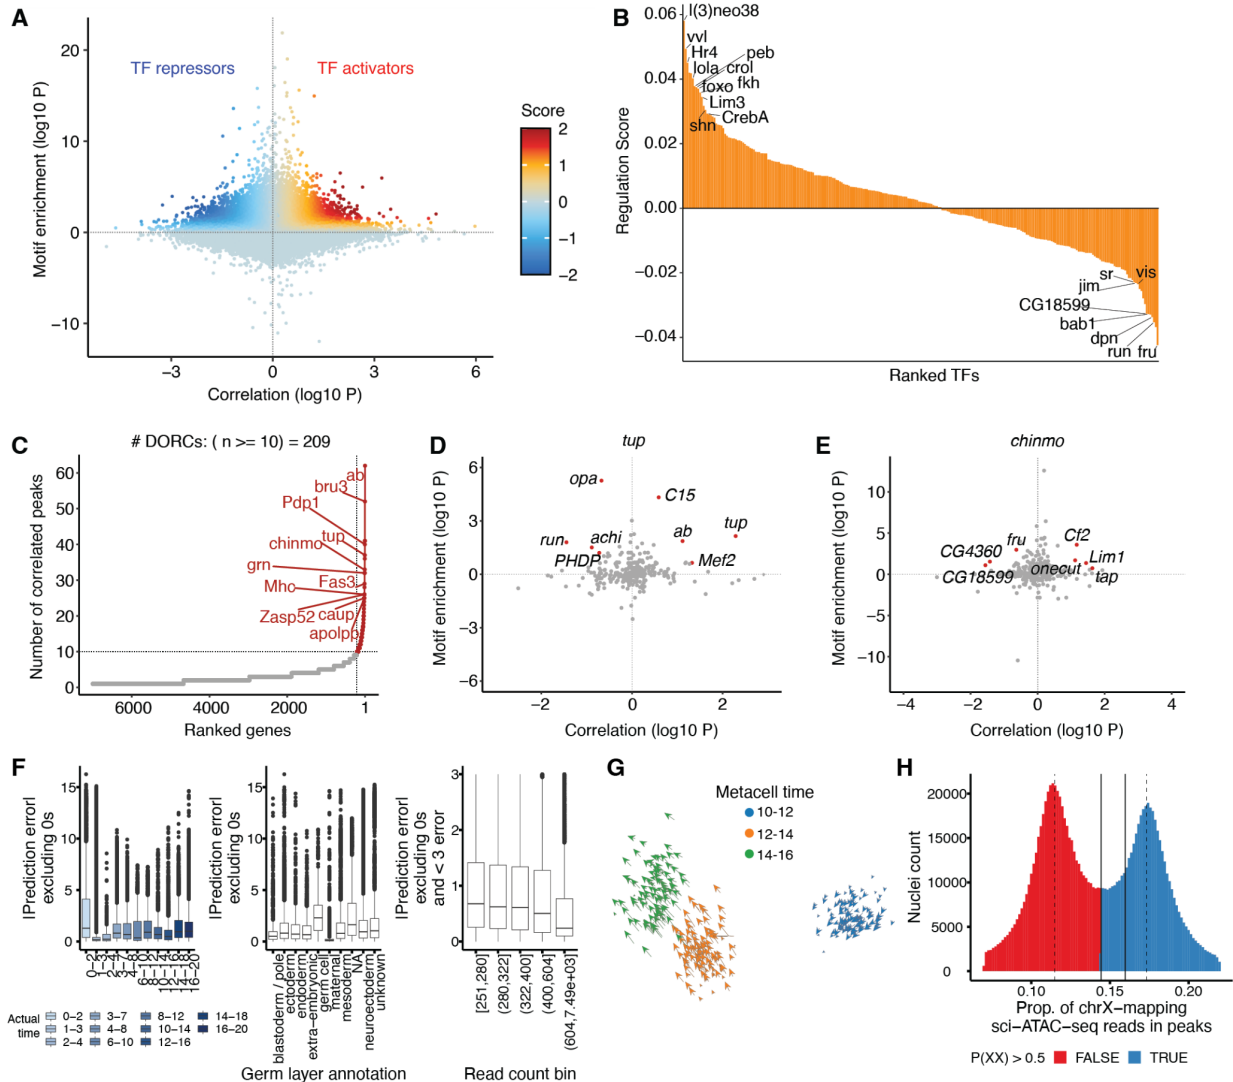

**Fig. S11.**

**Additional analyses of interest.** (A) Scatterplot of all TF-regulatory domains associations identified by FigR, colored by the regulation score. A positive score indicates putative TF activators, a negative score indicates repressors. (B) TFs ranked by their average regulation score (across all associated regulatory regions), putative TF activators (left-skewed) and repressors (right-skewed) are highlighted. (C) Genes ranked by the number of significant peak-gene links identified by FigR. Highlighted in red are genes with a high number of peak-gene links ( $n \geq 10$ ), which are referred to as domains of regulatory chromatin (DORCs). (D) Candidate TF regulators of *tup*. Highlighted are TFs with an absolute regulation score  $> 0.5$ , all other TFs are colored in gray. (E) Same as panel D, but showing the candidate TF regulators of *chinmo*. 

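By collection window, the inferred age lay outside the window for 6.95% of cells at 0 to 2 hours, 19.1% at 1 to 3, 6.71% at 2 to 4, 6.58% at 3 to 7, 3.92% at 4 to 8, 5.73% at 6 to 10, 9.01% at 8 to 12, 9.02% at 10 to 14, 8.58% at 12 to 16, 22.8% at 14 to 18 and 18.2% at 16 to 20 hours. Windows of 2 hours leave less room than those of 4 hours. Among cells outside, the median distance to the window edge was 1.30 hours at 0 to 2 hours, against 0.171 hours at 1 to 3 hours and 1.01 hours at 16 to 20 hours. Germ layers were not analysed here.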

(F) The error of the model-inferred age prediction is visualized as a boxplot stratified by experimental time window (left), germ layer (middle), or read depth (right). (G) The velocity vector estimated on 'metacells', which consisted of a random subsample of cells per window that were pseudobulked prior to velocity analysis. (H) Distribution of the proportion of chrX-mapped reads from scATAC data. Cells are classified as XX or XY with a gaussian mixture model.

## References and Notes

1. J. Cao, M. Spielmann, X. Qiu, X. Huang, D. M. Ibrahim, A. J. Hill, F. Zhang, S. Mundlos, L. Christiansen, F. J. Steemers, C. Trapnell, J. Shendure, The single-cell transcriptional landscape of mammalian organogenesis. *Nature* **566**, 496–502 (2019). [doi:10.1038/s41586-019-0969-x](https://doi.org/10.1038/s41586-019-0969-x) [Medline](#)
2. B. Pijuan-Sala, J. A. Griffiths, C. Guibentif, T. W. Hiscock, W. Jawaid, F. J. Calero-Nieto, C. Mulas, X. Ibarra-Soria, R. C. V. Tyser, D. L. L. Ho, W. Reik, S. Srinivas, B. D. Simons, J. Nichols, J. C. Marioni, B. Göttgens, A single-cell molecular map of mouse gastrulation and early organogenesis. *Nature* **566**, 490–495 (2019). [doi:10.1038/s41586-019-0933-9](https://doi.org/10.1038/s41586-019-0933-9) [Medline](#)
3. C. Qiu, J. Cao, B. K. Martin, T. Li, I. C. Welsh, S. Srivatsan, X. Huang, D. Calderon, W. S. Noble, C. M. Distech, S. A. Murray, M. Spielmann, C. B. Moens, C. Trapnell, J. Shendure, Systematic reconstruction of cellular trajectories across mouse embryogenesis. *Nat. Genet.* **54**, 328–341 (2022). [doi:10.1038/s41588-022-01018-x](https://doi.org/10.1038/s41588-022-01018-x) [Medline](#)
4. M. Mittnenzweig, Y. Mayshar, S. Cheng, R. Ben-Yair, R. Hadas, Y. Rais, E. Chomsky, N. Reines, A. Uzonyi, L. Lumerman, A. Lifshitz, Z. Mukamel, A.-H. Orenbuch, A. Tanay, Y. Stelzer, A single-embryo, single-cell time-resolved model for mouse gastrulation. *Cell* **184**, 2825–2842.e22 (2021). [doi:10.1016/j.cell.2021.04.004](https://doi.org/10.1016/j.cell.2021.04.004) [Medline](#)
5. G. La Manno, K. Siletti, A. Furlan, D. Gyllborg, E. Vinsland, A. Mossi Albiach, C. Mattsson Langseth, I. Khven, A. R. Lederer, L. M. Dratva, A. Johnsson, M. Nilsson, P. Lönnerberg, S. Linnarsson, Molecular architecture of the developing mouse brain. *Nature* **596**, 92–96 (2021). [doi:10.1038/s41586-021-03775-x](https://doi.org/10.1038/s41586-021-03775-x) [Medline](#)
6. S. Domcke, A. J. Hill, R. M. Daza, J. Cao, D. R. O'Day, H. A. Pliner, K. A. Aldinger, D. Pokholok, F. Zhang, J. H. Milbank, M. A. Zager, I. A. Glass, F. J. Steemers, D. Doherty, C. Trapnell, D. A. Cusanovich, J. Shendure, A human cell atlas of fetal chromatin accessibility. *Science* **370**, eaba7612 (2020). [doi:10.1126/science.aba7612](https://doi.org/10.1126/science.aba7612) [Medline](#)
7. N. Karaikos, P. Wahle, J. Alles, A. Boltengagen, S. Ayoub, C. Kipar, C. Kocks, N. Rajewsky, R. P. Zinzen, The *Drosophila* embryo at single-cell transcriptome resolution. *Science* **358**, 194–199 (2017). [doi:10.1126/science.aan3235](https://doi.org/10.1126/science.aan3235) [Medline](#)
8. J. Rivera, S. V. E. Keränen, S. M. Gallo, M. S. Halfon, REDfly: The transcriptional regulatory element database for *Drosophila*. *Nucleic Acids Res.* **47**, D828–D834 (2019). [doi:10.1093/nar/gky957](https://doi.org/10.1093/nar/gky957) [Medline](#)
9. E. Z. Kvon, T. Kazmar, G. Stampfel, J. O. Yáñez-Cuna, M. Pagani, K. Schernhuber, B. J. Dickson, A. Stark, Genome-scale functional characterization of *Drosophila* developmental enhancers *in vivo*. *Nature* **512**, 91–95 (2014). [doi:10.1038/nature13395](https://doi.org/10.1038/nature13395) [Medline](#)
10. S. Bonn, R. P. Zinzen, C. Girardot, E. H. Gustafson, A. Perez-Gonzalez, N. Delhomme, Y. Ghavi-Helm, B. Wilczyński, A. Riddell, E. E. M. Furlong, Tissue-specific analysis of chromatin state identifies temporal signatures of enhancer activity during embryonic development. *Nat. Genet.* **44**, 148–156 (2012). [doi:10.1038/ng.1064](https://doi.org/10.1038/ng.1064) [Medline](#)
11. J. P. Reddington, D. A. Garfield, O. M. Sigalova, A. Karabacak Calviello, R. Marco-Ferreres, C. Girardot, R. R. Viales, J. F. Degner, U. Ohler, E. E. M. Furlong, Lineage-Resolved

How the deposited data were processed for this re-analysis (not part of the article)

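Embryos of Drosophila melanogaster were collected in 11 overlapping windows between 0 and 20 hours after egg laying, and nuclei of several windows were profiled together in each of 7 sci-RNA-seq3 experiments (1, 2, 3, 4, 10, 11 and 12). The scRNA data were analysed here, and the scATAC data, the in situ hybridizations and the spatial data were not analysed here. According to the paper's methods, the authors mapped reads to dm6 and counted UMIs per gene and cell, and the deposited count matrix holds these counts as whole numbers without normalization. The aligner and the gene annotation are not given in the sources used here. The methods also state limits on UMIs, genes and ribosomal genes per cell, removal of doublets with a modified DoubletFinder, and assignment of each nucleus to its window by its reverse transcription barcode. The deposited table of the cells gives UMIs and genes per cell as counts, the percent of a cell's UMIs on ribosomal genes and on mitochondrial genes as the authors computed them, and hours of inferred age from the authors' neural network. The deposited ribosomal percent equalled the percent of UMIs on 92 genes named RpL or RpS, and the mitochondrial percent that on 38 genes named mt:, in every cell, with differences under 1e-12 percent. Because doublets had been removed, no doublet caller was run again.

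The matrix held 547805 cells, 23932 gene names and 347601285 UMIs, and all UMI and gene sums per cell equalled those in the table. Of 1908 PCR wells, 1475 held cells. Each well belongs to 1 experiment and holds nuclei of several windows, so the well was mapped to its experiment and the window was taken from the cell. Gene symbols were matched to the Ensembl BDGP6.54 annotation, release 115, whose assembly corresponds to dm6, and 17199 symbols matched, or 92.9% of those that are not transposable elements. No coordinates are part of the deposited files, so positions and chromosomes rest on this annotation.

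Cells were not taken as replicates. UMIs were summed over cells of the same experiment and collection window, or the same experiment and bin of inferred age, with at least 100 cells for each sum. Tests used edgeR 4.0.16 in R 4.3.3 with filterByExpr, TMM factors and quasi-likelihood fits (robust estimation off), limma 3.58.1 beneath it, and DESeq2 1.42.0 as the other tool. An FDR of 0.05 after Benjamini-Hochberg adjustment was the threshold. The experiment terms were tested with window as a factor, the trend on the centre hour of the window without an experiment term, and the 16- to 20-hour window against the 0- to 2-hour window in a fit of all windows. Early slopes were tested over 30-min bins of inferred age from 0 to 2 hours. Other values were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. A log2 CPM used for a correlation across genes had a prior count of 1, and log-normalized values were scaled to 10000 UMIs per cell.

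The paper's methods state that each experiment held several windows, so pseudobulks of the same experiment share a batch. Deviations of log2 CPM from the window means correlated with a median r of 0.326 for 107 pairs of the same experiment, above 0.1 in 90.7% of pairs, and of -0.057 for 544 pairs of different experiments, above 0.1 in 16.7%. Fits with experiment as a blocking term were therefore run beside the fits without it.

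No cell type annotation was used here. At most 8000 cells per experiment in each 2-hour window of inferred age from 4 to 18 hours were clustered on 2000 variable genes, 40 principal components and 20 neighbours with Leiden clustering at resolution 1 (igraph 0.11.9, leidenalg 0.10.2). Ribosomal protein, mitochondrial and rRNA genes and the reported genes Kah, Mhc, elav, sage, GATAe and Awh took no part in clustering or naming. A cluster took the name of the marker list with the highest share of its genes at least 2-fold above the other clusters and with at least 20 UMIs, given at least 3 such markers, more of its own markers among the 10 leading genes than of any other list, and a median of UMIs within 3-fold of its experiments. The marker lists were fixed before the data were examined, but this scoring rule went through several versions after clusters and shares of elav had been seen. It named 4 of 17 clusters at 4 to 6 hours with 7.70% of cells, 10 of 30 clusters at 14 to 16 hours with 28.8% of cells, the most of all windows, and 3 of 24 clusters at 16 to 18 hours with 6.02% of cells, the fewest. Clusters were named as neuron-like, neural progenitor-like, glia-like, midline-like, somatic muscle-like, visceral muscle-like, fat body-like, plasmatocyte-like, epidermis-like, trachea-like and salivary gland-like, and the lists for crystal cells, germ cells, midgut, amnioserosa and oenocytes named none. Class pseudobulks needed at least 30 cells.

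Genes named in the text followed a rule written before the data were examined. It takes a list of genes that the paper names with a scRNA measurement, the genes of the zygotic, maternal and silent lists, and the 10 genes with the largest absolute log2 fold change between 16 to 20 and 0 to 2 hours among those past the threshold whose pseudobulks of both windows did not overlap. The rule is worded for the results text of the paper, but its list also holds tral, smg, Osi7, Act57B, CycB, Hr4, CG2962 and apolpp, which come from the paper's figures. Symbols in these figures had been seen before the rule was written. The other genes of the paper that the rule takes are markers of classes or of neuronal subtypes that were not rebuilt here, and are not reported. The gene frs of the zygotic list is named Z600 in the matrix. The genes whose spread over cells was measured were chosen from the named genes after their values were seen.

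A UMI in a cell can come from free RNA, so shares of cells with a UMI were set beside those of windows or classes where the gene was low, after thinning each cell to 250 UMIs. Intervals for shares are 95% Clopper-Pearson intervals and cover counting error only. The limit that a count of 0 allows was taken as 3 counts. The list medians were compared with 10000 random lists matched in 20 bins of mean expression. The linear age model was a ridge regression with a penalty of 1000 on 3000 genes.

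The tests were tried on simulated data with the real depths and groups, in which 200 genes were changed at a dispersion of 0.1. With a change of 2 on the log2 scale, 82% of changed genes were called between the first and last windows, 92% for the trend and 91% for the experiment terms, and 2.96%, 4.66% and 3.70% of the calls were unchanged genes. For the early slopes these values were 95.5% and 4.98%. With a change of 3 in the class tests, 96% were called in the setting of sage, 90% in that of Awh and 94% in that of elav, with 3.52%, 6.74% and 7.84% of calls unchanged. In the settings of Awh and elav, the share of unchanged genes among calls was thus above the 5% aimed at. The settings of the simulation name no effect shared by pseudobulks of the same experiment. These rates therefore need not hold for the real counts, where such pseudobulks correlate.

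Alternatives covered the scaling of counts, the filter on low counts, cells of at least 400 UMIs, the tool, the blocking term, the width of age bins, the scale of expression, thinning, thresholds of age and rho, the expected distribution of ages, and leaving out each experiment in turn. Those added later are named in the closing section. Left out were germ-layer composition, mesoderm tests and gene modules of mesoderm, neuronal subtypes and GATAe in midgut, all of which need annotations or clusters not used here.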

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

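Chosen only after the result was seen was the test of UMIs per cell across the first collection windows. The other tests in this part were written down before their values were seen, but the limit for reading the rho of the linear model was set after. Of 22 groups of experiments searched for a value far from the others, 2 held one, where chance gives about 1 in 20.

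In experiment 10, 19.5% of cells had more than 10% of their UMIs on ribosomal protein genes, far from the other 6 experiments, of which the next was at 7.26%. The windows that experiment 10 holds were argued against as the cause, since its share was the highest in 10 of the 10 windows it shared with others. UMI depth was argued against too, since among cells of 300 to 600 UMIs its share was still 2.69 times the next. What stays open is the handling of nuclei or libraries in that experiment, which was not tested, and a difference between the embryos of the experiment, for which the design gives no comparison.

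In experiment 4, the median percent of UMIs on mitochondrial genes was 3.24%, far from the others, of which the next was at 0.997%. Its windows do not account for this, since in the 3- to 7-hour and 4- to 8-hour windows it was at least 2.42 times the next experiment. Neither does UMI depth, since among cells of 300 to 600 UMIs it was 3.36 times the next. Purity of the nuclei was not tested and stays open, as does a difference between the embryos.

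Within the 0- to 2-hour window, UMIs per cell fell with inferred age in each of 4 experiments (Spearman's rho over cells of -0.327, -0.564, -0.729 and -0.588 in experiments 2, 10, 11 and 12), and within the 16- to 20-hour window they rose in each of 3 (0.160, 0.140 and 0.401 in experiments 1, 3 and 10). The means differ by 0.786. The difference itself was not tested, and cells of an experiment are not replicates. One technical explanation is that the authors' age model reads early cells of few UMIs as older. The median of UMIs was lower at 1 to 3 than at 0 to 2 hours in 4 of 4 experiments, although only from 434 to 425 in experiment 10. It was lower at 2 to 4 than at 0 to 2 hours in 2 of 2, but from 1 to 3 to 2 to 4 hours it rose from 506 to 562 in experiment 11 and from 487 to 488 in experiment 12. These values leave the explanation open. In a linear age model fitted to cells thinned to 250 UMIs, the rho of its age with the original UMIs had a median of -0.178 in the 0- to 2-hour window, from -0.297 in experiment 2 to -0.013 in experiment 12. In the 16- to 20-hour window the rho was 0.038 to 0.047, so the late rise was nearly absent in that model. The fall stayed in experiments 2 and 10 and was slight in experiments 11 and 12, so drift of the estimate with few UMIs and a real fall of RNA content with age cannot be told apart here, because the deposited age comes from another model whose inputs were not thinned.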

How the results depend on the processing

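Chosen only after values were seen were the tests with midline-like cells among the other classes and with other rules for naming clusters, the use of marker-named clusters in place of annotations, the inclusion of the named gene in a class test whatever its count, and the increase of the shuffles of the trend from 40 to 100, of which the first 40 gave the same number of orders with as many genes. All other alternatives were set before the data were examined.

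Of 177 alternative values, 150 kept their direction and call or moved by less than the spread between experiments, or by less than 1.5 times for a count, 7 kept their direction but lost their call, 20 moved further and 0 reversed. Where the spread is wide this tally flags little. The share of older 0- to 2-hour cells had an SD of 7.2 points, so its range of 1.08 to 4.30% was not flagged. A count of genes or a share of cells cannot reverse. The number of genes called for the experiment terms stayed between 8827 and 10713, for the trend between 7809 and 10846, and between the first and last windows between 7831 and 11454. Counts with a strong rank correlation were 2323 to 3393, apart from 750 when the threshold on rho was 0.9, which is stricter by construction.

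The number of genes with an early slope was 564. It was 1247 with 15-min bins, 3289 with experiment as a blocking term and 3749 with collection windows in place of inferred age. These are the windows 0 to 2, 1 to 3 and 2 to 4 hours, which span more hours than the slope on inferred age. With each experiment left out it was between 224 and 542, and the 224 came without experiment 12. The count of maternal genes falling past the threshold, 0 at first, was 1 with 15-min bins, 4 with the blocking term and 5 with collection windows. The count of silent genes rising past it, also 0 at first, was 4, 5 and 2 under the same settings, and 0 to 4 with each experiment left out, with 4 when experiment 10 was left out. Among zygotic genes, 12 to 17 rose past it under each alternative. The cause of these changes was not tested. The blocking term changed no other call and moved no other count by more than 1.5 times.

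The largest step between windows was 60.7% of the range for smg and 46.1% for Osi7 on the log2(CPM + 1) scale. Between 10-min bins it was 20.5% and 19.3% on this scale, and 15.5% and 23.1% with 30-min bins on the first scale. Measured to the window centre in place of the edge, the median distance was greater by 0.232 hours in the group of cells with fewest UMIs than in the group with most, where the distance to the edge had a difference of 0, since most cells lie inside their window.

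Without thinning, 24.1% of visceral muscle-like cells had an elav UMI, and 17.3% did with another naming rule, while naming by the most markers alone gave no visceral muscle-like class. The log2 fold change of elav was 0.59 to 1.02 with each experiment left out, and the call was lost without experiment 1 (adjusted p = 0.223 from edgeR), 3 (0.0907) or 10 (0.347), and with midline-like cells among the others (0.69, 0.117), while the adjusted p was 0.0102 to 0.0204 under the other alternatives. For sage the log2 fold change was 2.43 to 3.21 with each experiment left out, and the call was lost without experiment 1 (adjusted p = 0.207, and 0.00313 to 0.0295 under the others). For Awh it was 1.29 to 2.16, and the call was lost without experiment 3 (adjusted p = 0.469) and without experiment 10 (0.0683), with 4.91e-04 to 0.0120 under the others. Leaving out an experiment leaves fewer pseudobulks, and no other cause was tested. For sage, the setting of at least 100 cells left 1 salivary gland-like pseudobulk, which was assumed to vary like the others.

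The share of 0- to 2-hour cells with an age of at least 4 hours was 1.08% without experiment 10 and 4.30% without experiment 11, against 2.78%. Between the first and last windows, 239 of 240 alternative values for the 20 named genes kept their direction and call, and smg was not called with DESeq2 (log2 fold change of -1.19). Without experiment 10 the log2 fold change was 16.4 for Osi7, 14.1 for CG2962 and 9.02 for Kah, against 7.96, 8.51 and 5.26, and that of CG14422 was 7.67 without experiment 1, against 11.7. At 0 to 2 hours CG14422 had no UMI, so its fold change has no upper bound, and the other 3 genes had few UMIs outside experiment 10. Smaller shifts on the log2 scale can still be large as folds: with each experiment left out, the value was 6.96 to 9.23 for Act57B, 8.43 to 10.9 for apolpp, 9.43 to 12.2 for CG14424, 10.5 to 14.0 for TwdlM and 11.2 to 14.4 for Cpr51A.

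The setting of at least 500 cells per pseudobulk kept the same pseudobulks and says nothing about stability. Not run were the alternatives for germ-layer composition, for Kah and Mhc in mesoderm, for modules in mesoderm, for neuronal subtypes and for GATAe in midgut, and those with another inferred age, of which only 1 was used here. With a median of 399 UMIs per cell, a gene missing from a cell is weak evidence, and 4 of the 10 silent genes had too few counts to be tested.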

Differences from the paper's values

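No value computed under the settings chosen as main differs from the paper's by more than both the spread between experiments and 1.5 times. For the cells after 18 hours, the paper's value is 61% fewer than under uniform sampling and the value here was 71.3% fewer. With each cell spread evenly over its own collection window, an alternative set before the data were examined, the value was 60.5%, which reaches the paper's. With each experiment left out it was 58.1 to 98.7%, and the 98.7%, without experiment 10, was more than 1.5 times the paper's value. The MSE of inferred age was 2.01 and the fraction of cells within their window 0.892 over all cells, where the paper's 2.54 and 0.87 are for held-out cells, so the groups are not the same, and which of the paper's 2 selected models gave the deposited ages is not given in the sources used here.

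The paper states that cells above a limit on the share of ribosomal reads were excluded. By UMIs on genes named RpL or RpS, 44153 of the deposited cells lie above that limit, and by UMIs on rRNA genes 382 do.

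The paper reads a lack of strong batch effects from UMAPs in which no cluster derives from 1 experiment alone. In pseudobulks of the same windows, 10363 of 12116 genes differed between experiments, while profiles of the same window from different experiments correlated across genes with a median r of 0.935. UMAPs were not analysed here.

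The paper states that silent genes were not up-regulated with inferred age. On the list fixed here, which is not the paper's, all 6 testable silent genes rose, with a median of 1.46 on the log2 scale per hour. None was called by edgeR or DESeq2, and 5 had an unadjusted p under 0.05 with edgeR. With 15-min bins 4 were called, with the blocking term 5, with collection windows up to 4 hours 2 and without experiment 10 4. All 17 zygotic genes rose and were called, and no maternal gene rose past the threshold, which the paper states as well. The age was inferred from the same expression, so such rises can come by construction. With collection windows, which are not inferred, all 17 were called too.

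The paper states that there were reduced numbers of inferred cells in the first hours. The number from 0 to 2 hours was 123% above uniform sampling and 14.4% above that expected from the windows, and from 2 to 4 hours it was 46.1% and 52.9% below. Below 0.5 hours it was 55.0% and 68.7% below.

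The paper states that cells from the first window had greater error. Pooled over experiments, 6.95% of 0- to 2-hour cells lay outside the window. This was below the windows 1 to 3, 8 to 12, 10 to 14, 12 to 16, 14 to 18 and 16 to 20 hours. By experiment, 64.9% of 0- to 2-hour cells lay within the window in experiment 2, the lowest of its windows. In experiment 10 it was 83.57%, above 74.56% at 1 to 3 hours. In experiments 11 and 12 it was 98.85% and 95.15%. By pooled MSE, 0 to 2 hours was at 2.34, below 14 to 18, 16 to 20 and 1 to 3 hours. In experiments 2 and 10, its MSE of 6.840 and 7.655 was the highest of their windows, which goes with the paper's statement. In experiments 11 and 12 it was 0.234 and 0.567, below 0.869 and 0.751 at 1 to 3 hours. The pooled ranks thus rest on which experiments hold each window. Among cells outside, the pooled median distance at 0 to 2 hours, 1.30 hours, was the greatest of the 11 windows.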

Other observations

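Chosen only after their results were seen were the shuffles of experiment, hour and window labels, the test without ribosomal protein and mitochondrial genes, the test on older cells and later windows, both tests on the early muscle-like clusters and the test on free RNA of silent genes.

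Chance was argued against for the counts of the experiment terms and of the early slopes. It was argued against less firmly for the trend and for the first against the last window. There, an order or split other than the real one called nearly as many genes or more. Experiment labels shuffled within windows gave as many genes as the real labels in 1 of 60 arrangements, the real one included, and the highest other called 350. Hours shuffled among the windows gave as many in 2 of 100, where the real order called 9270 genes, 1 other order 9303 and the shuffled orders a median of 359. Other splits of the 3 and 4 pseudobulks gave as many in 1 of 35, in which the real split came first among those that also part the pseudobulks of experiment 10, and the highest other called 9375. Only experiment 10 held pseudobulks of both windows, so these splits do not part time from experiment. Bin hours shuffled within experiments gave as many genes with an early slope in 1 of 100. The age rests on the same expression, so this shuffle argues against chance alone and not against slopes by construction.

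The differences between experiments in the genes called for the experiment terms were set against several technical explanations. With 2-hour bins of inferred age in place of windows, 84.7% of tested genes were called. Different ages within a window stay open, since these bins are as wide as the early windows and the age was inferred from the same expression. With cells of 300 to 600 UMIs alone the share called was 85.6%, which argues against depth. Without ribosomal protein and mitochondrial genes it was 86.1%, which argues against their part of the UMIs as the cause. So few genes could not make up the count in any case. A different mix of cell types stays open. Within cells of a single marker-named class the highest share was 30.9%, in salivary gland-like cells, from far smaller pseudobulks. As many cells drawn from all clusters gave 5.60 times the calls found in somatic muscle-like cells (1552 against 277), but 1.05 times in neuron-like (443 against 422) and 1.22 times in salivary gland-like cells (552 against 452). As percents of the genes tested, which differed in number, these were 39.9% drawn against 8.56% within somatic muscle-like cells, but 21.1% against 25.2% for neuron-like and 27.4% against 30.9% for salivary gland-like cells. The classes thus differ in direction by percent, so the mix of cell types and a difference within each type cannot be told apart. The values within classes had been seen before the draws. No biological explanation was tested, and the embryos of each experiment stay among the open ones.

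The older cells of the 0- to 2-hour window differed between experiments, and it was asked whether nuclei of later windows in the same experiment could have carried over. Of these cells, 55.0% were 9 hours or more in experiment 10, which holds windows up to 20 hours. In experiments 2, 11 and 12, without windows past 8 hours, it was 14.9%, 14.3% and 10.4%, and 5 of 12 cells in experiment 4. Carry-over of nuclei or barcodes and older embryos in the collection, which the paper proposes, cannot be told apart, since cells of 9 hours or more were present in experiments without such windows and experiment 10 was the only 1 with late windows among those that collected 0 to 2 hours.

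The cells after 18 hours came almost all from experiment 10, where they were 26.7% of its 16- to 20-hour cells. Greater depth in that experiment was argued against as the cause: among 16- to 20-hour cells of at least 600 UMIs, 50.4% were after 18 hours in experiment 10, 11.4% in experiment 1 and 3.17% in experiment 3. Whether embryos of this experiment were older or the model reads its cells as older was not tested.

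The linear age model had a greater error on an experiment left out of its fit. This held in 7 of 7 experiments, which argues against chance, and with all cells thinned to 250 UMIs the mean ratio of the errors was 1.26, which argues against depth. Leaving an experiment out also leaves fewer cells to fit, and no fit with a matched number of cells was made. Whether the cause is in this, in the libraries or in the embryos was not tested, and the authors' neural network was not rebuilt.

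Small somatic muscle-like clusters were found at inferred ages of 4 to 6 hours (163 cells, Mhc in 66.3% and at 14166 CPM) and 6 to 8 hours (247 cells, Mhc in 98.4% and at 31232 CPM), of which 133 and 153 cells came from the 3- to 7-hour window. Like clusters of 51 to 177 cells were found in each later bin up to 14 to 16 hours, so they are not special to early ages. A candidate explanation is that these are nuclei of embryos older than their collection window, with an inferred age pulled toward it. Over 1626 genes, which are not independent, their profiles correlated with the 16- to 18-hour muscle-like cluster at 0.626 and 0.773, above the correlation with the larger of 2 clusters at 12 to 14 hours (0.337 and 0.164) but below that with the smaller (0.681 and 0.880). The smaller one correlated at 0.816 with the 16- to 18-hour cluster, so the profile does not date these cells, and older embryos and muscle cells of this profile at their inferred age cannot be told apart. Nuclei of later windows in the same experiment were argued against, since the clusters held 0.723% of 4- to 8-hour cells in experiments without windows past 12 hours and 0.504% in the others. The share was 1.27% in experiment 4 and 0.0817% in experiment 12. Mhc took no part in clustering, and doublets with muscle cells were not tested.

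UMIs of silent genes in cells of inferred age below 2 hours may come in part from free RNA. In experiment 10, which holds windows up to 20 hours, they were at 98.7 CPM (95% interval 94.7 to 103), 2.57 times the higher of experiments 11 (32.5 CPM) and 12 (38.4 CPM), which hold none past 7 hours. Experiment 2 was at 16.5 CPM and experiment 4 at 94.4 CPM (19.5 to 276, 3 UMIs), both without windows past 8 hours. Experiments 1 and 3, with late windows, were at 316 CPM (11 UMIs in 62 cells) and 232 CPM (8 UMIs in 56 cells). They collected no window before 3 and 6 hours, so these cells came from later windows and do not bear on free RNA in early nuclei. Older nuclei read as young would give the same pattern and were not tested apart from it, and neither was early expression of these genes.

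Over whole embryos, without regard to germ layer, Kah was highest at an inferred age of 8 to 10 hours (111.9 ± 93.0 CPM, SD over 5 experiments), and it peaked there in experiments 1, 3 and 10. Mhc was highest at 16 to 18 hours (4335 ± 2059 CPM, SD, n = 3), where it peaked in experiments 1 and 3, while in experiment 10 it peaked at 18 to 20 hours. Genes of the 4 mesoderm gene clusters of Table S6, of which the copy used here is incomplete, were averaged over all cells as scaled log2 CPM. From 4 to 6 hours to 16 to 18 hours, cluster 1 went from 0.47 to -1.04 (571 genes). Cluster 3 went from -0.54 to 0.73 (364 genes) and cluster 4 from -0.49 to 1.09 (629 genes). Cluster 2 went from 0.05 to -0.41 (432 genes), through 0.17 at 6 to 8, 0.02 at 8 to 10 and 0.10 at 10 to 12 hours. Its SD over experiments was 0.27 to 0.82, greater than the size of its mean in each bin, so no peak of cluster 2 could be placed. These are not values of mesoderm, and no explanation was tested.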
